# Protein phosphatase 2A activators reverse age‐related behavioral changes by targeting neural cell senescence

**DOI:** 10.1111/acel.13780

**Published:** 2023-01-16

**Authors:** Jun Xing, Kehua Chen, Shuaiyun Gao, Mélanie Pousse, Yilin Ying, Bo Wang, Lianxiang Chen, Cuicui Wang, Lei Wang, Weiguo Hu, Yiming Lu, Eric Gilson, Jing Ye

**Keywords:** Age‐related cognitive decline, DNA damage response neural senescence, PPP2R2C, protein phosphatase 2A, senolytics, senotherapy

## Abstract

The contribution of cellular senescence to the behavioral changes observed in the elderly remains elusive. Here, we observed that aging is associated with a decline in protein phosphatase 2A (PP2A) activity in the brains of zebrafish and mice. Moreover, drugs activating PP2A reversed age‐related behavioral changes. We developed a transgenic zebrafish model to decrease PP2A activity in the brain through knockout of the *ppp2r2c* gene encoding a regulatory subunit of PP2A. Mutant fish exhibited the behavioral phenotype observed in old animals and premature accumulation of neural cells positive for markers of cellular senescence, including senescence‐associated β‐galactosidase, elevated levels *cdkn2a/b*, *cdkn1a*, senescence‐associated secretory phenotype gene expression, and an increased level of DNA damage signaling. The behavioral and cell senescence phenotypes were reversed in mutant fish through treatment with the senolytic ABT263 or diverse PP2A activators as well as through *cdkn1a* or *tp53* gene ablation. Senomorphic function of PP2A activators was demonstrated in mouse primary neural cells with downregulated *Ppp2r2c*. We conclude that PP2A reduction leads to neural cell senescence thereby contributing to age‐related behavioral changes and that PP2A activators have senotherapeutic properties against deleterious behavioral effects of brain aging.

**Abbreviations**
DDR: DNA damage response
MPH: methylphenidate
OT: optic tectum
PP2A: protein phosphatase 2A
ROS: reactive oxygen species
RT‐qPCR: reverse transcription‐quantitative polymerase chain reaction
SASP: senescence‐associated secretory phenotype
WT: wild‐type

## 1 INTRODUCTION

A wealth of recent research indicates that cellular senescence is a basic aging process that greatly contributes to health deterioration and thereby critically impedes healthy aging (Baker et al., 2016; Childs et al., 2017; Song et al., 2020; Tchkonia et al., 2021). Cellular senescence is an essentially permanent arrest of the cell cycle that occurs in response to numerous stressors. This process is accompanied by a permanent activation of the DNA damage response (DDR) and widespread changes in chromatin structure, metabolism, and gene expression, including a senescence‐associated secretory phenotype (SASP) involving the expression and secretion of inflammatory cytokines, growth factors, proteases, and other molecules that can alter tissue microenvironments and cell–cell interactions (Acosta et al., 2013; Correia‐Melo et al., 2016; Wiley et al., 2016). The most prominent senescence‐inducing stimuli are telomere changes, intrinsic and extrinsic sources of genomic and epigenomic damage, activated oncogenes, reactive oxygen species (ROS), and various toxins. An emerging paradigm suggests that senescent cells are major contributors to age‐related illnesses. Indeed, senotherapeutic interventions that counteract cellular senescence either through removal of senescent cells (senolytics) or modification of their phenotype (senomorphic) can restore organ function and slow the aging process (Chang et al., 2016; Di Micco et al., 2021; Gutierrez‐Martinez et al., 2018; Xu et al., 2018; Zhang et al., 2022).

Recent studies have indicated that genes associated with neurological diseases, including Alzheimer's disease, Parkinson's disease, amyotrophic lateral sclerosis, major depressive disorder, bipolar disorder, and schizophrenia, are highly overrepresented among age‐related genes in people with these conditions (Ding et al., 2015; Glorioso et al., 2011). Moreover, evidence indicates that senescent glial cells affect mouse cognition (Ogrodnik et al., 2019) and Alzheimer's disease (Zhang et al., 2019). These observations, together with reports that various types of neuropsychiatric disorders are associated with increased risks of age‐related diseases (Goldstein et al., 2009), mortality (Diniz et al., 2014), and shortened telomeres (Kiecolt‐Glaser & Wilson, 2016), suggest that cellular senescence and premature aging may be important etiologies of brain disorders. In addition to age‐related brain disorders, increasing age is associated with impaired of cognitive abilities (Liu et al., 2015), which affect the quality of life, even for healthy people (Salinas‐Rodríguez et al., 2022). Very little is known about the mechanisms leading to neural cell senescence, age‐related cognitive disabilities, and neurodegenerative diseases.

A candidate protein to connect senescence and age‐related cognitive disabilities is the Ser/Thr protein phosphatase 2A (PP2A), which reverses the phosphorylation of key actors in the DDR, such as γH2AX (Chowdhury et al., 2005; Ferrari et al., 2017). The brain‐isoform PPP2R2C is downregulated in aging brains of wild‐type (WT) and Alzheimer's transgenic mice (Leong et al., 2020). Moreover, it is associated with various mental disorders in humans (Backx et al., 2010; Jacob et al., 2012; Kimura et al., 2019; Xu et al., 2014) and is upregulated by TRF2, which is a telomere capping protein that prevents replicative senescence (Karlseder et al., 2002; Mendez‐Bermudez et al., 2022). Here, we demonstrate in zebrafish and mice that the level of PP2A is reduced in the aged brain. In zebrafish, this reduction led to a neural cell senescence phenotype responsible for a behavioral phenotype characterized by anxiety and hyperactivity. These results pave the way for the use of PP2A activators and senescence modulators to prevent age‐related cognitive disabilities.

## 2 RESULTS

### 2.1 PP2A activity declines in the aging brains of zebrafish and mice

To assess the role of PP2A activity in age‐related brain changes, we first assayed for PP2A phosphatase activity through immunoprecipitation of the PP2A complex (Frohner et al., 2020) from the brains of young and old zebrafish and mice. We observed decreased PP2A activity in both old zebrafish (22 months) and mice (14 months), as compared to young animals (Figures 1a and S1a). Then, we investigated whether this decline can be reversed using three types of pharmacological activators of PP2A: DT‐061 (Leonard et al., 2020), FTY720 (Vicente et al., 2020), and methylphenidate (MPH), a psychostimulant drug with PP2A activator properties (Schmitz et al., 2018). Treatment of aged fish for 3 days with DT‐061(5 mg/kg), FTY720 (5 mg/kg), or MPH (MPH 1.08 mg/kg), respectively, and of aged mice with MPH for 10 days at a dose of 12.3 mg/kg is sufficient to increase the level of PP2A activity as measured via immunoprecipitation with antibodies directly against the PP2A catalytic subunit (Figures 1a and S1a). This PP2A activity augmentation is not accompanied by an increase in the level of the PP2A catalytic subunit (Frohner et al., 2020; Figure S1b), in agreement with a mode of action of the drugs based on the stabilization of the holoenzyme in an active state (Leonard et al., 2020).

**FIGURE 1:**
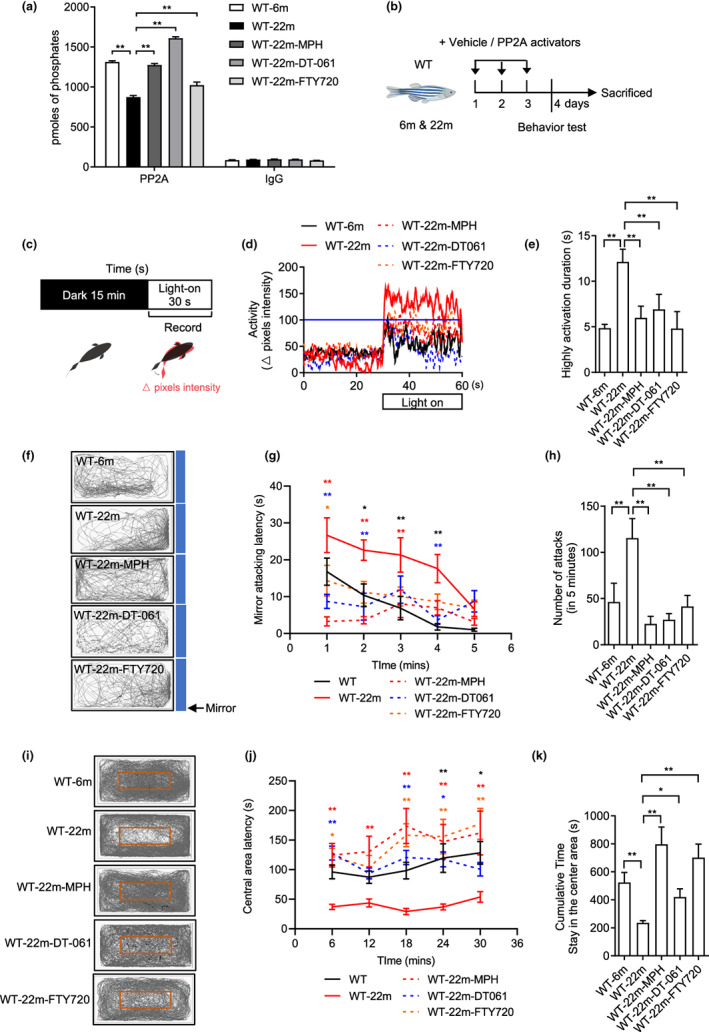
PP2A activators reverse the behavioral changes of old fish. (a) PP2A phosphatase assay after the treatment of PP2A activators in old fish (*n* = 3 independent biological samples, each group contained two brains; one‐way ANOVA). The IgG assays correspond to controls of the PP2A immunoprecipitation. (b) Experimental design of behavioral tests with 6‐month‐old (adult) and 22‐month‐old (old) WT with or without PP2A activators treatment for 3 days. (c) Experimental scheme for the light–dark transition assay. Parameters recorded and analyzed in light–dark transition assay. (d) Representative diagram of locomotion activity during the 30‐s lights‐on period and 30 s before lights‐on. (e) Quantification of the highly activation state (see Section 4) duration during the 30‐s lights‐on period (*n* = 8 for 6 m, *n* = 15 for 22 m, *n* = 11 for 22m‐MPH, *n* = 9 for 22m‐DT‐061 and 22m‐FTY720; one‐way ANOVA). (f) Representative movement tracks (gray lines) in the mirror attack assay of adult fish during the 5‐min trial. Blue boxes show the position of the mirror. (g) Mirror attacking latency at indicated time point in 5‐min trail. (Two‐way ANOVA, statistic difference is shown as WT‐6m vs. WT‐22m (black *), WT‐22m vs. WT‐22m‐MPH (red *), WT‐22m vs. WT‐22m‐DT‐061 (blue *), WT‐22m vs. WT‐22m‐FTY720 (orange *)). (h) Quantification of the number of mirror attacks in 5‐min intervals (*n* = 14 for 6 m, *n* = 15 for 22 m, *n* = 12 for 22m‐MPH, *n* = 9 for 22m‐DT‐061 and 22m‐FTY720; one‐way ANOVA). (i) Representative movement tracks (gray lines) during the 30‐min trial in the open field test. The red box shows the central area of the tank. (j) Central area latency at indicated time point in 30‐min trail. (Two‐way ANOVA, statistic difference are shown as WT‐6m vs. WT‐22m (black *), WT‐22m vs. WT‐22m‐MPH (red *), WT‐22m vs. WT‐22m‐DT‐061 (blue *), WT‐22m vs. WT‐22m‐FTY720 (orange *)). (k) Cumulative time that the adult fish stayed within the central area (*n* = 16 for 6 m, *n* = 8 for 22 m, *n* = 10 for 22m‐MPH, *n* = 9 for 22m‐DT‐061 and 22m‐FTY720; one‐way ANOVA). Data are means ± SEM. *p < 0.05, **p < 0.01

### 2.2 Pharmacological activation of PP2A in old zebrafish and mice reverses age‐related behavioral changes

Next, we explored whether the age‐related decline of PP2A is responsible for the behavioral phenotypes observed in aged animals. Compared to young zebrafish, old animals (22 months) exhibited a behavioral phenotype involving increased locomotor activity upon the transition between light and dark (Figure 1c–e), reflecting an abnormal hyperactivity or startling in response to an environmental change, impulsive and aggressive behavior as revealed by continued attacks on a mirror (Huang et al., 2015; Liu & Liu, 2020; Figure 1f–h) and reduced exploratory behavior in an open field test (Roybal et al., 2007; Figure 1i–k), which can be interpreted as an anxiogenic behavior (Egan et al., 2009). Swimming speed of 22‐month‐old fish is not differ from that of young fish (Figure S1c). Notably, in addition to the total time spent in the center of the tank being lower, the longest duration in the center (measured every 6 min) was greatly reduced (Figure 1j). Treatment of the aged fish with DT‐061 or MPH or FTY720 for 3 days was sufficient to reverse their behavioral phenotypes (Figure 1d–k), indicating that the age‐related decline in PP2A activity is responsible for the behavior changes.

Mice at 14 months of age exhibited greater anxiety (Figure S1e), as well as cognitive and learning impairment (Figure S1f,g), relative to WT mice at 3 months, in agreement with previous research (Belblidia et al., 2018; Shoji et al., 2016). Similar to aged zebrafish, treating aged mice with MPH ameliorated the age‐related anxiety phenotype, as well as cognitive and learning deficits, relative to young mice in the light/dark transition and Morris tests (Figure S1d–g).

### 2.3 *ppp2r2c* mutant zebrafish exhibit a behavioral deficit phenotype similar to aged fish

The results presented above encouraged us to develop a transgenic fish model with reduced PP2A activity in the brain. We first confirmed that the *ppp2r2c* gene encoding a brain‐specific isoform of the regulatory subunits of PP2A (Fagerberg et al., 2014) is highly expressed in the zebrafish brain (Figure S2a). Then, we generated two *ppp2r2c* mutant zebrafish lines (*ppp2r2c* ^*m1/m1*^ and *ppp2r2c* ^*m2/m2*^) through the introduction of two different frameshift mutations within exon 9. These mutations led to a reduction of the mutant mRNA level, likely driven by nonsense‐mediated mRNA decay due to the presence of a premature stop codon (Figure S2b,c). The predicted truncated ppp2r2c proteins expressed by the two mutant genes lack the three terminal WD40 repeats. Such a truncation prevents the folding of the protein into a typical circular solenoid WD40 domain (Smith et al., 1999) and is therefore expected to produce a nonfunctional protein. In accordance with the loss of functional *ppp2r2c* and the brain‐specific expression of *ppp2r2c*, the PP2A activity was reduced by roughly 30% in the brain but not in other organs (Figure S2d). Notably, the expression of the catalytic subunit in the phosphatase assay was similar between the WT and mutant brain extracts (Figure S2e), indicating that the reduced level of the regulatory subunit ppp2r2c affects the specific activity of the complexes containing the PP2A catalytic subunit.

Homozygous *ppp2r2c* ^*m1/m1*^ and *ppp2r2c* ^*m2/m2*^ fish had a reduced lifespan (Figure S2f). Remarkably, the adult *ppp2r2c* ^*m1/m1*^ and *ppp2r2c* ^*m2/m2*^ fish exhibited a behavioral deficit phenotype similar to old WT fish, including hyperactivity or a startle response, reflected in an increase in locomotor activity in the light–dark transition assay (Figures 2a–c and S3a,b, see Section 4), which cannot be explained by a change in swimming speed (Figure S3c), continuation of impulsive or aggressive behavior as indicated by a mirror attack assay (Figures 2a,d–f and S3d–f), and anxiety since *ppp2r2c* ^*m1/m1*^ and *ppp2r2c* ^*m2/m2*^ fish were markedly less exploratory than WT fish in an open field test (Figures 2a,g‐i and S3g–i), although the total swimming distance was the same (Figure S3j). These behavioral changes were not accompanied by sleep problems or social withdrawal in *ppp2r2c* ^*m1/m1*^ fish (Figure S3k–m). As the two mutant fish lines exhibited similar behavioral phenotypes, we used *ppp2r2c* ^*m1/m1*^ for further experimentation.

**FIGURE 2:**
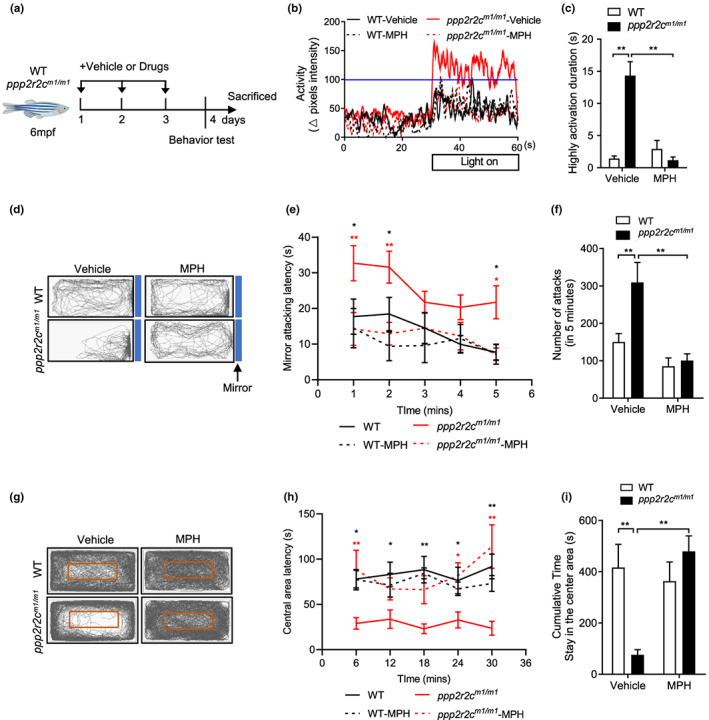
*ppp2r2c*‐compromised fish exhibit abnormal behaviors that are reversed by MPH. (a) Experimental design. Behavioral tests in WT and *ppp2r2c* ^*m1/m1*^ (6 months old) with or without MPH treatment for 3 days. Parameters recorded and analyzed in light–dark transition assay. (b) Representative diagram of locomotion activity of adult fish during the 30‐s lights‐on period and 30 s before lights‐on. (c) Quantification of the highly active state duration during the 30‐s lights‐on period (see Section 4; *n* = 9 for every group). (d) Representative movement tracks (gray lines) in the mirror attack assay of WT and *ppp2r2c* ^*m1/m1*^ (6 months old), with or without MPH treatment for 3 days, during the 5‐min trial. Blue boxes show the position of the mirror. (e) Mirror attacking latency at indicated time point in 5‐min trail. (Statistic difference are shown as WT vs. *ppp2r2c* ^*m1/m1*^ (black *), *ppp2r2c* ^*m1/m1*^ vs. *ppp2r2c* ^*m1/m1*^‐MPH (red *)). (f) Quantification of the number of mirror attacks in the 5‐min intervals (*n* = 9 for WT‐vehicle, WT‐MPH, and *ppp2r2c* ^*m1/m1*^‐vehicle; *n* = 8 for *ppp2r2c* ^*m1/m1*^‐MPH). (g) Representative movement tracks (gray lines) of WT and *ppp2r2c* ^*m1/m1*^ (6 months old), with or without MPH treatment for 3 days, during the 30‐min trial in the open field test. The red square shows the central area of the tank. (h) Central area latency at indicated time point in 30‐min trail. (Statistic difference is shown as WT vs. *ppp2r2c* ^*m1/m1*^ (black *), *ppp2r2c* ^*m1/m1*^ vs. *ppp2r2c* ^*m1/m1*^‐MPH (red *)). (i) Cumulative time that adult fish stayed within the central area (*n* = 7 for *ppp2r2c* ^*m1/m1*^‐vehicle; *n* = 8 for WT‐vehicle and WT‐MPH; *n* = 9 for *ppp2r2c* ^*m1/m1*^‐MPH). Data are means ± SEM. *p < 0.05, **p < 0.01; two‐way ANOVA

Administration of three types of PP2A pharmacological activators (MPH, DT‐061, and FTY720) to *ppp2r2c* ^*m1/m1*^ fish over 3 days restored PP2A activity (Figure S4a) and reversed their behavioral phenotype (Figures 2a‐i and S4b–g). That these PP2A activators can enhance PP2A enzyme activity in zebrafish lacking the regulatory subunit *ppp2r2c* might be explained by the stabilization of holoenzymes containing other regulatory subunits than the one encoded by the *ppp2r2c* gene (Leonard et al., 2020). Treatment with both MPH and DT‐061 did not show an additive effect in the behavioral tests (Figure S4b–g), further supporting the conclusion that MPH and DT‐061 can reverse behavioral changes through their shared capacity to activate PP2A.

In summary, two different loss‐of‐function mutations in *ppp2r2c* in zebrafish led to the phenotype of aged WT zebrafish, which could be reversed by PP2A activators.

### 2.4 *ppp2r2c* mutations exhibit transcriptional signatures of oxidative stress and uncontrolled replication

To study the mechanisms through which *ppp2r2c* mutation leads to the observed behavioral deficit phenotype, we analyzed the quantities of 23 classical neurotransmitters in the brain of 6‐month‐old *ppp2r2c* ^*m1/m1*^ and WT fish using liquid chromatograph mass spectrometer. Among the detected peaks, the only significant change was an increase in the level of L‐tyrosine in mutant fish and no alterations in the levels of catecholamines, including dopamine, were observed (Figure S5).

We next investigated the transcriptomic changes induced by the *ppp2r2c* mutation using RNA sequencing (RNA‐seq) analysis. 

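Brains of 6-month-old fish were sequenced in 2 vehicle libraries of WT and 2 of *ppp2r2c* m1/m1, each from 2 pooled brains. The authors filtered and trimmed the paired-end reads, aligned them with STAR to the zv10 release and deposited the number of reads counted on each gene, without normalization. Counts on genes summed to 21109195 and 21495020 in the WT libraries and to 21031600 and 23057983 in the *ppp2r2c* m1/m1 libraries. The paper also states a number of raw reads per sample, before filtering and alignment; all values here use the counts on genes. Genes with low counts were left out by edgeR's filterByExpr, library sizes were scaled by its TMM method, and the genotypes were compared by its quasi-likelihood test with Benjamini-Hochberg adjustment. The fit held these 4 libraries alone. The median gene differed by 0.273 on the log2 scale between the WT libraries, by 0.227 between the *ppp2r2c* m1/m1 libraries and by 0.292 between libraries of different genotype (median of 4 pairs). In simulated counts with the spread of these libraries, in which 200 genes were changed 4-fold, the test recovered 177 of them and called 26 unchanged genes. A gene listed at 0 may still have up to 3 counts in a library, a limit that covers counting error only. The targeted gene, *ppp2r2c* (ENSDARG00000056797), had 1105 and 1239 counts in the WT libraries and 1026 and 1053 in the *ppp2r2c* m1/m1 libraries. In counts scaled to library size (CPM) this was 54.0 ± 2.92 (SD, n = 2) in WT and 48.1 ± 0.0194 (SD, n = 2) in *ppp2r2c* m1/m1, a log2 fold change of −0.17 (standard error 0.13, adjusted p = 0.7 from edgeR's quasi-likelihood test). Counts per gene do not read the sequence of the edited allele, so they do not check the genotype. For *ppp2r2cb* (ENSDARG00000062277), another zebrafish copy of the gene, the log2 fold change was −0.60 (standard error 0.16, adjusted p = 0.267 from the same test).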

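Among 19695 genes tested between *ppp2r2c* m1/m1 and WT brains, 38 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 13 of them higher and 25 lower in *ppp2r2c* m1/m1. An unadjusted p under 0.01 was found for 599 genes, where chance alone gives 197, and one under 0.05 for 1974 genes. At an adjusted p under 0.05, one fit over all 10 libraries of the experiment moved this number most as a ratio, to 4. With DESeq2 in place of edgeR it was 281 (139 higher, 142 lower), which included all 38. Among the genes with an adjusted p under 0.05, no overlap between the genotypes and a mean CPM of at least 1, those with the highest fitted log2 fold changes included si:dkey-71b5.3 (ENSDARG00000095522), which had 0 counts in both WT libraries and 6.47 ± 1.98 CPM (SD, n = 2) in *ppp2r2c* m1/m1, at least 46.7-fold higher. CR339041.1 (ENSDARG00000051710) was at least 22.9-fold higher, and *mhc2dab* (ENSDARG00000079105) had 1 and 7 counts in the WT libraries against 714 and 1775 in the *ppp2r2c* m1/m1 libraries. In drug-treated *ppp2r2c* m1/m1 brains *mhc2dab* had 406, 18 and 972 counts with MPH and 521, 1709 and 589 with valproate. Its level thus also varied widely within this genotype. By the same criteria, the genes with the lowest fitted log2 fold changes were ENSDARG00000054797, si:ch73-364h19.2 (ENSDARG00000100480) and ENSDARG00000102326, at least 54.9-fold, 753-fold and 129-fold lower. Counts near 0 in one genotype give these bounds and no ranking. The adjusted p of these 6 genes lay between 0.00558 and 0.0367 in edgeR's test.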

Comparison of the *ppp2r2c* ^*m1/m1*^ and WT brain transcriptomes revealed differential expression of 473 genes (Table S1; Figure S6a). The differential expression of eight genes was checked using reverse transcription‐quantitative polymerase chain reaction (RT‐qPCR; Figure S6b). 

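Lists of genes fixed before the data were examined were compared with all other genes by camera, with a preset correlation between genes of 0.01. A list of 42 DNA replication genes other than those drawn in Fig. 3a had a median log2 fold change of 0.52 in *ppp2r2c* m1/m1 against WT, and 37 of the 42 were higher (camera, adjusted p = 1.12e-08 over the 13 lists tested). Over all genes 1 of them had an adjusted p under 0.05, and 8 when adjusted over the list alone. Of 31 mitosis genes, 29 were higher, with a median log2 fold change of 1.18 (camera, adjusted p = 3.28e-18). None of these had an adjusted p under 0.05 over all genes, against 17 adjusted over the list alone and 17 with an unadjusted p under 0.05. Leaving out *ppp2r2c* m1/m1 vehicle replicate 1 moved the median of the mitosis genes most, to 0.94. Under fry the p was 0.0436 for the replication genes and 0.0221 for the mitosis genes, and with a correlation estimated from the data it was 0.0936 and 0.0473, so the replication genes passed 0.05 in the first of these tests alone.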

Analysis of Gene Ontology terms and Ingenuity pathways indicated marked deregulation of age‐related processes such as cell cycle control, DNA repair, L‐tyrosine catabolism, and antioxidant pathways (Figures 3a and S6c). Transcriptional downregulation of two genes in the L‐tyrosine catabolism pathway might contribute to the increased L‐tyrosine level (Figures 3a and S5). 

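*hpdb* (ENSDARG00000044935) had 3.15 ± 0.737 CPM (SD, n = 2) in WT and 0.620 ± 0.545 (SD, n = 2) in *ppp2r2c* m1/m1 brains, where its counts were 5 and 22. Its log2 fold change was −2.33 (standard error 0.68, adjusted p = 0.321 from edgeR's quasi-likelihood test), and it was −1.64 without *ppp2r2c* m1/m1 vehicle replicate 2 and −3.72 without replicate 1. *gstz1* (ENSDARG00000027984) fell from 7.36 ± 0.230 to 4.65 ± 0.247 CPM (SD, n = 2 each), a log2 fold change of −0.66 (standard error 0.26, adjusted p = 0.454 from the same test). A list written for L-tyrosine catabolism held 8 genes: *tat*, *hpda*, *hpdb*, *hgd*, *gstz1*, *fah*, *fahd1* and *fahd2a*. Whether *fahd1* and *fahd2a* belong to this pathway was not checked. All 6 genes of the list that were tested were lower in *ppp2r2c* m1/m1 (camera, adjusted p = 0.00477 over the lists tested). Their median was also −0.66, and −0.29 without WT replicate 2. No gene of the list had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. The list did not pass 0.05 under fry (p = 0.069) or with an estimated correlation (p = 0.0883).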

Augmentation of oxidative defense was correlated with increased levels of ROS in the brains of the mutant fish (Figure S6d). 

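Of 29 antioxidant genes, 23 were higher in *ppp2r2c* m1/m1 than in WT brains, with a median log2 fold change of 0.16. With the preset correlation of camera the list had p = 0.0487, and an adjusted p of 0.0633 over the lists tested. None had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 4 had an unadjusted p under 0.05. With an estimated correlation the p was 0.489, and under fry it was 0.419. The median fell to 0.0067 without *ppp2r2c* m1/m1 vehicle replicate 1 and rose to 0.29 without replicate 2. *gpx8* (ENSDARG00000013302) rose from 2.57 ± 0.493 to 6.07 ± 0.567 CPM (SD, n = 2 each), a log2 fold change of 1.24 (standard error 0.33, adjusted p = 0.267 from edgeR's quasi-likelihood test). *cbr1* (ENSDARG00000036587) had a log2 fold change of 0.54 and *cat* (ENSDARG00000104702) of 0.25, with adjusted p = 0.467 and 0.569 from the same test. *mgst3a* (ENSDARG00000102744) went the other way, with a log2 fold change of −1.61 (adjusted p = 0.343), and its WT libraries had 223 and 730 counts; without WT replicate 1 the change was −0.48. For *cbr1* it ranged from 0.24 without WT replicate 2 to 0.92 without WT replicate 1.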

The brains of the *ppp2r2c* ^*m1/m1*^ fish also overexpressed genes involved in chromosomal DNA replication, such as subunits of the replicative helicase subunits (MCM), Top2A and ligase 1 (Figures 3a and S6b).

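The 7 DNA replication genes drawn in Fig. 3a were all higher in *ppp2r2c* m1/m1 than in WT brains, with a median log2 fold change of 1.48 (camera with the preset correlation, p = 1.38e-17). The level of *mcm2* (ENSDARG00000102798) rose from 10.8 ± 1.5 to 31.9 ± 7.44 CPM (SD, n = 2 each), a log2 fold change of 1.56 (standard error 0.22, adjusted p = 0.0505 from edgeR's quasi-likelihood test). For *top2a* (ENSDARG00000024488) the log2 fold change was 1.59 (standard error 0.23, adjusted p = 0.0505 from the same test). *mcm3*, *mcm5* and *mcm6* rose by 1.34, 1.84 and 1.48 on the log2 scale, and *lig1* (ENSDARG00000060041) by 0.77, with adjusted p between 0.115 and 0.321; *cdk9*, the last of the 7, rose by 0.37. None of the 7 had an adjusted p under 0.05 over all genes, while all 7 did adjusted over the list alone. The list passed 0.05 under fry (p = 0.0286) and with an estimated correlation (p = 0.035). The study chose these genes on the same libraries, so neither the calls over the list nor its p under camera, fry or an estimated correlation are independent evidence. From the deregulated pathways, the paper proposes that loss of *ppp2r2c* leads to genomic instability and aberrant cell cycle control.

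**Figure D1:**
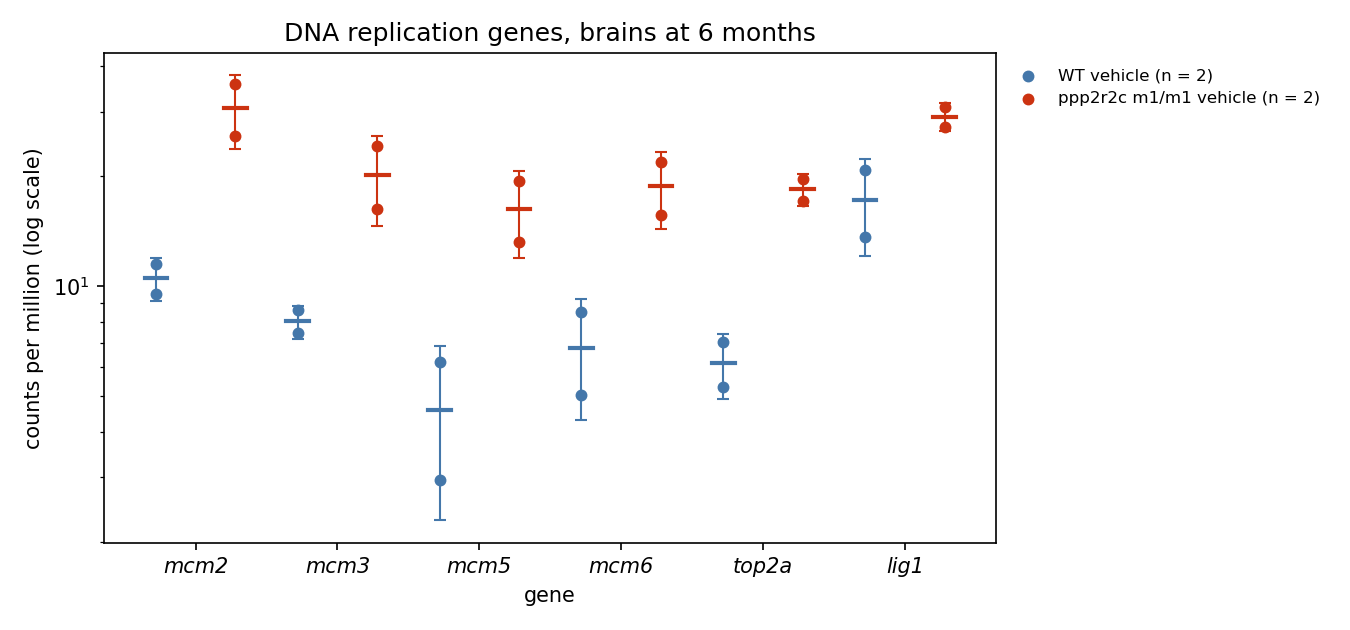
CPM of 6 DNA replication genes in WT and *ppp2r2c* m1/m1 vehicle libraries, on a log scale. Points are libraries (n = 2 per genotype), horizontal lines are means and error bars are SD; the 2 *ppp2r2c* m1/m1 libraries lie above the 2 WT libraries for each gene.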

**FIGURE 3:**
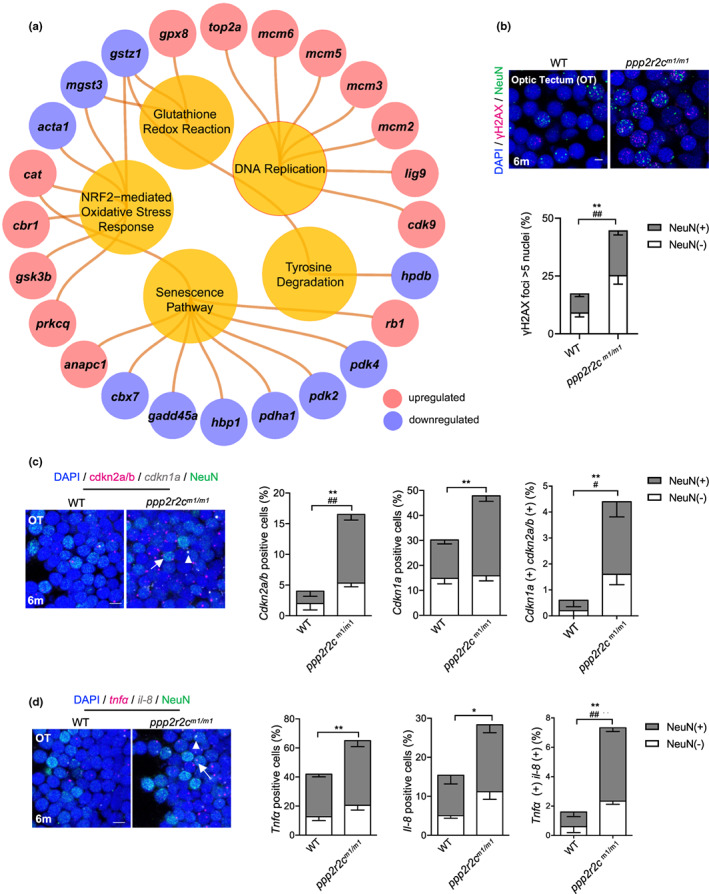
*ppp2r2c*‐compromised fish exhibit an increased rate of neural cells with senescence markers. (a) Ingenuity pathway analysis of *ppp2r2c* ^*m1/m1*^ versus WT brains. Inner circles show selected pathways enriched among the DEGs. Outer circles show upregulated (red) and downregulated (blue) DEGs in *ppp2r2c* ^*m1/m1*^ compared with WT brains (*n* = 3 for every group) (Fisher's exact test, *p* value <0.0001 for DNA replication; *p* value <0.01 for the rest pathway). (b) Representative images of confocal section of immunofluorescence showing NeuN (green) co‐staining with γH2AX (magenta) in the OT of WT and *ppp2r2c* ^*m1/m1*^ at 6 months old (scale bars, 5 μm). Quantification of γH2AX‐positive (positive values indicate at least five γH2AX foci) neuronal (NeuN+) and non‐neuronal (NeuN−) cells (*n* = 6 for each group and over 100 nuclei were analyzed per fish; * represents statistical difference in NeuN+ group, ^*#*^ represents statistical difference in NeuN− group). (c) Representative images of confocal section of NeuN (green) co‐staining with *cdkn2a/b* (magenta) and *cdkn1a* (gray) mRNA by RNA‐Scope in the OT of WT and *ppp2r2c* ^*m1/m1*^ at 6 months old (scale bars, 5 μm). Arrows and triangles point to the *cdkn2a/b* (magenta) *and cdkn1a* (grey) mRNA signal, respectively. Quantification of the percentage of *cdkn2a/b*, *cdkn1a* positive cells, respectively (positive values indicate at least one mRNA signal), and percentage of double positive cells in neuronal (NeuN+) and non‐neuronal (NeuN−) cells (*n* = 5 for each group and over 100 nuclei were analyzed per fish; * represents statistical difference in NeuN+ group, ^*#*^ represents statistical difference in NeuN− group). (d) Representative images of confocal section of NeuN (green) co‐staining with *tnfa* (magenta) and *il‐8* (gray) mRNA by RNA‐Scope in the OT of WT and *ppp2r2c* ^*m1/m1*^ at 6 months old (scale bars, 5 μm). Arrows and triangles point to the *tnfa* and *il‐8* mRNA signals, respectively. Quantification of the percentage of *tnfa*, *il‐8‐*positive cells, respectively (positive values indicate at least one mRNA signal) and percentage of double positive cells in neuronal (NeuN+) and non‐neuronal (NeuN−) cells (*n* = 5 for each group and over 100 nuclei were analyzed per fish; * represents statistical difference in NeuN+ group, ^#^ represents statistical difference in NeuN− group). Data are means ± SEM. *p < 0.05, **p < 0.01, ^#^ *p* < 0.05, ^##^ *p* < 0.01; unpaired two‐sided *t* test.

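Among the other genes drawn in Fig. 3a, *pdk2a* (ENSDARG00000020876), *pdk4* (ENSDARG00000054848) and *hbp1* (ENSDARG00000028517) had log2 fold changes of −1.23, −1.97 and −0.95, with adjusted p = 0.0973, 0.101 and 0.139 from edgeR's quasi-likelihood test. *prkcq* (ENSDARG00000034173) rose by 1.61 on the log2 scale (standard error 0.32, adjusted p = 0.149 from the same test). *rb1*, *anapc1* and *gsk3b* were higher by 0.62, 0.49 and 0.31 on the log2 scale and *cbx7a* was lower, with a log2 fold change of −0.63; none of these had an adjusted p under 0.05. *pdha1b* (ENSDARG00000010555) had at most 15 counts in a *ppp2r2c* m1/m1 library, and fell from 3.17 ± 1.16 to 0.624 ± 0.0870 CPM (SD, n = 2 each).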

### 2.5 Tectal cells of *ppp2r2c* mutant fish exhibit senescence markers, apoptosis, and signs of replication stress

The transcriptional signatures described above suggested that the *ppp2r2c* leads to genomic instability and aberrant cell cycle control in the brain. Indeed, adult *ppp2r2c* ^*m1/m1*^ (6‐month‐old) brain cells showed increased DNA damage signaling, as revealed by a higher proportion of nuclei harboring at least five γH2AX foci specifically in the optic tectum (OT; Figures 3b and S7a–c). An increase in apoptotic cells was also detected in the OT of 6‐month‐old *ppp2r2c* ^*m1/m1*^ fish (Figure S7d). The specificity in OT localization of these cellular defects is likely to stem from the higher level of *ppp2r2c* mRNA expression in the OT compared to other parts of the brain (Figure S7e,f). These results indicate that *ppp2r2c* plays an important role in protecting tectal cells against unwanted DDR activation and death.

We then explored whether the increased level of γH2X in the OT is accompanied by other markers of cellular senescence. In 6‐month‐old *ppp2r2c* ^*m1/m1*^ fish, we observed an increased number of cells exhibiting senescence‐associated β‐galactosidase (SA‐β‐gal) specifically in the OT (Figure S7g–i) and increased expression of checkpoint and SASP genes as revealed using RNAscope at the single cell level in the OT (Figure 3c,d), as well as by RT‐qPCR and (Figure S7j). In accordance with the brain‐specific expression of *ppp2r2c*, the senescence markers were absent from the heart or kidney cells of age‐matched fish (Figure S7k–n).

In summary, *ppp2r2c* ^*m1/m1*^ fish exhibited several outcomes associated with DDR activation, including apoptosis (based on the terminal deoxynucleotidyl transferase dUTP nick end labeling assay), DNA damage signaling (γH2X, cell‐cycle checkpoint gene expression), and senescence (SA‐β‐gal and SASP gene expression). This was seen both in tectal cells stained for NeuN (NeuN (+)), which marks developing, immature and mature neurons, and in cells that are NeuN (−). These results indicate that multiple types of neural tectal cells are altered upon *ppp2r2c* inhibition.

### 2.6 Pharmacological PP2A activators reduce the senescence markers in *ppp2r2c* mutant brains

We investigated the effects of PP2A activators on the transcriptional and cellular alterations caused by *ppp2r2c* loss. To this end, we used RNAseq to identify genes with dysregulated expression in *ppp2r2c* ^*m1/m1*^ compared to WT fish rescued by MPH treatment. 

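Brains of *ppp2r2c* m1/m1 fish given food soaked in MPH (1.08 mg/kg) for 3 days were sequenced in 3 libraries of 2 pooled brains and set against the 2 vehicle libraries of *ppp2r2c* m1/m1. Counts on genes summed to between 23329058 and 25851076 in the MPH libraries, with a median of 23378563. The median gene differed by 0.347 to 0.451 on the log2 scale between pairs of MPH libraries, more than between the vehicle libraries. In 19907 genes tested with edgeR's quasi-likelihood test, 43 had an adjusted p under 0.05, 31 of them higher and 12 lower with MPH, and 2328 had an unadjusted p under 0.05. This number rested on the choice of libraries: without MPH replicate 3 it was 731, without replicate 1 it was 17 and without replicate 2 it was 7. Replicate 3 also stood apart in *nr1d4b* (ENSDARG00000059370), a gene chosen after its values were seen, with 945 counts against 109 and 202 in the other MPH libraries. By the same rule as between the genotypes, the highest fitted log2 fold changes were those of *klf9* (KLF9, ENSDARG00000068194), from 1.74 ± 0.0477 (SD, n = 2) to 82.3 ± 49.7 (SD, n = 3) CPM, of *timm23b* (ENSDARG00000100375), at least 38.1-fold higher, and of *fkbp5* (FKBP5, ENSDARG00000028396), with a log2 fold change of 5.13. The lowest were those of *sqle* (SQLE, ENSDARG00000079946) and ENSDARG00000010729, with log2 fold changes of −2.99 and −2.62.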

We found 101 differentially expressed genes in the comparisons of *ppp2r2c* ^*m1/m1*^ with WT and *ppp2r2c* ^*m1/m1*^ without and with treatment (Table S2; Figure S8a–d). 

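At an adjusted p under 0.05 in both comparisons by edgeR's quasi-likelihood test, 2 genes had opposite signs, *histh1l1* (ENSDARG00000035519) and *h1f0* (ENSDARG00000038559). This is no more than the 0 to 2 such genes found in 30 sets of simulated unchanged groups. DESeq2 in place of edgeR moved this number most, to 62. At an unadjusted p under 0.01 in both comparisons, 111 genes had opposite signs, of which 57 were lower and 54 higher in *ppp2r2c* m1/m1 than in WT. Of the genes in the paper's Table S2, 85 were tested in both comparisons, and 60 of them had an unadjusted p under 0.05 in both. All 85 had opposite signs, 83 of them with the table's own sign in each comparison. Across genes, which are not independent replicates, the log2 fold changes with MPH correlated at 0.951 with those of the table. All 101 genes of the table have opposite signs in it, and the study chose them on the same libraries. Neither the signs of the 85 genes nor the correlation is thus independent evidence of a reversal by MPH. *h1f0* had 222 ± 9.72 CPM (SD, n = 2) in WT and 89.6 ± 13.0 (SD, n = 2) in *ppp2r2c* m1/m1 brains; MPH raised it with a log2 fold change of 2.71 (standard error 0.25, adjusted p = 0.00632 from edgeR's test).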

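The *ppp2r2c* m1/m1 vehicle libraries enter both comparisons, once as the mutant and once as the reference for MPH, so chance values in them give opposite signs with no effect at all. In 30 sets of simulated unchanged groups with the same libraries, between 28 and 48 genes (median 33.5) passed an unadjusted p under 0.01 in both comparisons with opposite signs, below the number observed; each gene was drawn independently. Genes with the same sign in both comparisons numbered 2, against 0 to 2 in the simulated sets. Across all genes, which are not independent replicates, the log2 fold changes of the comparisons correlated at −0.377, against −0.596 to −0.554 in the simulated sets. With one vehicle library used for the first comparison and the other for the second, 460 of 599 genes with an unadjusted p under 0.01 (76.8%) had opposite signs, against a median of 90.5% in the simulated sets. Those genes were selected with both vehicle libraries; for the 500 genes farthest from WT in one vehicle library, a choice made after seeing the data, 61.8% and 55.6% had opposite signs against the other one, where simulated sets gave 44.6% to 54.6% and 43.6% to 54.4%. Set against WT, MPH-treated *ppp2r2c* m1/m1 brains differed in 39 of 20052 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 11 of these also differed between *ppp2r2c* m1/m1 vehicle and WT brains. Of the genes with opposite signs, 94 lay on the other side of WT with MPH, 31 of them with an unadjusted p under 0.05.

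**Figure D2:**
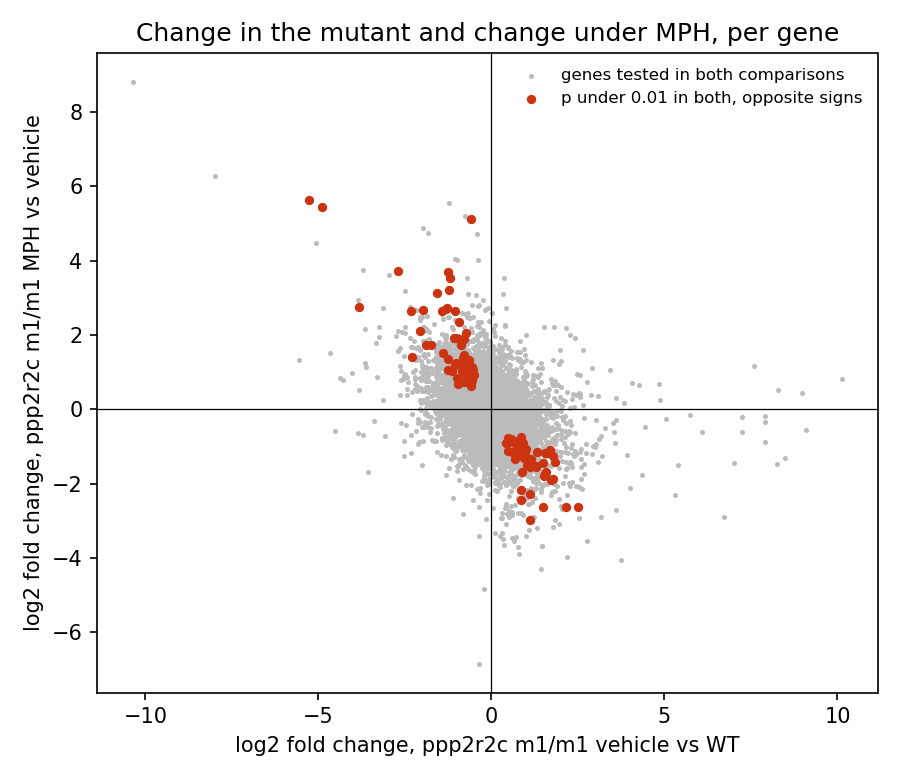
Log2 fold change of each gene with MPH against vehicle in *ppp2r2c* m1/m1 brains (vertical axis) and in *ppp2r2c* m1/m1 vehicle against WT brains (horizontal axis). Grey points are genes tested in both comparisons, and red points are the 111 genes with an unadjusted p under 0.01 in both and opposite signs, which lie at the upper left and lower right.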

Notably, in these two situations, the genes were differentially expressed in opposite directions, demonstrating that they are aberrantly expressed due to *PPP2R2C* loss but rescued by MPH treatment. This opposite pattern direction of differential gene expression was confirmed using RT‐qPCR (Figure S8e).

The first two representative pathways enriched in these genes, which are identical to the pathways altered in mutant fish in comparison with WT controls, were “cell cycle control of chromosomal replication” and “senescence pathway” (Figure S8d). 

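The 7 DNA replication genes of Fig. 3a were all lower with MPH than with vehicle, with a median log2 fold change of −1.42 (p = 4.61e-09 with the preset correlation of camera, 0.0111 under fry). Of these, 1 had an adjusted p under 0.05 over all genes and 4 adjusted over the list alone; the genes were chosen with the same vehicle libraries, so neither these calls nor the p of the list are independent evidence. *top2a* had an adjusted p of 0.0491 in edgeR's quasi-likelihood test, with a log2 fold change of −1.70, and *mcm2*, *mcm5* and *mcm6* had adjusted p = 0.11, 0.127 and 0.0844. *mcm3* and *lig1* fell by 0.34 and 0.21 on the log2 scale, with standard errors of 0.36 and 0.18. The 41 further replication genes tested had a median log2 fold change of −0.18, and 24 of the 41 were lower (camera, adjusted p = 0.0255); they did not pass 0.05 under fry (p = 0.0782) or with an estimated correlation (p = 0.159). Their median was −0.011 without *ppp2r2c* m1/m1 vehicle replicate 1 and −0.32 without MPH replicate 1. Of 31 mitosis genes, 27 were lower, with a median log2 fold change of −0.85 (camera, adjusted p = 9.58e-10); with an estimated correlation the list had p = 0.0486. Among the genes of the senescence pathway, *pdk2a* rose from 6.38 ± 0.852 (SD, n = 2) to 58.9 ± 11.4 (SD, n = 3) CPM (adjusted p = 0.00315) and *hbp1* from 10.7 ± 0.662 to 54.6 ± 12.1 (adjusted p = 0.0118), above their WT levels. From the opposite directions, the paper concludes that its 101 genes changed in both comparisons are deregulated by loss of *ppp2r2c* and rescued by MPH.

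**Figure D3:**
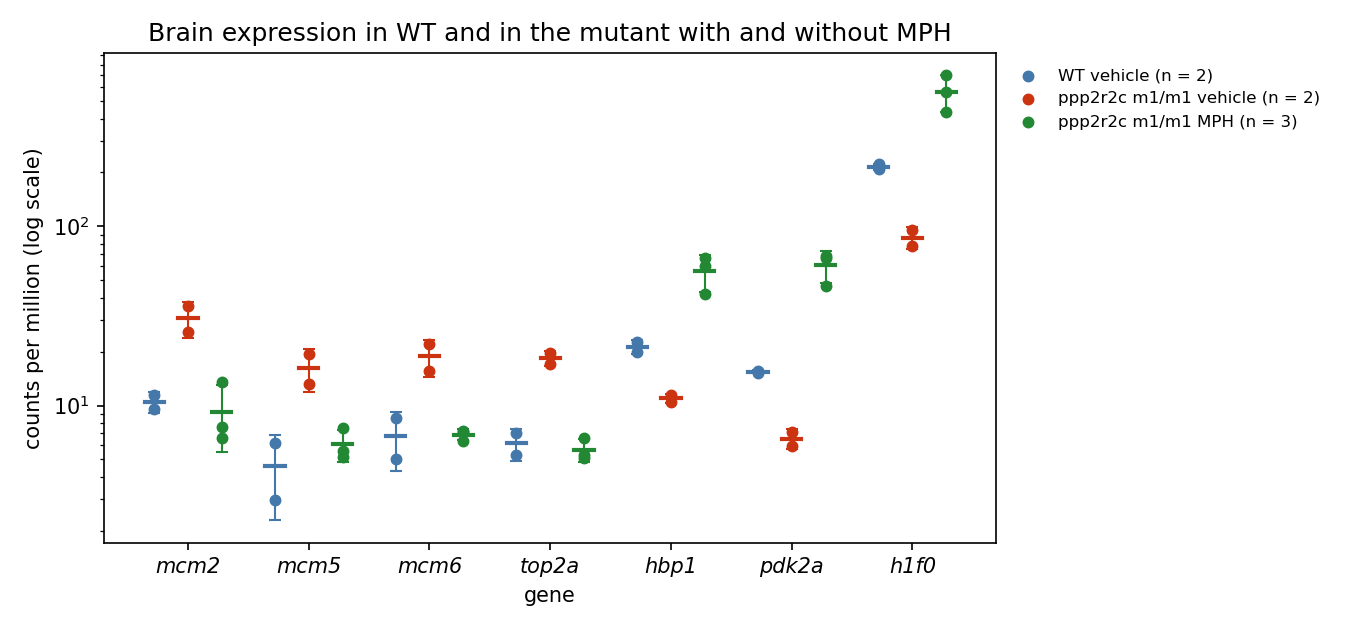
CPM of 7 genes in WT vehicle (n = 2), *ppp2r2c* m1/m1 vehicle (n = 2) and *ppp2r2c* m1/m1 MPH libraries (n = 3), on a log scale. Points are libraries, horizontal lines are means and error bars are SD; *hbp1*, *pdk2a* and *h1f0* lie higher with MPH than in WT.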

The level of γH2X‐positive cells was reduced in both the neuronal (NeuN (+)) and non‐neuronal (NeuN (−)) tectal cells of 6‐month‐old *ppp2r2c* ^*m1/m1*^ fish treated for 3 days with MPH (Figures 4a,b and S8f). Moreover, MPH mainly decreased the amount of SA‐β‐gal‐positive NeuN (+) cells (Figure S8g) and the expressed levels of checkpoint and SASP genes, as revealed by monitoring with RNAscope (Figure 4c,d) and RT‐qPCR (Figure 4e). No genes whose expression levels were restored by MPH are known targets of MPH in the dopamine pathway. In particular, the *dat1/slc6a3* gene encoding the dopamine transporter was not among the 101 MPH‐restored genes (Table S2). This finding supports the uncoupling of the MPH activity in *ppp2r2c* mutant fish and the dopamine pathway, as suggested by the absence of catecholamine modulation in the mutant fish (Figure S5).

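Of a list of dopamine pathway genes fixed before the data were examined, 16 were tested with MPH against vehicle in *ppp2r2c* m1/m1 brains, with a median log2 fold change of −0.04 (camera, adjusted p = 0.535). None had an adjusted p under 0.05, over all genes or adjusted over the list alone, and 2 had an unadjusted p under 0.05. Between *ppp2r2c* m1/m1 and WT brains the median of the same list was 0.02 (camera, adjusted p = 0.765).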

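*slc6a3* (SLC6A3, ENSDARG00000004219) had 12.6 ± 1.72 CPM (SD, n = 2) with vehicle and 12.6 ± 5.23 (SD, n = 3) with MPH in *ppp2r2c* m1/m1 brains, a log2 fold change of −0.01 (standard error 0.34, adjusted p = 0.995 from edgeR's quasi-likelihood test). Its sign changed with the library left out, to 0.19 without MPH replicate 3 and 0.12 without MPH replicate 2.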

**FIGURE 4:**
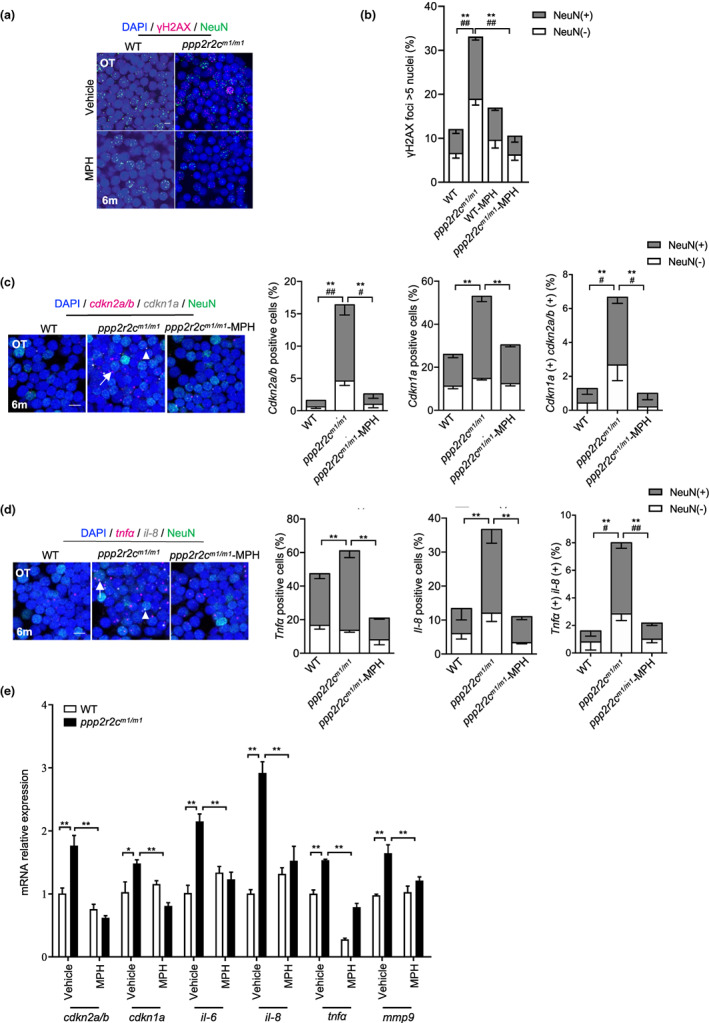
MPH treatment decreases the rate of neural cells with senescence markers in the *ppp2r2c*‐compromised fish. (a) Immunofluorescence detection of NeuN (green) and γH2AX (magenta) in the OT of WT and *ppp2r2c* ^*m1/m1*^ (6‐month‐old) treated with or without MPH for 3 days (scale bars, 5 μm). (b) Quantification shows the percentage of γH2AX positive (positive values indicate at least five γH2AX foci in the nucleus) neuronal (NeuN+) and non‐neuronal (NeuN−) nuclei in (a) (*n* = 6 brains per group and over 100 nuclei were analyzed per fish; * represents statistical difference in NeuN+ group, ^*#*^ represents statistical difference in NeuN− group; one‐way ANOVA). (c) Representative images of confocal section of NeuN (green) co‐staining with *cdkn2a/b* (magenta) and *cdkn1a* (gray) mRNA by RNA‐Scope in the OT of WT and *ppp2r2c* ^*m1/m1*^ treated with or without MPH for 3 days at 6 months old (scale bars, 5 μm). Arrows and triangles point to the *cdkn2a/b* and *cdkn1a* mRNA signals, respectively. Quantification of the percentage of *cdkn2a/b*, *cdkn1a* positive cells, respectively (positive values indicate at least one mRNA signal) and the percentage of double positive cells in neuronal (NeuN+) and non‐neuronal (NeuN−) cells (*n* = 5 for each group and over 100 nuclei were analyzed per fish; * represents statistical difference in NeuN+ group, ^*#*^ represents statistical difference in NeuN− group; one‐way ANOVA). (d) Representative images of confocal section of NeuN (green) co‐staining with *tnfa* (magenta) and *il‐8* (gray) mRNA by RNA‐Scope in the OT of WT and *ppp2r2c* ^*m1/m1*^ treated with or without MPH for 3 days at 6 months old (scale bars, 5 μm). Arrows and triangles point to the *tnfa* and *il‐8* mRNA signals, respectively. Quantification of the percentage of *tnfa*, *il‐8*‐positive cells, respectively (positive values indicate at least one mRNA signal) and percentage of double positive cells in neuronal (NeuN+) and non‐neuronal (NeuN−) cells (*n* = 5 for each group and over 100 nuclei were analyzed per fish; * represents statistical difference in NeuN+ group, ^#^ represents statistical difference in NeuN− group; one‐way ANOVA). (e) Relative mRNA expression levels of *cdkn1a*, *cdkn2a/b*, and key SASP components determined by RT‐qPCR in WT and *ppp2r2c* ^*m1/m1*^ brains with or without MPH treatment (*n* = 3 independent biological samples, every sample pool two brains; two‐way ANOVA). Data are means ± SEM. **p < 0.01, ^#^ *p* < 0.05, ^##^ *p* < 0.01

Next, we investigated whether the other PP2A activators also rescued the senescence‐like abnormalities of tectal cells in mutant fish. Indeed, DT‐061 and FTY720 preferentially decreased the DNA damage and SA‐β‐gal index in tectal NeuN (+) cells (Figure S8f,g). Moreover, *ppp2r2c* mutant fish treated with both DT‐061 and MPH had no additional effect on the level of neuronal senescence (Figure S8f,g). These data support the notion that the mode of action of MPH in *ppp2r2c* mutant fish is better explained by its PP2A activator properties than its activity in the dopamine pathway. Based on these results, we conclude that *ppp2r2c* inhibition leads to a senescence‐like phenotype in the OT that can be alleviated by treatment with PP2A activators.

### 2.7 Targeting senescence alleviates behavioral abnormalities in *ppp2r2c* ^*m1/m1*^ fish

The results presented above, namely that PP2A activators alleviate the behavioral abnormalities while also reversing senescence markers suggest that tectal cell senescence is involved in the behavioral deficit phenotype of *ppp2r2c* ^*m1/m1*^ fish. Therefore, we tested whether preventing or reversing senescence is sufficient to restore the behavioral deficits of mutant fish.

Inactivation of two key checkpoint genes (*tp53* and *cdkn1a*) that trigger senescence or treatment with the senolytic drug ABT263, which triggers apoptosis of senescent cells (Wu et al., 2016), relieved the behavioral abnormalities of *ppp2r2c* ^*m1/m1*^ fish (Figures 5a–f and S9a,b). As expected, ABT263 treatment and *tp53* inactivation decreased the number of senescent tectal cells in the *ppp2r2c* ^*m1/m1*^ fish brains (Figure S9c–e). In accordance with tp53 functioning downstream of γH2AX activation, its loss only barely affected the number of γH2X‐positive cells (Figure S9e). The pro‐apoptotic targets of tp53 are likely not responsible for the behavioral phenotype of the *ppp2r2c* ^*m1/m1*^ fish, as the behavioral phenotype is rescued by the ablation of *cdkn1a* (Figure 5a–f), a target of tp53 that does not trigger apoptosis.

**FIGURE 5:**
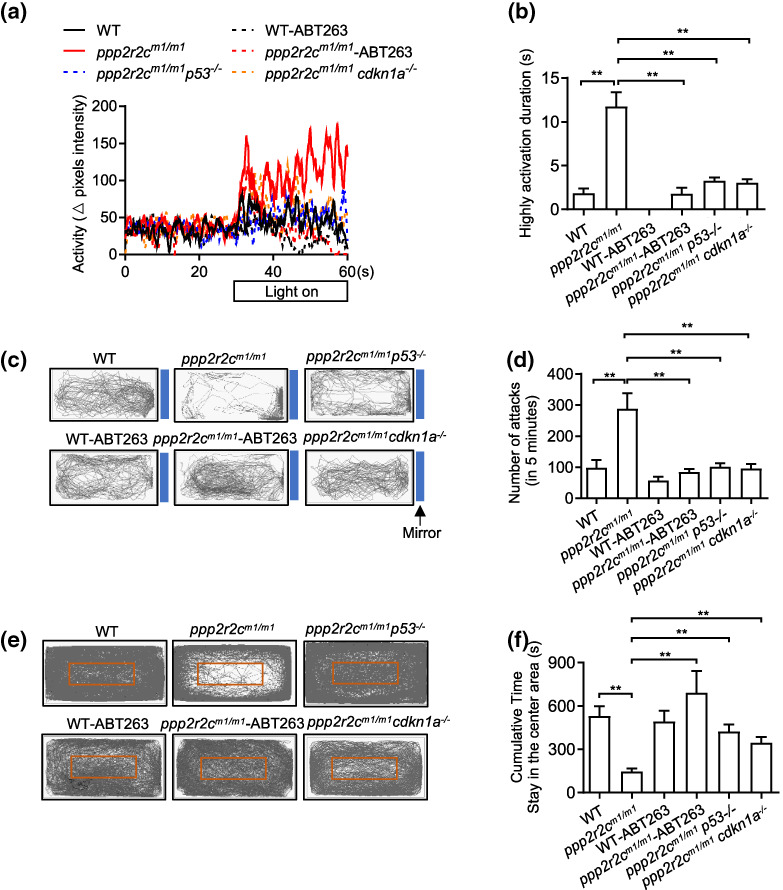
Inhibiting senescence decreases the behavioral disabilities of *ppp2r2c*‐compromised fish. Behavioral tests of WT and *ppp2r2c* ^*m1/m1*^ with or without ABT263 treatment for 3 days, *ppp2r2c* ^*m1/m1*^ *p53* ^*−/−*^ and *ppp2r2c* ^*m1/m1*^ *cdkn1a* ^*−/−*^ at 6 months old. (a) Representative result from locomotion activity upon light–dark transition assay during the 30‐s lights‐on period and 30 s before lights‐on. (b) Quantification of the highly active state duration during the 30‐s lights‐on period (*n* = 11 for *ppp2r2c* ^*m1/m1*^ *p53* ^*−/−*^; *n* = 10 for WT‐vehicle, *ppp2r2c* ^*m1/m1*^‐vehicle and *ppp2r2c* ^*m1/m1*^ *cdkn1a* ^*−/−*^ groups; *n* = 9 for WT‐ABT263; *n* = 8 for *ppp2r2c* ^*m1/m1*^‐ABT263). (c) Representative movement tracks (gray lines) of WT and *ppp2r2c* ^*m1/m1*^ with or without ABT263 treatment for 3 days, *ppp2r2c* ^*m1/m1*^ *p53* ^*−/−*^ and *ppp2r2c* ^*m1/m1*^ *cdkn1a* ^*−/−*^ in the mirror image attack assay. Blue boxes show the position of the mirror. (d) Quantification of the number of mirror attacks in 5‐min intervals (*n* = 11 for *ppp2r2c* ^*m1/m1*^ *p53* ^*−/−*^; *n* = 10 for WT*‐*vehicle, *ppp2r2c* ^*m1/m1*^ *‐*vehiclem *and ppp2r2c* ^*m1/m1*^ *cdkn1a* ^*−/−*^ groups; *n* = 9 for WT‐ABT263 *and ppp2r2c* ^*m1/m1*^ *‐*ABT263). (e) Representative movement tracks (gray lines) of WT and *ppp2r2c* ^*m1/m1*^ with or without ABT263 treatment for 3 days, *ppp2r2c* ^*m1/m1*^ *p53* ^*−/−*^ and *ppp2r2c* ^*m1/m1*^ *cdkn1a* ^*−/−*^ during a 30‐min trial in the open field test. The red box shows the central area of the tank. (f) Quantification of the cumulative time that fish stayed within the central area (*n* = 10 for WT‐vehicle, *ppp2r2c* ^*m1/m1*^ *‐*vehicle, and *ppp2r2c* ^*m1/m1*^ *cdkn1a* ^*−/−*^ groups; *n* = 9 for WT‐ABT263, *ppp2r2c* ^*m1/m1*^ *‐*ABT263, and *ppp2r2c* ^*m1/m1*^ *p53* ^*−/−*^). Data are means ± SEM. **p < 0.01; one‐way ANOVA

### 2.8 PP2A activators reverse senescence markers in the brains of aged fish

Next, we asked whether, similar to *ppp2r2c* mutant fish, PP2A activators could reverse neural cell senescence in old animals. We found that 22‐month‐old WT fish exhibit increased levels of γH2X and SA‐β‐gal‐positive cells mostly in the OT (Figures 6a,b and S10a,b), along with elevated level of SASP gene expression (Figure 6c–e) as compared to 6‐month‐old WT fish. When aged WT fish were treated with MPH, DT‐061, and FTY720 for 3 days, the number of γH2X‐positive cells in the OT was markedly reduced (Figure 6a,b). In addition, MPH and DT‐061 treatment of aged fish reduced SASP gene expression (Figure 6c) and SA‐β‐gal (Figure S10a,b). The single cell levels of *cdkn2a/b* ^*p16*^, *cdkn1a*, and cytokine gene transcription were reduced in NeuN (+) cells of aged fish after MPH treatment (Figure 6d,e).

**FIGURE 6:**
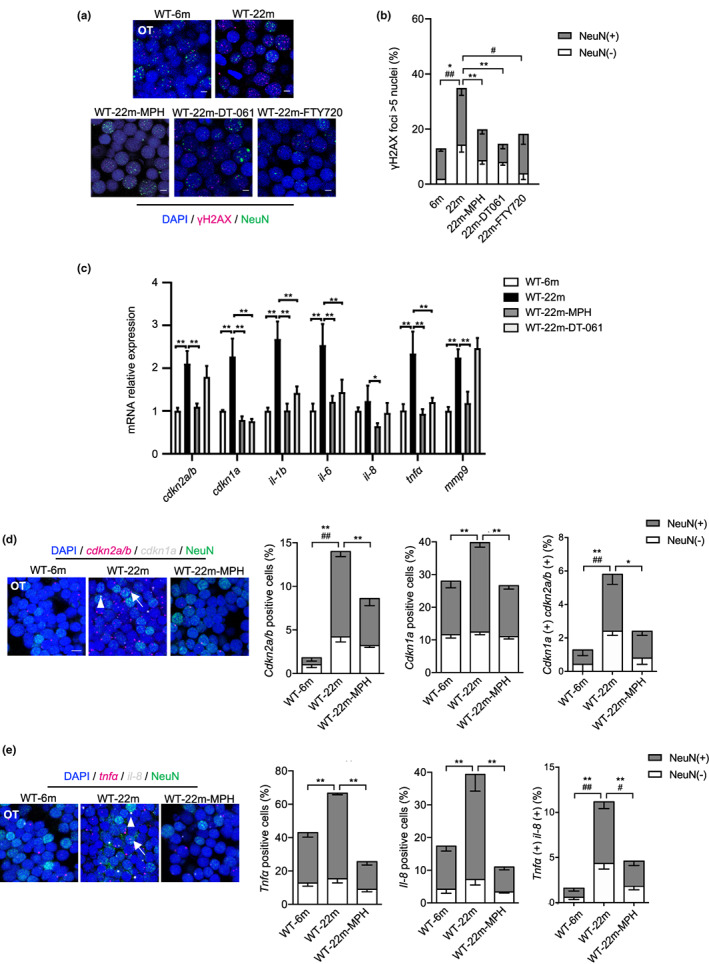
PP2A activators decrease the rate of neural cells with senescence markers in old fish. (a) Representative confocal image of NeuN (green) and γH2AX (magenta) co‐staining in the brain of 22‐month‐old fish treated with or without PP2A activators for 3 days (scale bars, 5 μm). (b) Quantification of γH2AX‐positive nuclei (positive values indicate at least five γH2AX foci) in (a) (*n* = 4 for 6 and 22 m; *n* = 7 for 22m‐MPH, *n* = 3 for 22m‐DT‐061 and 22m‐FTY720, over 100 nuclei were analyzed per fish; * represents statistical difference in NeuN+ group, ^*#*^ represents statistical difference in NeuN− group; one‐way ANOVA). (c) Relative mRNA expression levels of *cdkn1a*, *cdkn2a/b*, and key SASP components determined by RT‐qPCR in 6 and 22 m WT brains with or without MPH or DT‐061 treatment (*n* = 3 independent biological samples, every sample pool two brains; one‐way ANOVA). (d) Representative image of confocal section of NeuN (green) co‐staining with *cdkn2a/b* (magenta) and *cdkn1a* (gray) mRNA by RNA‐Scope in the OT of 6 and 22 m WT treated with or without MPH for 3 days (scale bars, 5 μm). Arrows and triangles point to the *cdkn2a/b* and *cdkn1a* mRNA signals, respectively. Quantification of the percentage of *cdkn2a/b*, *cdkn1a* positive cells, respectively (positive values indicate at least one mRNA signal) and percentage of double positive cells in neuronal (NeuN+) and non‐neuronal (NeuN−) cells (*n* = 5 for each group and over 100 nuclei were analyzed per fish, * represents statistical difference in NeuN+ group, ^#^ represents statistical difference in NeuN− group; one‐way ANOVA). (e) Representative images of confocal section of NeuN (green) co‐staining with *tnfa* (magenta) and *il‐8* (gray) mRNA by RNA‐Scope in the OT of 6 and 22 m WT treated with or without MPH for 3 days (scale bars, 5 μm). Arrows and triangles point to the *tnfa* and *il‐8* mRNA signals, respectively. Quantification of the percentage of *tnfa*, *il‐8‐*positive cells, respectively (positive values indicate at least one mRNA signal) and percentage of double positive cells in neuronal (NeuN+) and non‐neuronal (NeuN−) cells (*n* = 5 for each group and over 100 nuclei were analyzed per fish; * represents statistical difference in NeuN+ group, ^#^ represents statistical difference in NeuN− group; one‐way ANOVA). Data are shown in means ± SEM. *p < 0.05, **p < 0.01, ^#^ *p* < 0.05, ^##^ *p* < 0.01

### 2.9 *Ppp2r2c* loss triggers aberrant replication, DDR, and senescence in mouse neural cells

The results described above suggest that reduction of PP2A activity in the brain, resulting from either *ppp2r2c* mutation or natural aging, leads to increased levels of senescence markers in brain cells. Therefore, we investigated the capacity of ppp2r2c loss to trigger senescence in well‐defined mouse neural cell models.

We investigated the alterations induced by *Ppp2r2c* inhibition in mouse primary neural cell through analysis of glial cells, neural progenitor cells (NPCs), and neurons isolated from embryonic mouse brains (Figure 7a). Inhibition of *Ppp2r2c* in these three types of primary cells induced a potent DDR signaling as indicated by increased levels of cells positive for γH2AX foci (Figure 7b–d). Except in glial cells, *Ppp2r2c* downregulation also triggered cellular senescence, as demonstrated through a SA‐β‐gal assay (Figure 7e–g). Mirroring the transcriptomic changes observed in the adult brains of *ppp2r2c* ^*m1/m1*^ zebrafish (Figure 3a), the *Ppp2r2c* inhibition in mouse glial cells and progenitor cells triggered the overexpression of genes involved in replication (Figure 7h). In contrast, *Ppp2r2c* loss led to the downregulation of replication‐related genes in cultured primary mouse neurons (Figure 7h). Overall, these results reveal that Ppp2r2c connects the processes of DNA damage, replication control, and senescence in mouse neural cells.

**FIGURE 7:**
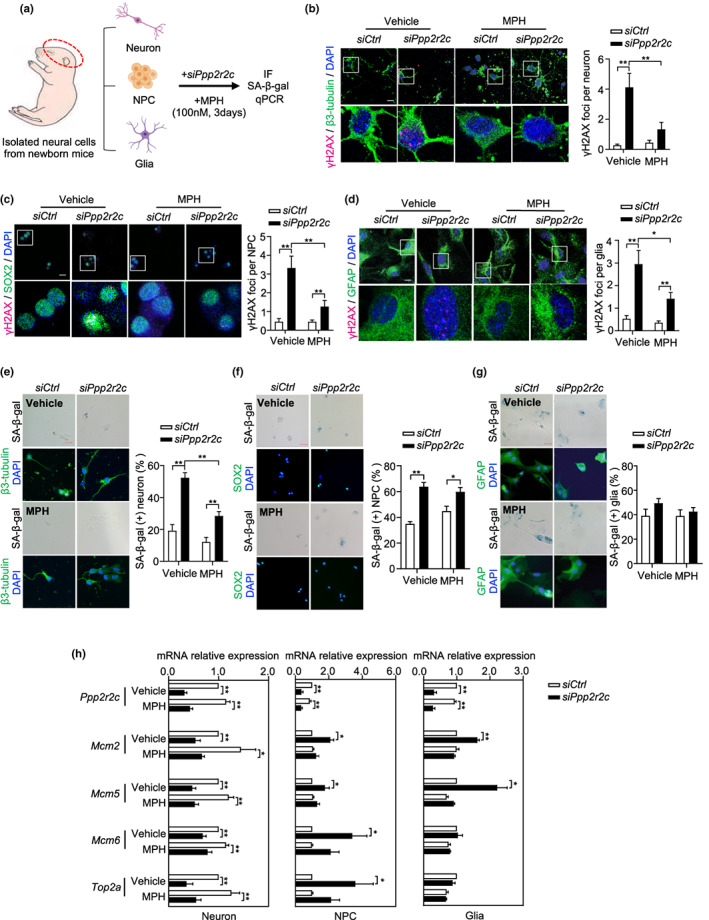
MPH attenuates H2AX phosphorylation induced by *ppp2r2c* knockdown in mice primary neural cells. (a) Experimental design for MPH treatment of *ppp2r2c* knockdown in isolated primary neural cells from newborn mice. (b–d) Representative confocal images and relevant quantification of γH2AX foci (magenta) in primary neurons (stained with β‐tubulin, green), neural progenitor cells (NPCs, stained with SOX2, green), and glial cells (stained with GFAP, green) that were dissected from new born mice and cultured for 1 week and then were transfected with siRNA and treated with or without MPH for 3 days (scale bars, 15 μm). White boxes indicate the enlarged regions (*n* = 3 independent experiments for neurons, *n* = 2 independent experiments for NPCs and glial cells, above five fields containing at least 100 cells were analyzed per condition; two‐way ANOVA). (e–g) Representative microscopy images and its quantification of SA‐β‐gal signals in primary neurons (stained with β‐tubulin, green), NPCs (stained with SOX2, green), and glial (stained with GFAP, green) cells (scale bars, 25 μm for neuron, 50 μm for NPCs and glial cells). Quantification analysis of percentage of SA‐β‐gal‐positive cells (*n* = 3 independent experiments for neurons, *n* = 2 independent experiments for NPCs and glial cells, more than 100 cells were analyzed per condition; two‐way ANOVA). (h) Relative mRNA expression levels of *Ppp2r2c*, *Mcm2*, *Mcm5*, *Mcm6*, and *Top2a* in primary mouse neurons, NPCs, and glial cells determined by RT‐qPCR (*n* = 5 independent experiments for neurons and NPCs; *n* = 3 independent experiments for glial cells; unpaired two‐sided *t* test). Data are means ± SEM. *p < 0.05, **p < 0.01

### 2.10 PP2A activators have senomorphic properties

Finally, we investigated the capacity of a PP2A activator to act as a general geroprotective drug by testing whether MPH could attenuate the effects of DDR in cultured *ppp2r2c‐*compromised neural cells. DDR activation in glial cells, NPCs, and neurons was reduced with MPH treatment (Figure 7b–d), while the appearance of SA‐β‐gal‐positive cell was prevented by MPH treatment only in neurons (Figure 7e–g). Moreover, the upregulation of *mcm* genes in glial cells and NPCs was prevented by MPH treatment (Figure 7h). The capacity of MPH to reverse the increased level of γH2X, senescence, and *mcm* gene dysregulation in mouse primary neural cells after *ppp2r2c* downregulation mirrored the effects of the drug in the *ppp2r2c* ^*m1/m1*^ zebrafish brain.

## 3 DISCUSSION

This study provides evidence that natural aging is accompanied by a decreased level of PP2A activity in the brain and certain behavioral phenotypes in zebrafish (22 months) and mouse (14 months). The association between the reduction of PP2A activity and age‐related changes was demonstrated by the similar behavioral phenotype observed in young fish with a mutated brain‐specific isoform of the PP2A regulatory subunit (*ppp2r2c*), as well as by the reversal of the age‐related behavioral changes with PP2A activator treatment. Whether the behavioral effects of *ppp2r2c* loss described here are mechanistically related to the various human mental illnesses associated with *ppp2r2c* gene polymorphism(Backx et al., 2010; Jacob et al., 2012; Kimura et al., 2019; Xu et al., 2014) is an interesting question for future research.

In both *ppp2r2c*‐compromised adult and WT aged zebrafish brains, more neuronal (NeuN (+)) and non‐neuronal (NeuN (−)) cells exhibit senescence markers (γH2X, cell cycle checkpoints, SA‐β‐gal and SASP) as compared to WT adult and young zebrafish, respectively. This senescence phenotype is absent in fish treated with various PP2A activators, indicating that decreased PP2A in neural cells, whether due to the loss of *ppp2r2c* or natural aging, can lead to cell senescence. We also provide evidence that this senescence phenotype plays a role in the behavioral abnormalities observed in zebrafish. Indeed, they disappear with inactivation of the *tp53* and *cdkn1a* genes or treatment with ABT263, which is a classical senolytic agent that provokes the apoptosis of senescent cells. Notably, in both types of zebrafish, the senescence phenotype triggered by PP2A activity impairment specifically affects the OT region of the brain. This localization likely stems from the higher level of *ppp2r2c* mRNA expression in neural cells of the OT relative to other parts of the brain (Figure S7e,f). The behavioral consequences of this OT‐specific alteration might be explained by an impact of the visuomotor dysfunction leading to anxiety and hyperactivity, as the OT mediates the detection and the integration of visual information to generate behavior (Duchemin et al., 2022). As the neural tectal cells of *ppp2r2c*‐compromised zebrafish exhibit higher levels of pro‐inflammatory gene expression than WT zebrafish (Figure 3d), neuroinflammation effect could play a role in behavioral abnormalities related to PP2A decline.

An important finding of this study is that that PP2A activation has anti‐senescence properties. Since the DDR marker that we used (γH2AX) can be a substrate of PP2A (Chowdhury et al., 2005; Ferrari et al., 2017), the decreased γH2AX level upon PP2A activation cannot simply be interpreted as a decreased level of physical DNA damages but also according to the role of γH2AX in cell‐cycle checkpoint activation and senescence. That PP2A activation can lead to γH2AX dephosphorylation does not exclude other effects of PP2A in modulating DDR and senescence (Ramos et al., 2019).

Our results link PP2A, brain aging, neural senescence, and age‐related behavioral changes. We propose that the age‐related decrease in PP2A activity increases the level of DDR leading to neural senescence, neuroinflammation, and behavioral changes. An important finding of this study is that drugs with PP2A activation activity can prevent age‐related cognitive decline. In particular, we revealed that the classical psychostimulant MPH (Ritalin ^R^) activates PP2A activity in aged brains, attenuates the DDR, and reduces the abundance of SA‐β‐gal‐positive neurons. This mechanism can explain the findings of recent clinical studies showing that treatment with MPH improves the outcomes of age‐related dementia (Padala et al., 2018; Scherer et al., 2018). As the long‐term use of MPH may cause side effects, including cardiac attack (Shin et al., 2016), the finding that MPH is effective even with a very short period of application, in terms of increasing PP2A activity, reducing the DDR and neural cell senescence, and countering age‐related behavioral changes, suggests that it has promise as an anti‐aging intervention when used intermittently during short periods.

## 4 METHODS AND MATERIALS

Experimental details can be found in the Methods and Materials S1. Details on chemical regents, antibody, and PCR primers can be found in the Methods and Materials S1 and Tables S3 and S4.

## AUTHOR CONTRIBUTIONS

JY and EG designed the experiments. JX, KHC, SYG, YLY, BW, CCW, and LXC performed the experiments. JY, YML, and EG analyzed the data. EG and JY wrote the paper.

## CONFLICT OF INTEREST

The authors have declared that no conflict of interest exists.

## Supporting information

Appendix S1
Click here for additional data file.

Table S1
Click here for additional data file.

Table S2
Click here for additional data file.

Table S3
Click here for additional data file.

Table S4
Click here for additional data file.

Figures S1‐S10
Click here for additional data file.

Appendix S2
Click here for additional data file.

## Data Availability

Source data are available for Figures 1, 2, 3, 4, 5, 6, 7 and S1–S10. All data and information relevant to this study are available from the corresponding author upon reasonable request. RNA‐seq data had been deposited in the Gene Expression Omnibus (GEO) with accession number GSE151307.

# Supplementary material for: Protein phosphatase 2A activators reverse age‐related behavioral changes by targeting neural cell senescence
**Source:** Aging Cell. 2023 Jan 16;22(3):e13780. doi: 10.1111/acel.13780
**Supplement:** Supplementary file 1 — Appendix S1

**Method and Materials**

**Subject and drug treatment.** These experiments were performed in the Zebrafish Tübingen strain. The zebrafish was raised and maintained under standard conditions as described previously(Kimmel, Ballard, Kimmel, Ullmann, & Schilling, 1995). All experiments were performed in accordance with the guidelines of the Animal Care and Use Committee of Shanghai Jiao Tong University. Both 14 and 3-month-old C57 B6/J mice were produced and maintained in the animal facility of Ruijin Hospital, Medical School of Shanghai Jiaotong University. The protocol was approved by the Committee on the Ethics of Animal Experiments. For zebrafish All drug solutions were freshly prepared with PBS (MPH 1.08 mg/kg, valproate 300 mg/kg, aripiprazole 0.6 mg/kg, ziprasidone 1.6 mg/kg, DT-061 and FTY720 5mg/kg). The zebrafish was given food soaked in the drug solutions for 3 days and behavioral analysis was performed on forth day. Both 14 and 3-month-old C57 B6/J mice were fed with MPH (12.3mg/kg/d) by gavage for 14 days in total. Psychiatry drugs’ dosage were determined by clinical prescription used in human and converted by animals’ weight. DT-061 and FTY720 treatment were based on the published study(Kauko et al., 2018; Vicente et al., 2020).

**Generation of CRISPR-Cas9 mutant zebrafish.** *ppp2r2c*-mutant zebrafish were generated using the CRISPR-Cas9 system, in which a guide RNA targeting exon 9 of *ppp2r2c* (sgRNA: 5′-GGGCCCAGTGGAGACATACC-3′) and exon 2 of *cdkn1a^p21^* (sgRNA: 5′- GGTAATGGGCCGACTAGG -3′) were designed using ZiFiT Targeter software (http://zifit.partners.org/ZiFiT). The guide RNA was synthesized by cloning annealed oligonucleotides into the sgRNA vector as described previously. The founder embryos (F0 generation) were raised to 3 months old and outcrossed with WT zebrafish to obtain potential F1 indel mutations. PCR amplification and sequencing were performed on the genomic DNA isolated from the tails of F1 zebrafish to identify *ppp2r2c* mutants (primers for genotyping: fwd 5′-CAGGCCACAGTGTTGAAGAT-3′; rev 5′-GTGCTGAAGAGCTGCACTAA-3′) and *cdkn1a^p21^* mutants (primers for genotyping: fwd 5′- TCTGTCTGAGGTATTGGGTG -3′; rev 5′- GAGTGCAGCACATCGTTC -3′).

**Primary cell isolation and transfection.** Primary neurons were isolated from the cortex of newborn C57BL/6 mice and cultured in Neurobasal-A™ medium (#10888022; Gibco) supplemented with B27 supplement (#17504-044; Gibco) and L-glutamine (#07100; Stemcell Technologies). Primary NPCs were isolated from the hippocampus of newborn C57BL/6 mice and cultured as neurospheres in NeuroCult™ Basal Medium (#05700; Stemcell Technologies) with proliferation supplement (#05701; Stemcell Technologies) containing 20 ng/mL EGF (#78006.1; Stemcell Technologies) and 10 ng/mL bFGF (#78003.1; Stemcell Technologies). Primary glial cells were isolated from the cortex of newborn C57BL/6 mice and cultured in DMEM/F-12, HEPES (#11330032; Gibco) supplemented with 10% fetal bovine serum (FBS; #10099141; Gibco). The ON-TARGET plus Mouse *Ppp2r2c* siRNA SMART pool (#L-055606-01; Dharmacon) was used for transfection of primary cells according to cell type. For glial cells, transfections were performed using a Lipofectamine 2000 kit (#11668027; Thermo Fisher Scientific) in accordance with the manufacturer’s instructions, and the culture medium was replaced 6 hours after transfection. For neurons and neural stem cells, transfections were performed using X-tremeGENE HP DNA Transfection Reagent (Roche; #06 366 236 001) in accordance with the manufacturer’s instructions.

**RNA-seq analysis.** Sequencing was performed by BGI. Illumina HiSeq Xten 2 ×150-bp paired-end was used for sequencing. More than 40 million raw reads were obtained for each sample. Raw RNA-seq reads were filtrated by SOAPnkue with default setting to remove adapters and low-quality reads and the remaining reads were trimmed into 100bp for downstream analysis. Reads were aligned using STAR v2.6.1d on zebrafish zv10 release with parameter–quantMode GeneCounts. Differential expression analysis was performed using DESeq2 R package and differential expression genes (p value < 0.05) were used for downstream analysis. Enriched pathways were identified by ingenuity pathway analysis software (IPA) with default setting.

**RT-qPCR.** Total RNA from adult zebrafish tissue was extracted using TRIzol reagent (Ambion) and reverse transcribed using the PrimeScript RT reagent kit (TaKaRa) according to the manufacturers’ protocols. RT-qPCR analysis was performed using the QuantStudio Dx Real-Time PCR Instrument (ABI) with SuperRealPreMix Plus (TianGen). The primers used in this study are shown in Supplementary Table S3.

**PP2A phosphatase assay.** Homogenates prepared from zebrafish brains, mouse frontal and temporal lobes were placed in 20 mM imidazole–HCl, 2 mM EDTA, 2 mM EGTA, pH 7.0 with 10 μg/mL each of aprotinin, leupeptin, and pepstatin, 1 mM benzamidine, and 1 mM phenylmethylsulphonyls fluoride and lysis by adding 1% NP-40. The assays were then performed using PP2A Immunoprecipitation Phosphatase Assay Kit (Millipore) in accordance with the manufacturer’s instructions. The absorbance at a wavelength of 650 nm (A_650_) was measured in a microtiter plate reader (BioTAK).

**Neurotransmitter’s assay.** Brains of adult fish at 6-month-old were dissected out and fast frozen in liquid nitrogen. Measurement and analysis of 23 endogenous neurotransmitters concentration by ultra-performance liquid-chromatography tandem mass spectrometry (UHPLC-MS/MS) was performed by Shanghai Biotree biotech Co.Ltd. A standard solution of metabolites was prepared and subjected to UHPLC-MS/MS analysis to get calibration curves. The levels of metabolites were quantified according to calibration curve. The UHPLC separation was carried out using an Agilent 1290 Infinity II series UHPLC System (Agilent Technology), equipped with a Waters ACQUITY UPLC HSS T3 column (100 × 2.1 mm, 1.8 μm). An Agilent 6460 triple quadrupole mass spectrometer (Agilent Technology), equipped with an AJS electrospray ionization (AJS-ESI) interface, was applied for assay development. Typical ion source parameters were: capillary voltage = +4000/-3500 V, Nozzle Voltage = +500/-500 V, gas (N_2_) temperature = 300 ^o^C, gas (N_2_) flow = 5 L/min, sheath gas (N_2_) temperature = 250 ^o^C, sheath gas flow = 11 L/min, nebulizer = 45 psi. Agilent MassHunter Work Station Software (B.08.00, Agilent Technologies) was used for MRM data acquisition and processing.

**Reactive oxygen species (ROS) assay**. Cells were isolated from zebrafish brain by single cell suspension preparation. Then cell suspension was spined on slice at 600rpm. The ROS assays were then performed using the Reactive Oxygen Species Assay Kit (Beyotime) in accordance with the manufacturer’s instructions. Imaging was taken by Zeiss Z1 microscope.

**Immunofluorescence imaging of brain slices.** Zebrafish tissues were separated and fixed with 4% PFA overnight in 4 °C follow by dehydrate with 30% sucrose overnight. Tissues were then embedded in OCT and sectioned at 5 μm. Frozen sections and chamber slides were fixed in 4% PFA for 30 minutes and then permeabilized and blocked with 0.5% Triton X-100, 2% FBS in 1× PBS for 1 hour at room temperature. Hybridization with primary antibodies was performed at 4°C overnight followed by washing three times with 0.1% Tween-20 in PBS. Hybridization with corresponding secondary antibodies (Invitrogen) was performed at 37°C for at least 2 hours. Finally, the slices were incubated with 1× DAPI for 5 minutes at room temperature. Imaging was performed using a confocal laser scanning microscope (SP8; Leica). The antibodies used in this study are shown in Supplementary table S4.

**RNAscope® in situ hybridization combined with immunofluorescence.** RNA-Protein Co-detection Ancillary Kit (Advanced Cell Diagnostics) and RNAscope® Multiplex Fluorescent Reagent Kit v2 (Advanced Cell Diagnostics) were used accordance with the manufacturer’s instructions. Briefly, frozen tissue sections were moved from -80 °C then washed with PBS for 5 min. Slices were baked in a dry oven for 30 min at 60 °C and fixed in 4% PFA at 4 °C for 15 min. Sections were dehydrated then incubated with RNAscope® Hydrogen Peroxide for 10 min at room temperature. After washing twice with distilled water, manual target retrieval was performed by boiling the sections (100 to 103 °C) in 1× Target Retrieval Reagents for 5 min, and then incubated with primary antibody at 4 °C overnight. After three washes in PBS-T, sections were incubated with RNAscope® Protease Plus at 40 °C for 30 min in a HybEZ hybridization oven (Advanced Cell Diagnostics). Hybridization with target probes (DR-cdkn2a Cat. 431681; DR-cdkn1a-C3 Cat. 457401-C3; DR-tnfa Cat. 575111; DR-cxcl8a-C2 Cat. 522981-C2; DR-ppp2r2ca Cat. 1079831-C1. Advanced Cell Diagnostics) was carried out incubating the slides at 40 °C for 2 h, and then the slides were incubated at 40 °C with the following reagents: Amplifier 1 (30 min), Amplifier 2 (30 min), Amplifier 3 (15 min); HRP-C1 (15 min), TSA® Plus fluorophore for channel 1 (fluorescein, cyanine 3, or cyanine 5, PerkinElmer; 1:1000; 30 min), HRP blocker (15 min); HRP-C2 or HRP-C3 (15 min), TSA® Plus fluorophore for channel 2 (30 min), HRP blocker (15 min). After each hybridization step, slides were washed twice with Wash Buffer at room temperature. After hybridization, slices were incubated with fluorescently labelled second antibody at room temperature for 1 hour and then stain with DAPI. Slices were mounted in Vectashield and examined under fluorescent confocal microscope (SP8, Leica). The antibodies used in this study are shown in Supplementary table S4.

**Western blot.** Protein lysates were prepared by RIPA (50mM Tris (pH 7.4), 150mM NaCl, 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS) complemented with DMSF (Beyotime Biotechnology), phosphatase and protease inhibitors (Roche). Protein concentration was quantified by Pierce^TM^ BCA Protein Assay Kit (Thermo). Protein was loaded onto SurePAGE 4-20% Bis-Tris gradient gels (Genscript). Sample was transferred onto Immobilon-P PVDF 0.22μm membranes (Millipore) using Trans-Blot Turbo Transfer System (BioRad). Membranes were blocked in 5% NON-Fat Powdered Milk (Sangon) with TBST (0.1% Tween-20 in TBS) for 1 hour at room temperature (RT). Hybridization with primary antibodies (shown in Supplementary information. Table S4.) was performed at 4ºC overnight followed by TBST washing three times. Hybridization with corresponding second antibodies was performed at 37ºC for 2 hours followed by TBST washing three times. Imaging was detected using AI600 (GE) and processed using ImageJ software. The antibodies used in this study are listed in Supplementary Table S4.

**Zebrafish behavioral assays.**

An adult fish was placed in a standard mating tank (21 × 10 × 7.5 cm) containing system water to a depth of 6 cm and allowed to acclimatize for 15 minutes and then transferred to an automated observation and video tracking system (ZebraLab; Viewpoint Life Sciences). **Light-dark transition assay.** An adult fish was placed in the dark and allowed to acclimatize for 15 minutes. The light was then turned on for 30 s, and the activity was recorded using the ZebraLab quantization software module. Quantization tests focus on the activity of zebrafish which represent the global amount of movement of zebrafish in the tanks and its frequency. The software can automatically record the position of the zebrafish and compare the previous position with the new position. The changed pixels are regarded as the activity. We used the wild-type fish getting two thresholds’ values (high threshold value is 100 and freezing value is 20). The high threshold value indicates that the pixel change of 95% movements is below this value. The freezing value means the pixel change is below this value when the fish stop moving. If the value of moving surface above the high threshold, the activity will be recorded as high activity and the software will automatically record the duration of the activity. (Viewpoint Life Sciences). **Mirror attack test.** A mirror was placed outside of the end of the tank, and the attacking behavior of the fish was monitored continuously for 5 minutes using the ZebraLab tracking software module (Viewpoint Life Sciences). **Open-field test.** The movement of the zebrafish was monitored continuously for 30 minutes. The time spent in the central area (30% of the total area) was recorded and analyzed using Video tracking software (Viewpoint Life Sciences). **Sleep test.** The light of automated observation and video tracking system (ZebraLab; Viewpoint Life Sciences) was turned off after 8 :30 pm and the activity was recorded using the ZebraLab quantization software module (Viewpoint Life Sciences). We regarded freezing activity as sleep. If the value of moving surface lower than the freezing threshold, the activity will be recored as freezing activity and the software will automatically record the duration of the activity. **Social contact.** The distance between two fish shorter than the length of thresholds to be considered as a social contact. Two adult fish was placed in a mating tank (21 × 10 × 7.5 cm) containing system water to a depth of 6 cm and allowed to acclimatize for 15 minutes and then monitored by an automated observation and video tracking system (ZebraLab; Viewpoint Life Sciences) for 60 minutes. The ZebraLab social software module automatically recorded the number of times the two fish was close to each other.

**Mice behavioral assays.**

**Morris Water Maze.** Morris Water Maze was conducted in a round blue pool and a platform which are 120cm and 10cm in diameter respectively. The round area was separated into 4 quadrants and a platform area. 4 pieces of paper in different shapes were hanged around the pool. The experiments took 6 days in total. During the first 5 days, the platform was set in a fixed position, then mice were lowered in to the pool with their heads heading to the wall from every quadrant. The latency, the distance before mice getting onto the platform were recorded by software from Shanghai XinRuan Information Technology Co.,Ltd, as the judgement for their learning ability. On the 6^th^ day, the procedure was repeated after removing the platform. The frequency mice crossed the area of the platform, the time spent in the correct quadrant and the average proximity to the platform location were recorded as the judgement for their memory. **Light/dark transition test.** We used an apparatus consisting of a light, open topped, opaque, Plexiglas box (25 × 25 × 30 cm) connected to a dark, closed topped, opaque, Plexiglas box (20 × 20 × 30cm). The animals were placed in the illuminated box and left free to move from the light to the dark chamber through a connecting door (12 × 5 cm) for 5 minutes. The light box was illuminated by a desk lamp. A mouse was considered in the light chamber if the four paws were all in the light box. The number of transitions between the light and the dark chamber was collected.

**Cellular apoptosis assay****.** For sections of zebrafish brain, heart and kidney, the apoptosis assay was performed with in Situ Cell Death Detection Kit, TMR red (Roche). For MRC5 cells, the apoptosis assay was performed with TUNEL Apoptosis Detection Kit (Alexa Fluor 488) (Yeasen). The assays were performed following the manufacturer’s instruction. The images were taken by Leica SP8 confocal laser scanning and Zeiss Z1 microscope.

**Senescence-associated-β-galactosidase (SA-β-gal) assay.** SA-β-gal stain was performed using Senescence β-galactosidase Staining Kit (Beyotime). The assays were performed following the manufacturer’s instruction. Images were taken with Zeiss A2 microscope.

**Chemical reagents.** MPH (Ritalinic acid hydrochloride solution, sigma #R-011); ABT263 (MedChemExpress #923564-51-6); DT-061 (MedChemExpress #1809427-19-7); FTY720 (Selleck # 162359-56-0).

**Quantification and statistical analysis.** The data were analyzed by GraphPad Prism software. Data used in this study are pass normality and lognormality Tests. The statistical significance between two groups was determined using unpaired Student’s t-test, with tow-tailed P value. Among three or more groups, one-way analysis of variance followed by Bonferroni’s multiple comparison test or Dunnett’s multiple comparison test was used for comparisons. Values of P<0.05 were considered statistically significant. Absence of statistical annotation means non-significance.

**Reference**

Kauko, O., O’Connor Caitlin, M., Kulesskiy, E., Sangodkar, J., Aakula, A., Izadmehr, S., . . . Westermarck, J. (2018). PP2A inhibition is a druggable MEK inhibitor resistance mechanism in KRAS-mutant lung cancer cells. *Science Translational Medicine, 10*(450), eaaq1093. doi:10.1126/scitranslmed.aaq1093

Kimmel, C. B., Ballard, W. W., Kimmel, S. R., Ullmann, B., & Schilling, T. F. (1995). Stages of embryonic development of the zebrafish. *Developmental Dynamics, 203*(3), 253-310. doi:<https://doi.org/10.1002/aja.1002030302>

Vicente, C., Arriazu, E., Martínez-Balsalobre, E., Peris, I., Marcotegui, N., García-Ramírez, P., . . . Odero, M. D. (2020). A novel FTY720 analogue targets SET-PP2A interaction and inhibits growth of acute myeloid leukemia cells without inducing cardiac toxicity. *Cancer Letters, 468*, 1-13. doi:<https://doi.org/10.1016/j.canlet.2019.10.007>

# Supplementary material for: Protein phosphatase 2A activators reverse age‐related behavioral changes by targeting neural cell senescence
**Source:** Aging Cell. 2023 Jan 16;22(3):e13780. doi: 10.1111/acel.13780
**Supplement:** Supplementary file 4 — Table S3

**Supplementary Table 3. RT-qPCR primers used in this study**

| RT-qPCR | Primer-Fwd | Primer-Rev | Species |
| --- | --- | --- | --- |
| *ppp2r2c(p1)* | ATCACAGCTTCCTCCGAGAC | CCGATTCTCCCAGCTCTTCA | Zebrafish |
| *ppp2r2c(p2)* | GAAAAGGGCCCAGTGGAGA | GTTTACTGCTCTCACGCCAG | Zebrafish |
| *ppp2r2c(p3)* | TGAGCTGTGGTACGTGGAAT | CGGGAAGCACGTGATAGGAA | Zebrafish |
| *cdkn2a/b* | GGTAACGCACCTTTGGCTCT | GCGCCGAAGCGGATTAAAAG | Zebrafish |
| *cdkn1a* | TCACAGATTTCTACCAAGCCAAGA | CGAATGCAGCTCCAGACAGA | Zebrafish |
| *il-1β* | TCCGCTCCACATCTCGTACT | AACCGGGACATTTGACGGAC | Zebrafish |
| *il6* | AGCAGGAATGGCTTTGAAGGG | GTCAGGACGCTGTAGATTCGC | Zebrafish |
| *il8* | GTAGATCCACGCTGTCGCTG | TACAGTGTGGGCTTGGAGGG | Zebrafish |
| *tnfα* | AGACCTTAGACTGGAGAGATGAC | CAAAGACACCTGGCTGTAGAC | Zebrafish |
| *mmp9* | GTTTCTGGTTCTGGGCACCT | TAGCATTGGAGATGACCGCC | Zebrafish |
| *gadd45a* | AACGTGGTCTTGTGTCTGCTG | GAGGTCCATCGACTCTCCTCC | Zebrafish |
| *mcm2* | TCGCAAGTATTGGACCCTTCA | CACCTTGTGCTTTCCACCTG | Zebrafish |
| *mcm5* | AACTCGCGCTGCTCTGTATT | GCCAAAGTCATGTCTCGCTG | Zebrafish |
| *mcm6* | AAGCCAGTTCCTCAAGCATGT | GTCAATGCAGCAAACACCGT | Zebrafish |
| *top2a* | AGCACATCAAAGGAGGCCAA | TAAAGGCCAGGGTGATAGCC | Zebrafish |
| *hpdb* | AGCACGAGGAAGGCAAATTCA | TCTCCAGTCCACGATACGCC | Zebrafish |
| *ifit10* | GGAGGCTGAAAGCTGGGTAG | CCTCGGGCATGGTGACTTTG | Zebrafish |
| *hipk1a* | TGTGTGCCCTCCTACCATCC | GTTTTGGGGCACTATGGGCA | Zebrafish |
| *β-actin* | GGGTATGGAATCTTGCGGTATC | CTTCATGGTGGAAGGAGCAA | Zebrafish |
| *Ppp2r2c* | GATTACCGAACGAGACAAGAGG | GAGATGGAGTTGATGTGGTAGG | Mouse |
| *β-actin* | AGAGCTATGAGCTGCCTGA | GGCATAGAGGTCTTTACGGATG | Mouse |
| *Mcm2* | AACACATATGGCGTGGAGCC | CCGTTGCCATGGACTCCTTC | Mouse |
| *Mcm5* | GGAGGAATTTCGTCGCCTGG | AGTGAGTCCATCTGGGAGCC | Mouse |
| *Mcm6* | TCAATGGTCATGCCGACAGC | ATTCAGCAAAGCCCAGCCTC | Mouse |
| *Top2a* | GCCTTGAGTGCTCGTGTCTC | TTGCTTTCTTGCTCGTGGCA | Mouse |

# Supplementary material for: Protein phosphatase 2A activators reverse age‐related behavioral changes by targeting neural cell senescence
**Source:** Aging Cell. 2023 Jan 16;22(3):e13780. doi: 10.1111/acel.13780
**Supplement:** Supplementary file 5 — Table S4

**Supplementary Table 4. Primary antibody used in this study**

| Primary antibody | Source | Identifier | Usage |
| --- | --- | --- | --- |
| Anti-γ-H2AX | GeneTex | Cat# GTX127342 | IF 1 :400 |
| Anti-NeuN | millipore | Cat# MAB377 | IF 1 :50 |
| Anti-SOX2 | GeneTex | Cat# GTX124477 | IF 1 :400 |
| Anti-GFAP | GeneTex | Cat# GTX128741 | IF 1 :400 |
| Anti-γ-H2AX | abcam | Cat# ab26350 | IF 1 :100 |
| Anti-γ-H2AX | abcam | Cat# ab2893 | IF 1 :300 |
| Anti-βIII Tublin | abcam | Cat# ab78078 | IF 1 400: |
| GAPDH | Yeasen | Cat# 30202ES40 | WB  1 :2000 |
| Anti-NeuN | millipore | Cat# ABN78 | IF 1 :400 |
| Anti-NeuN | abcam | Cat# ab177487 | IF 1 :40 or 1 :400 |
| Anti-PP2A, C subunit | millipore | Cat# 05-421 | WB 1 :2000 |

# Supplementary material for: Protein phosphatase 2A activators reverse age‐related behavioral changes by targeting neural cell senescence
**Source:** Aging Cell. 2023 Jan 16;22(3):e13780. doi: 10.1111/acel.13780

Supplementary Fig. 1

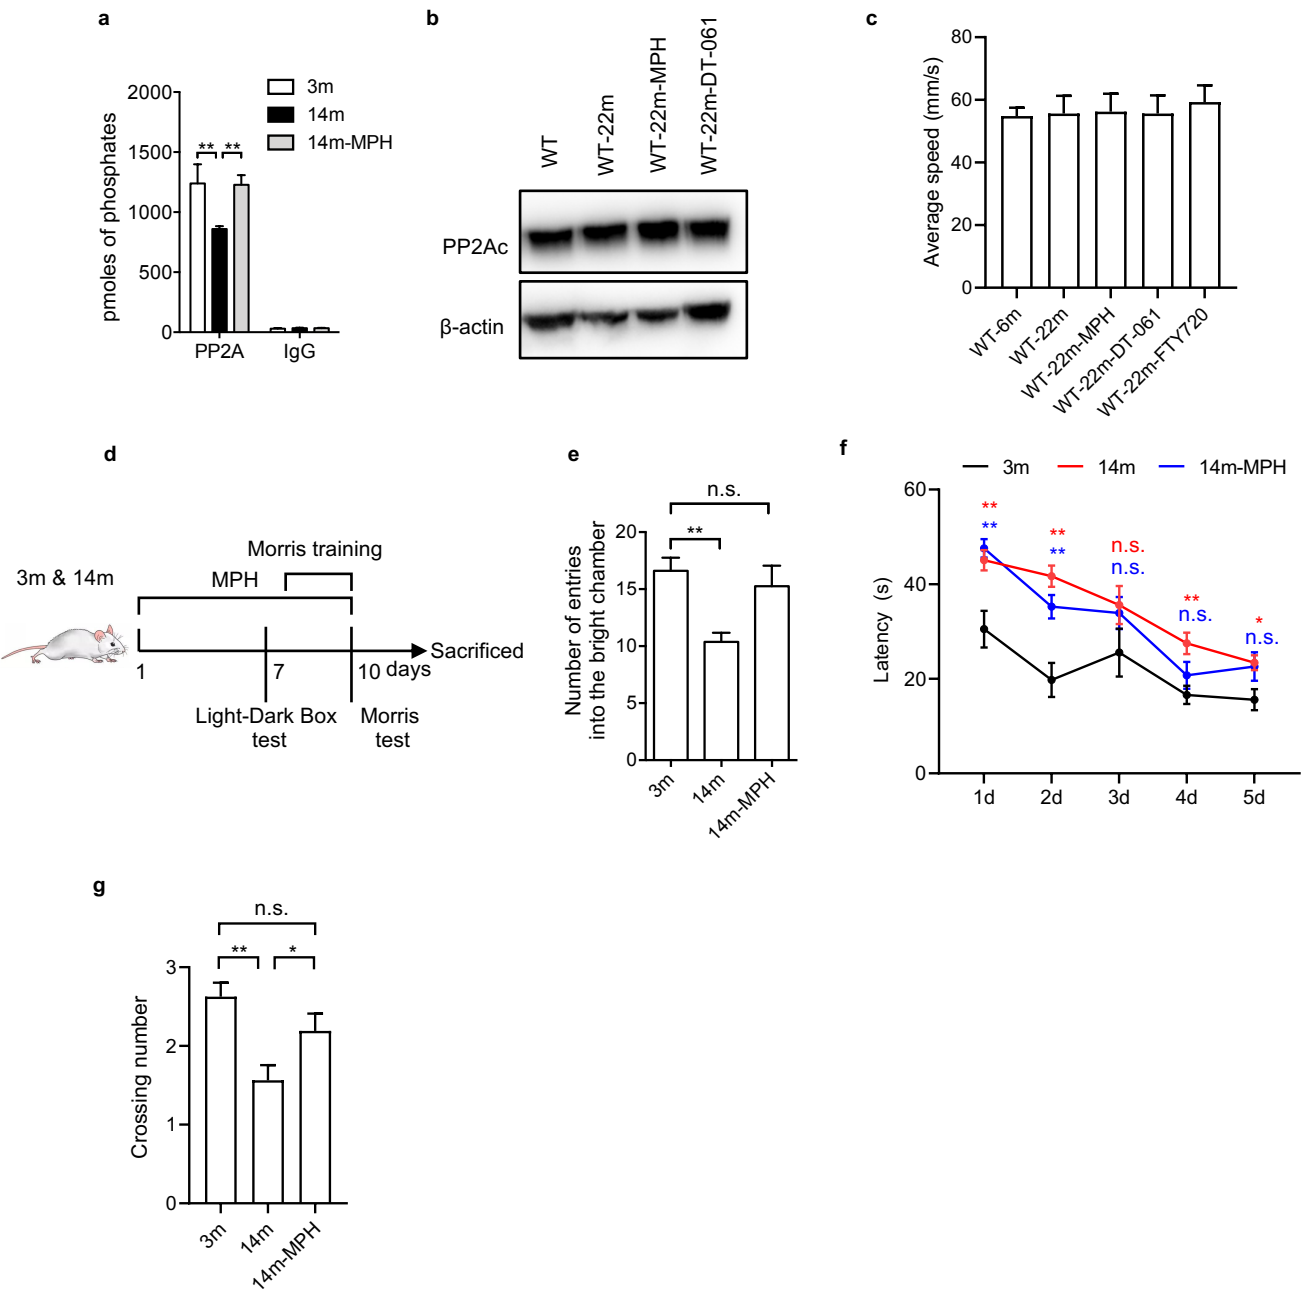

Supplementary Fig. 2

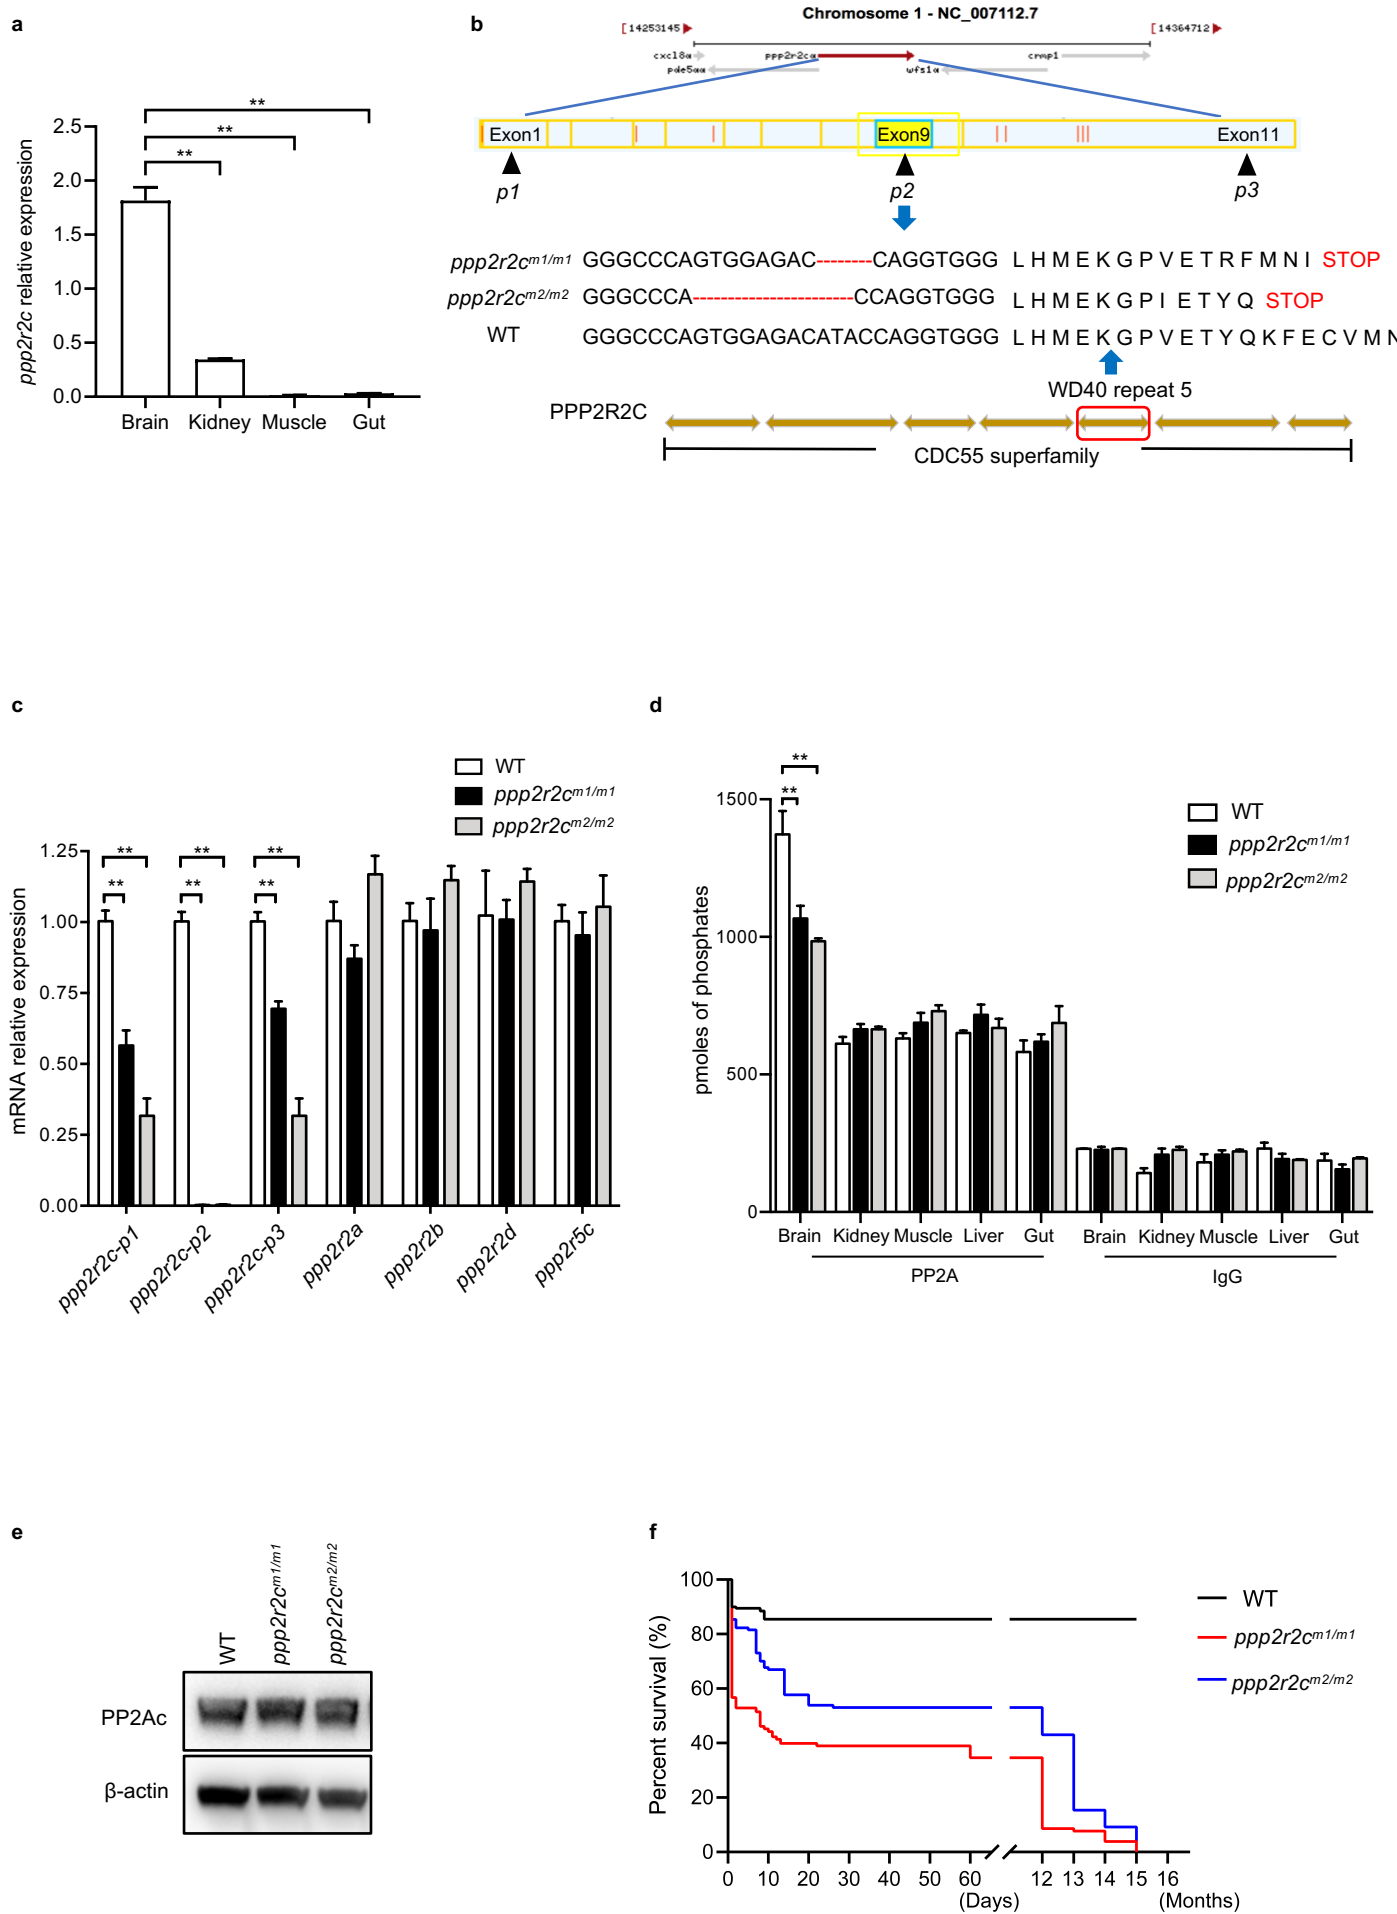

**Supplementary Fig. 3**

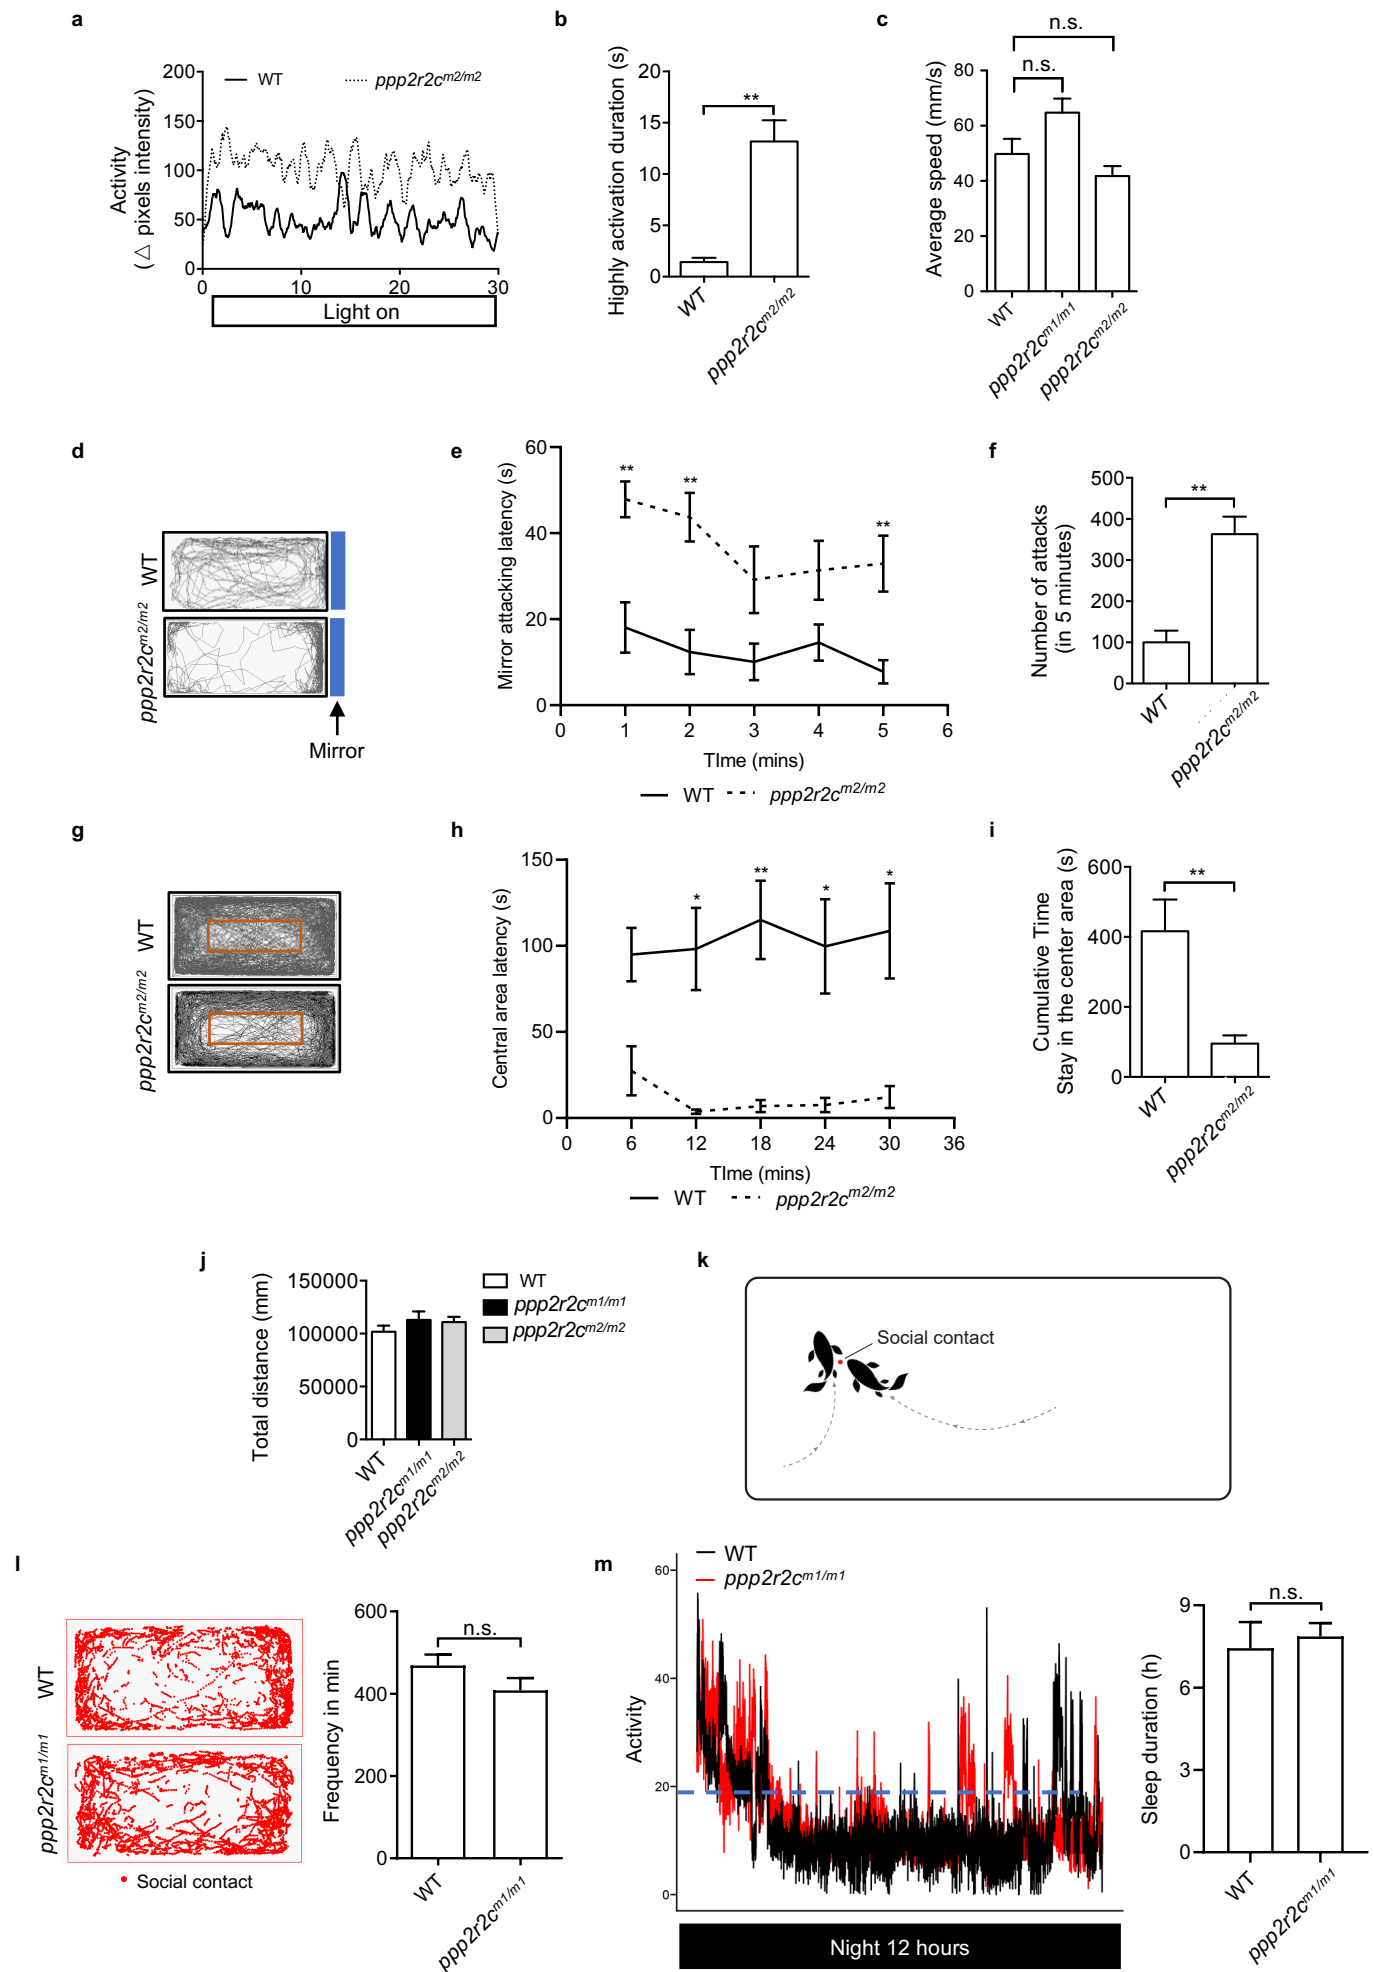

Supplementary Fig. 4

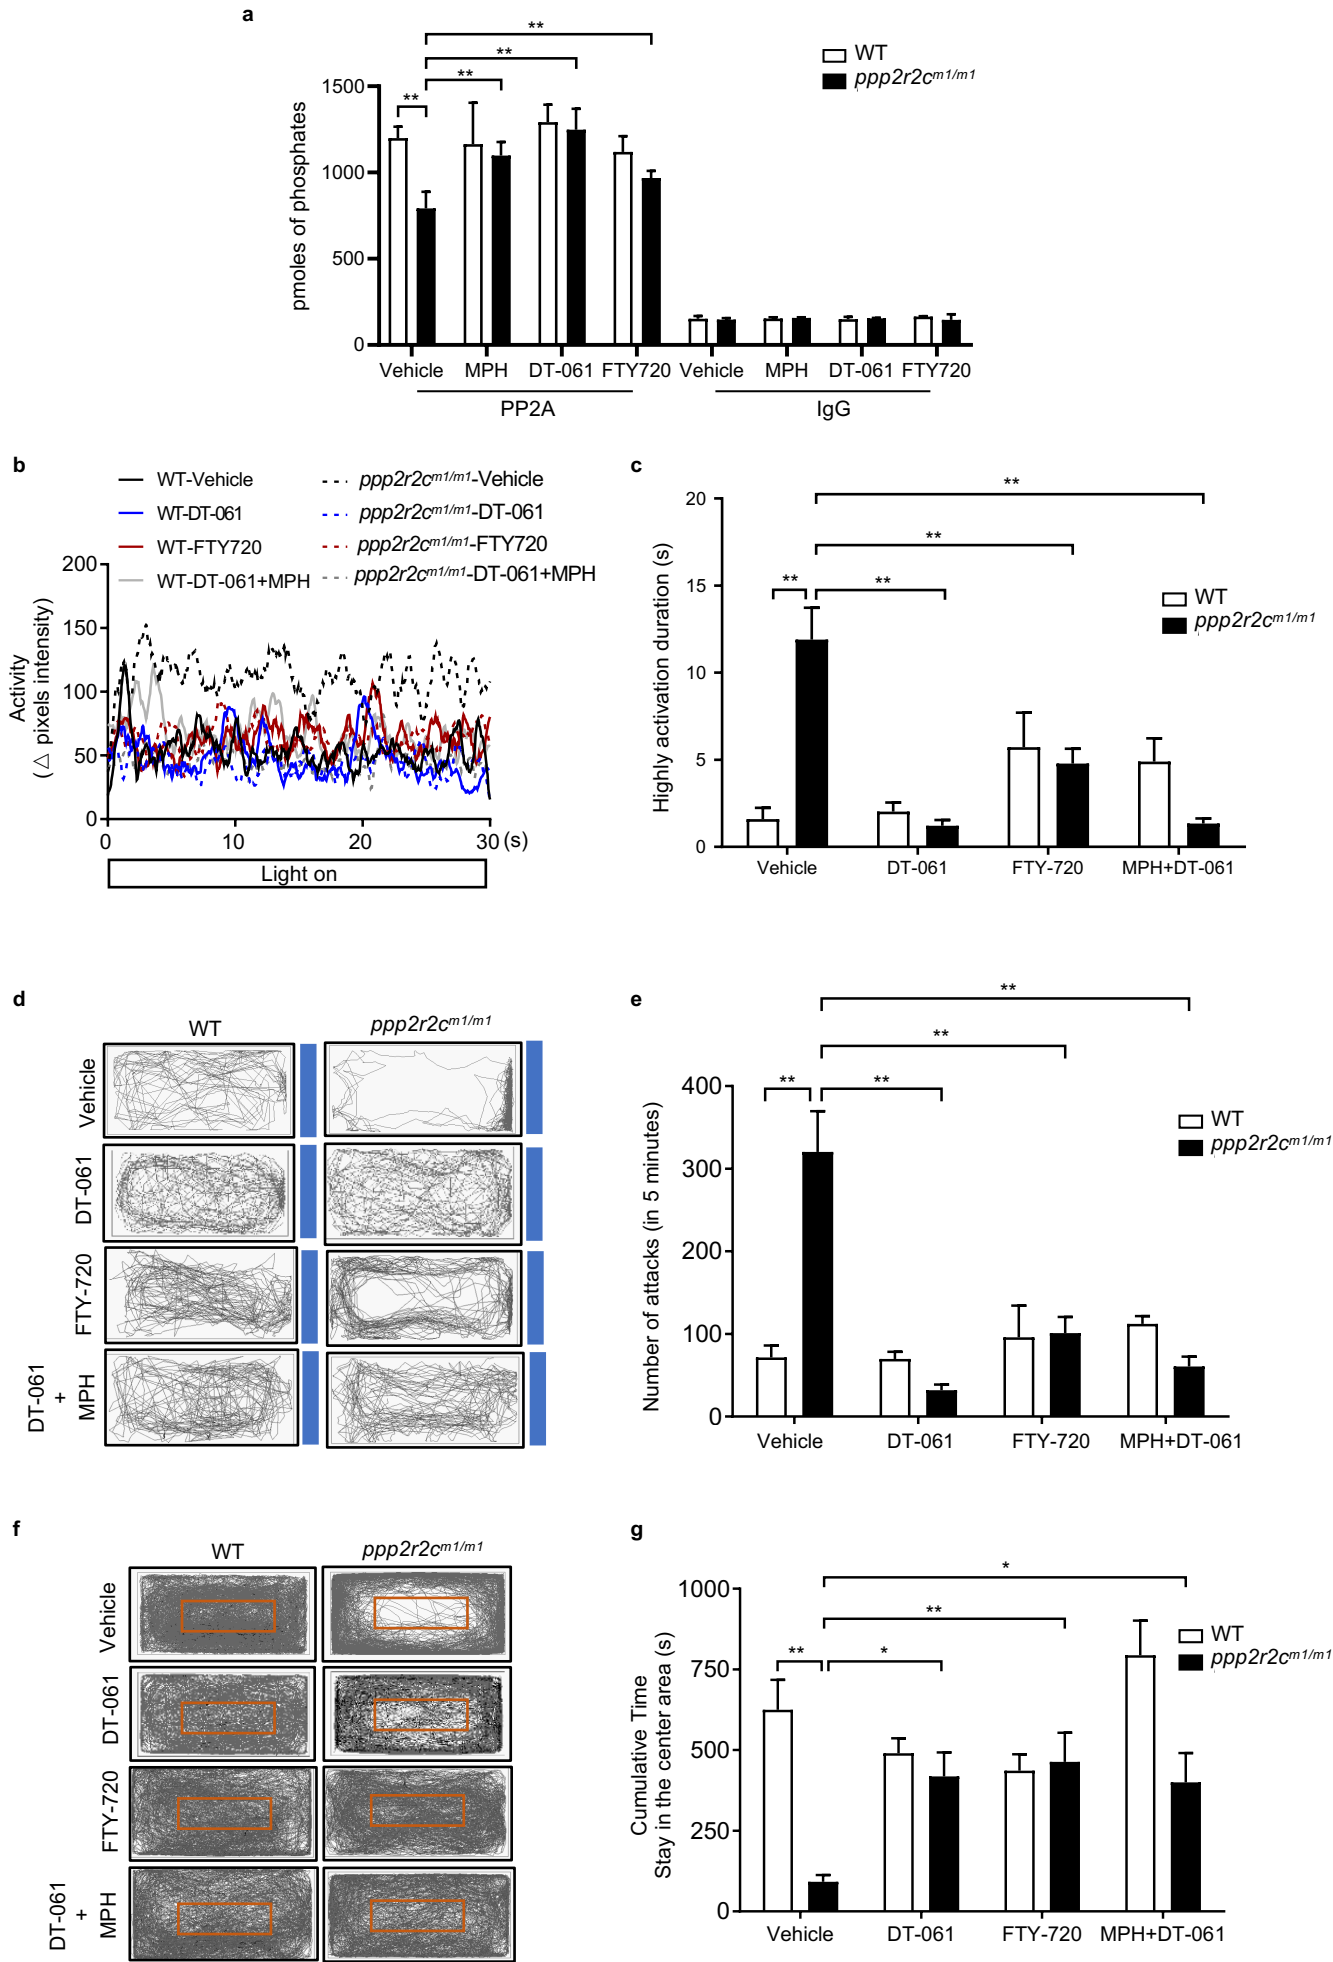

Supplementary Fig. 5

a

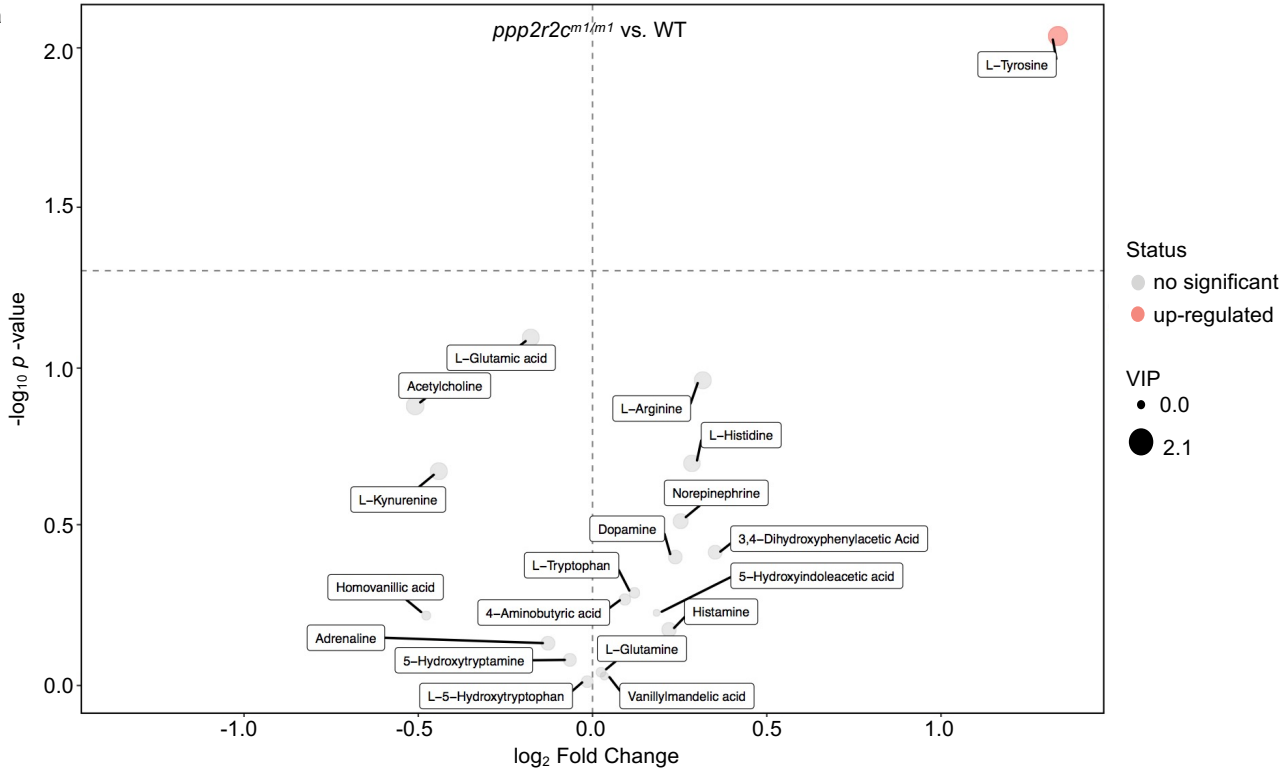

Supplementary Fig. 6

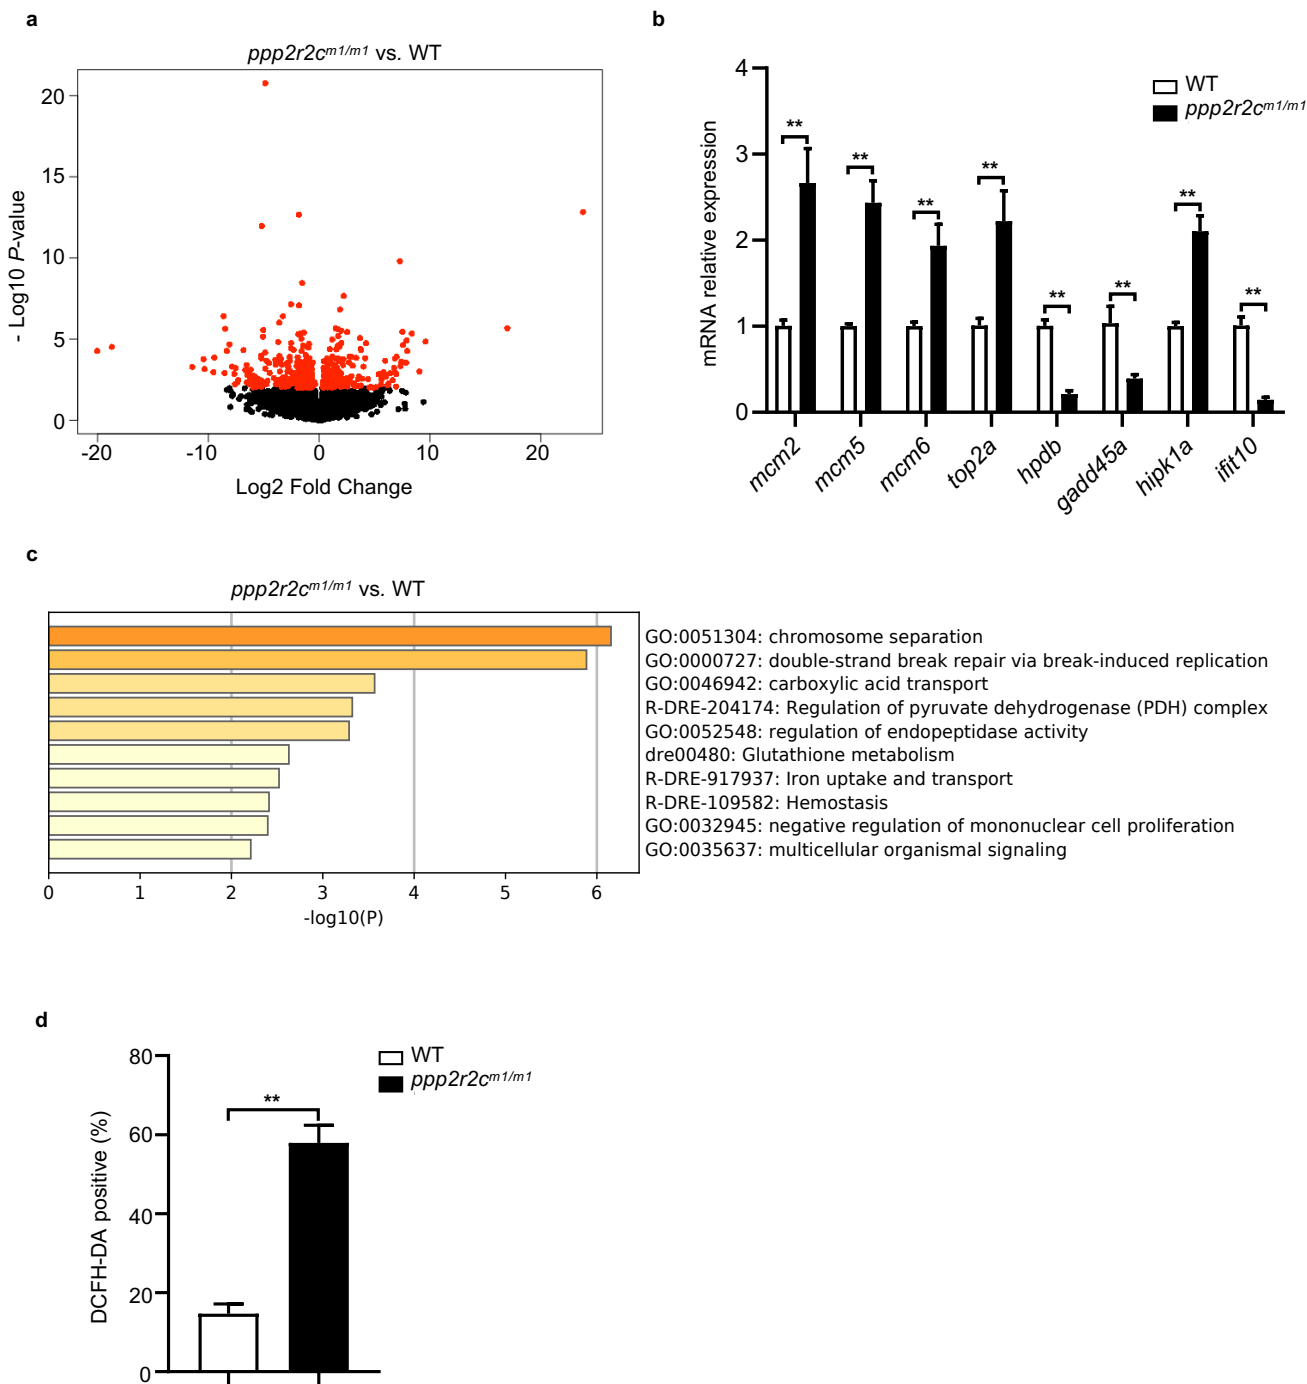

**Supplementary Fig. 7**

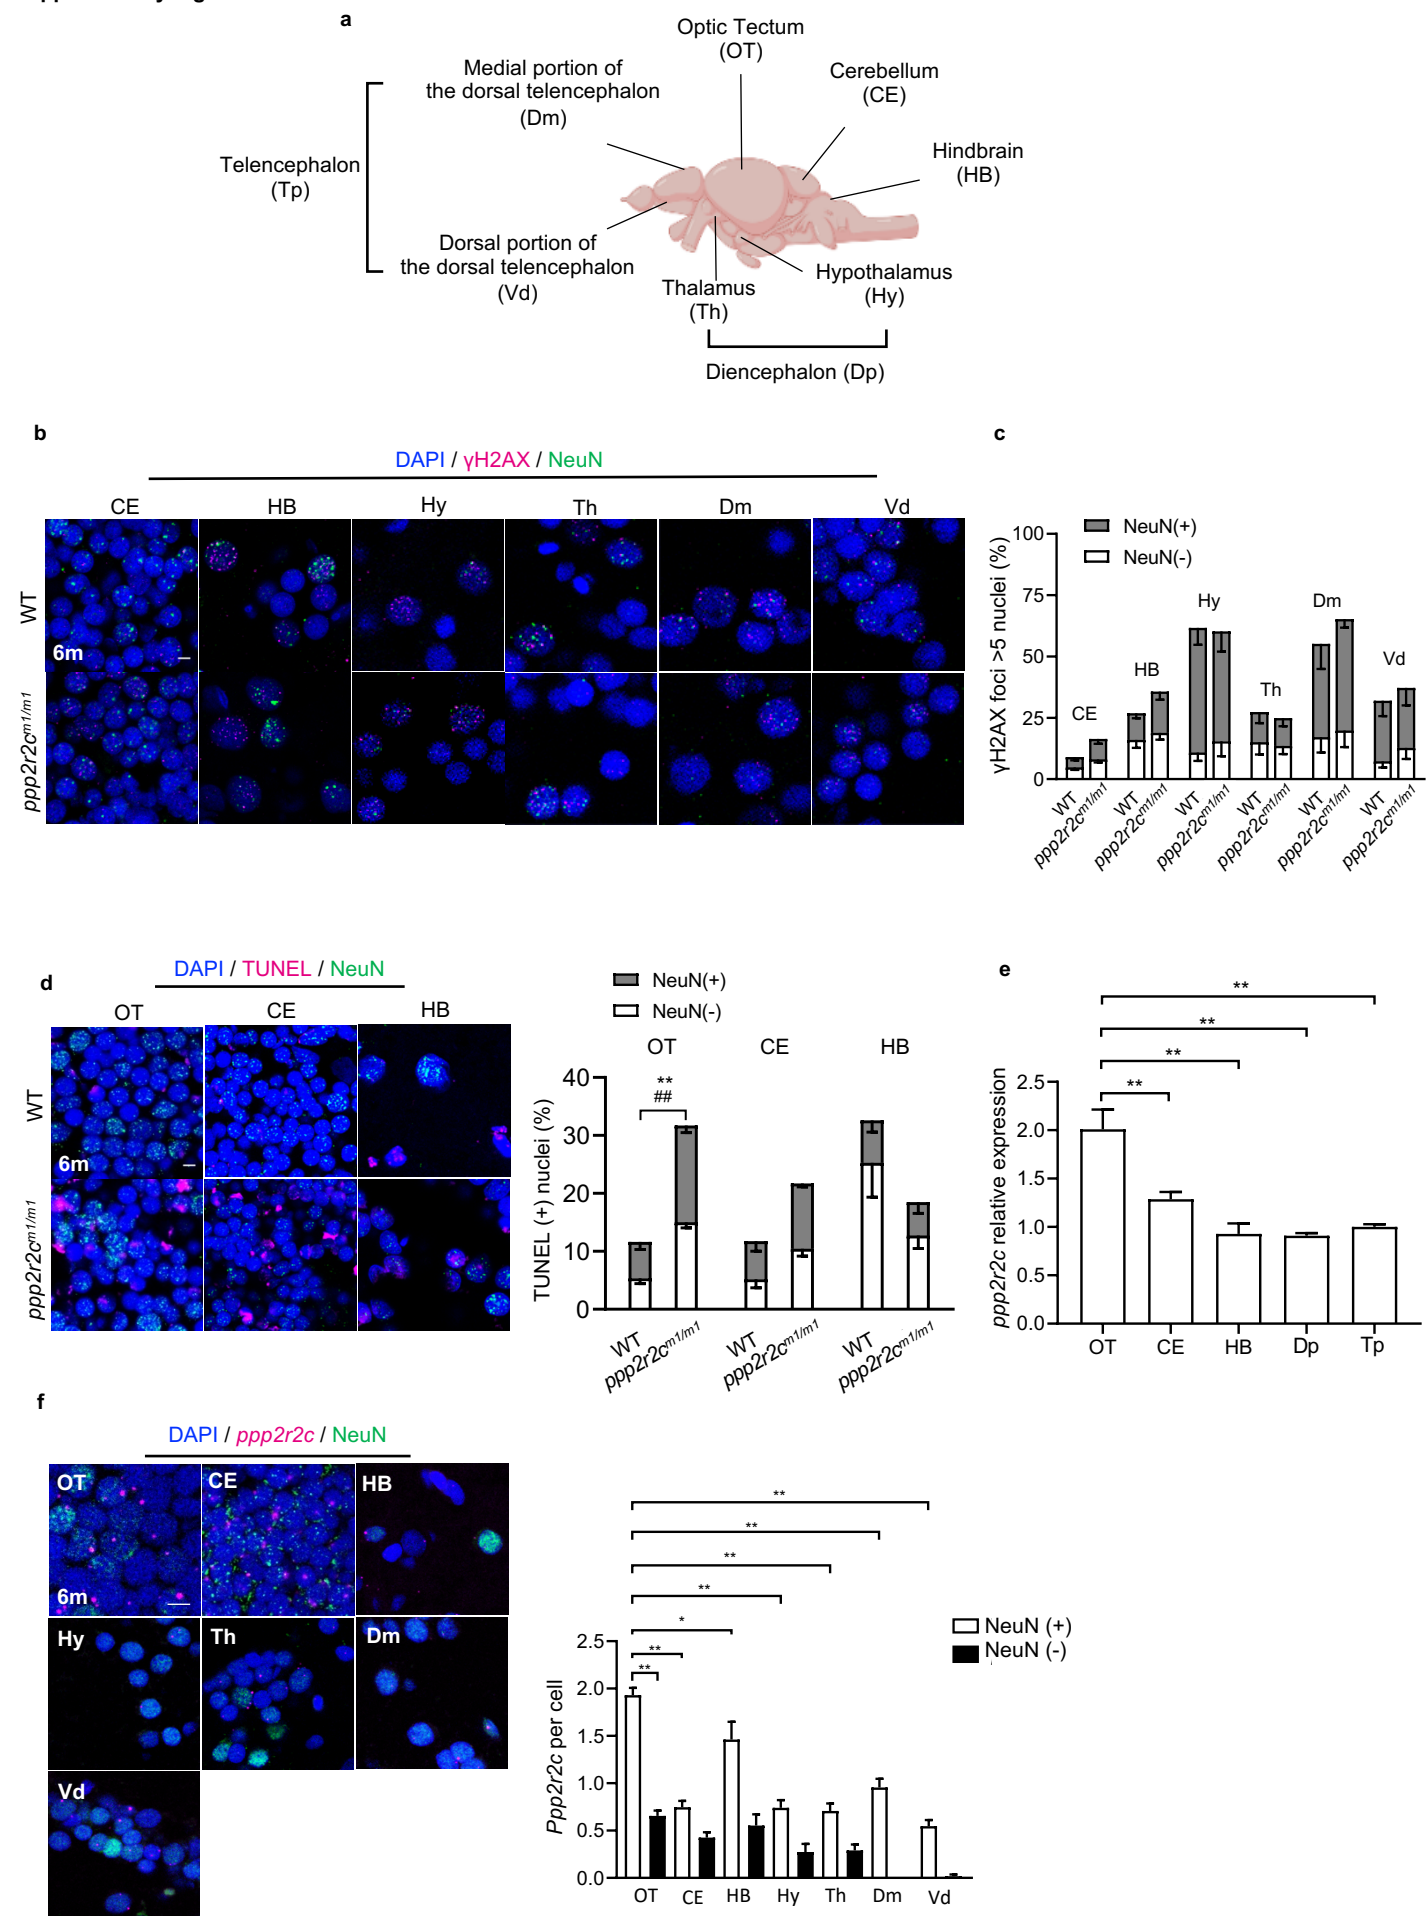

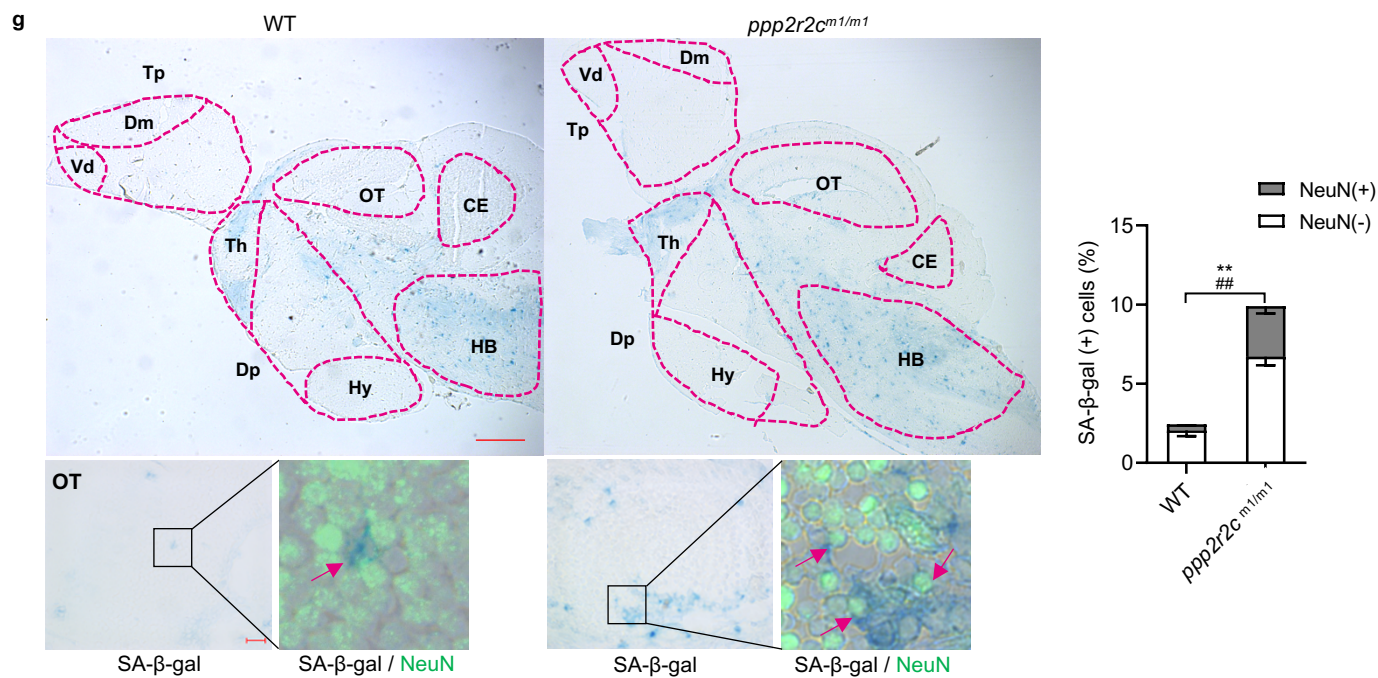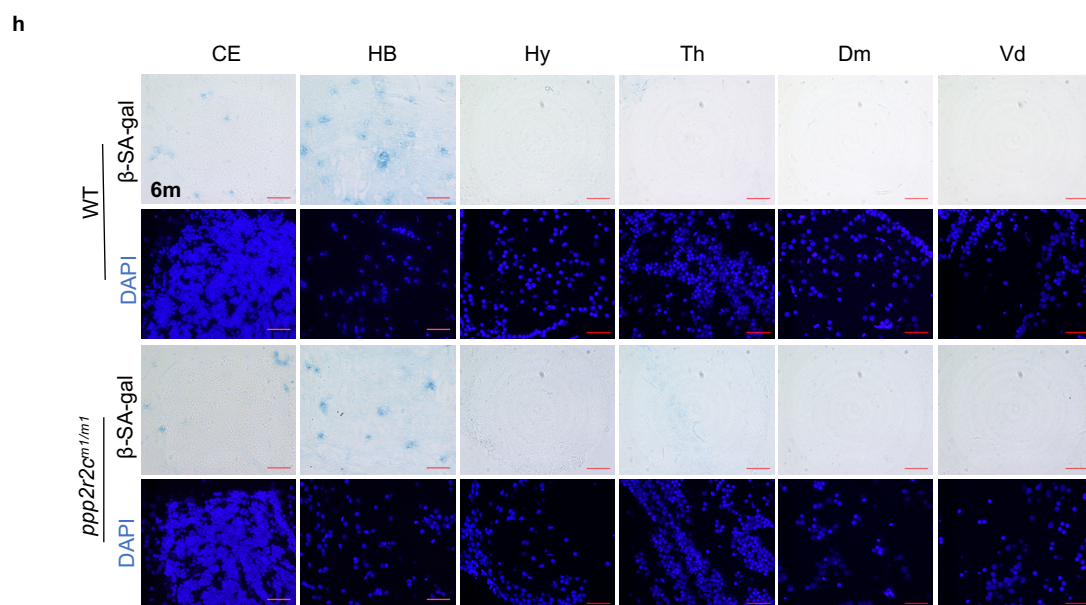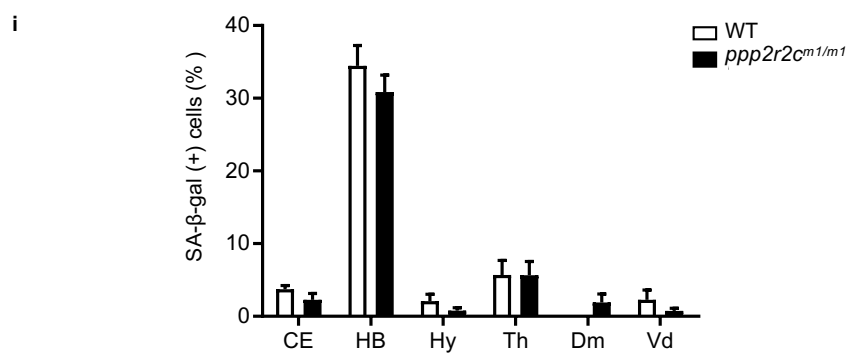

Supplementary Fig. 7

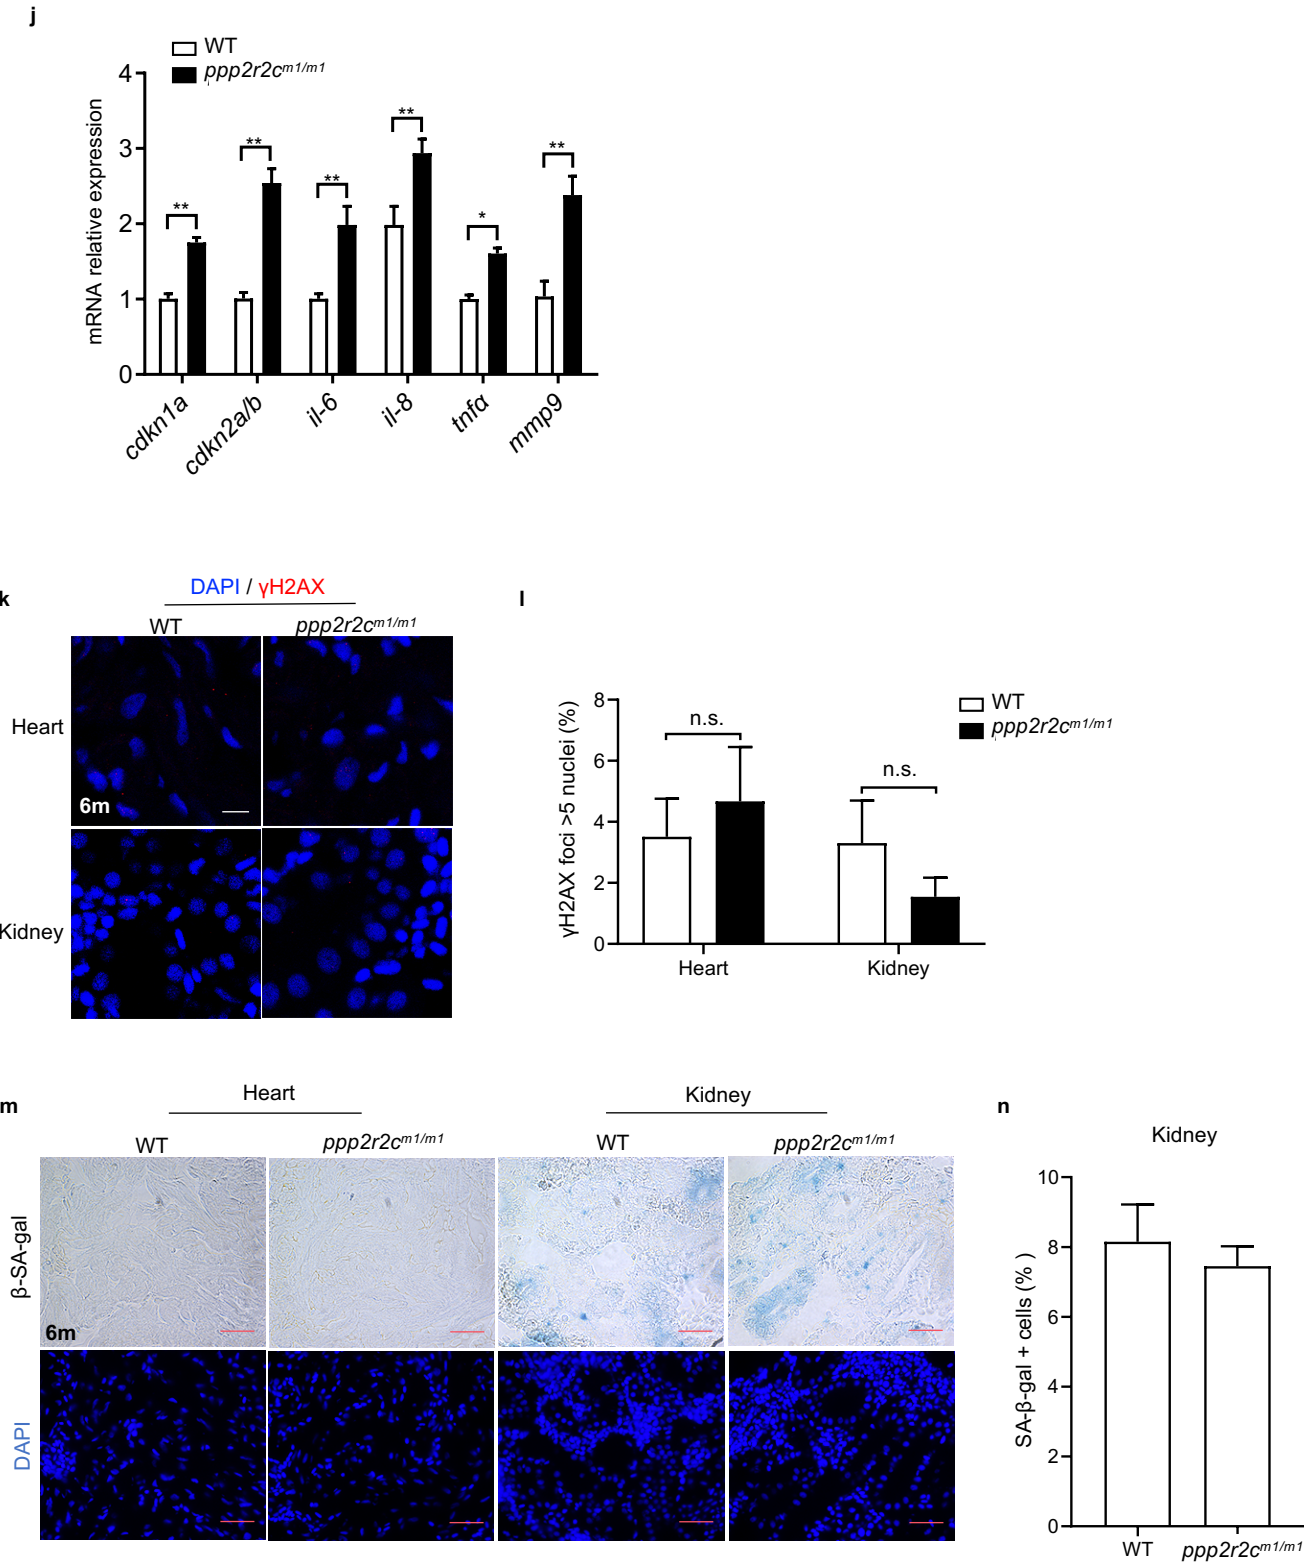

Supplementary Fig. 8

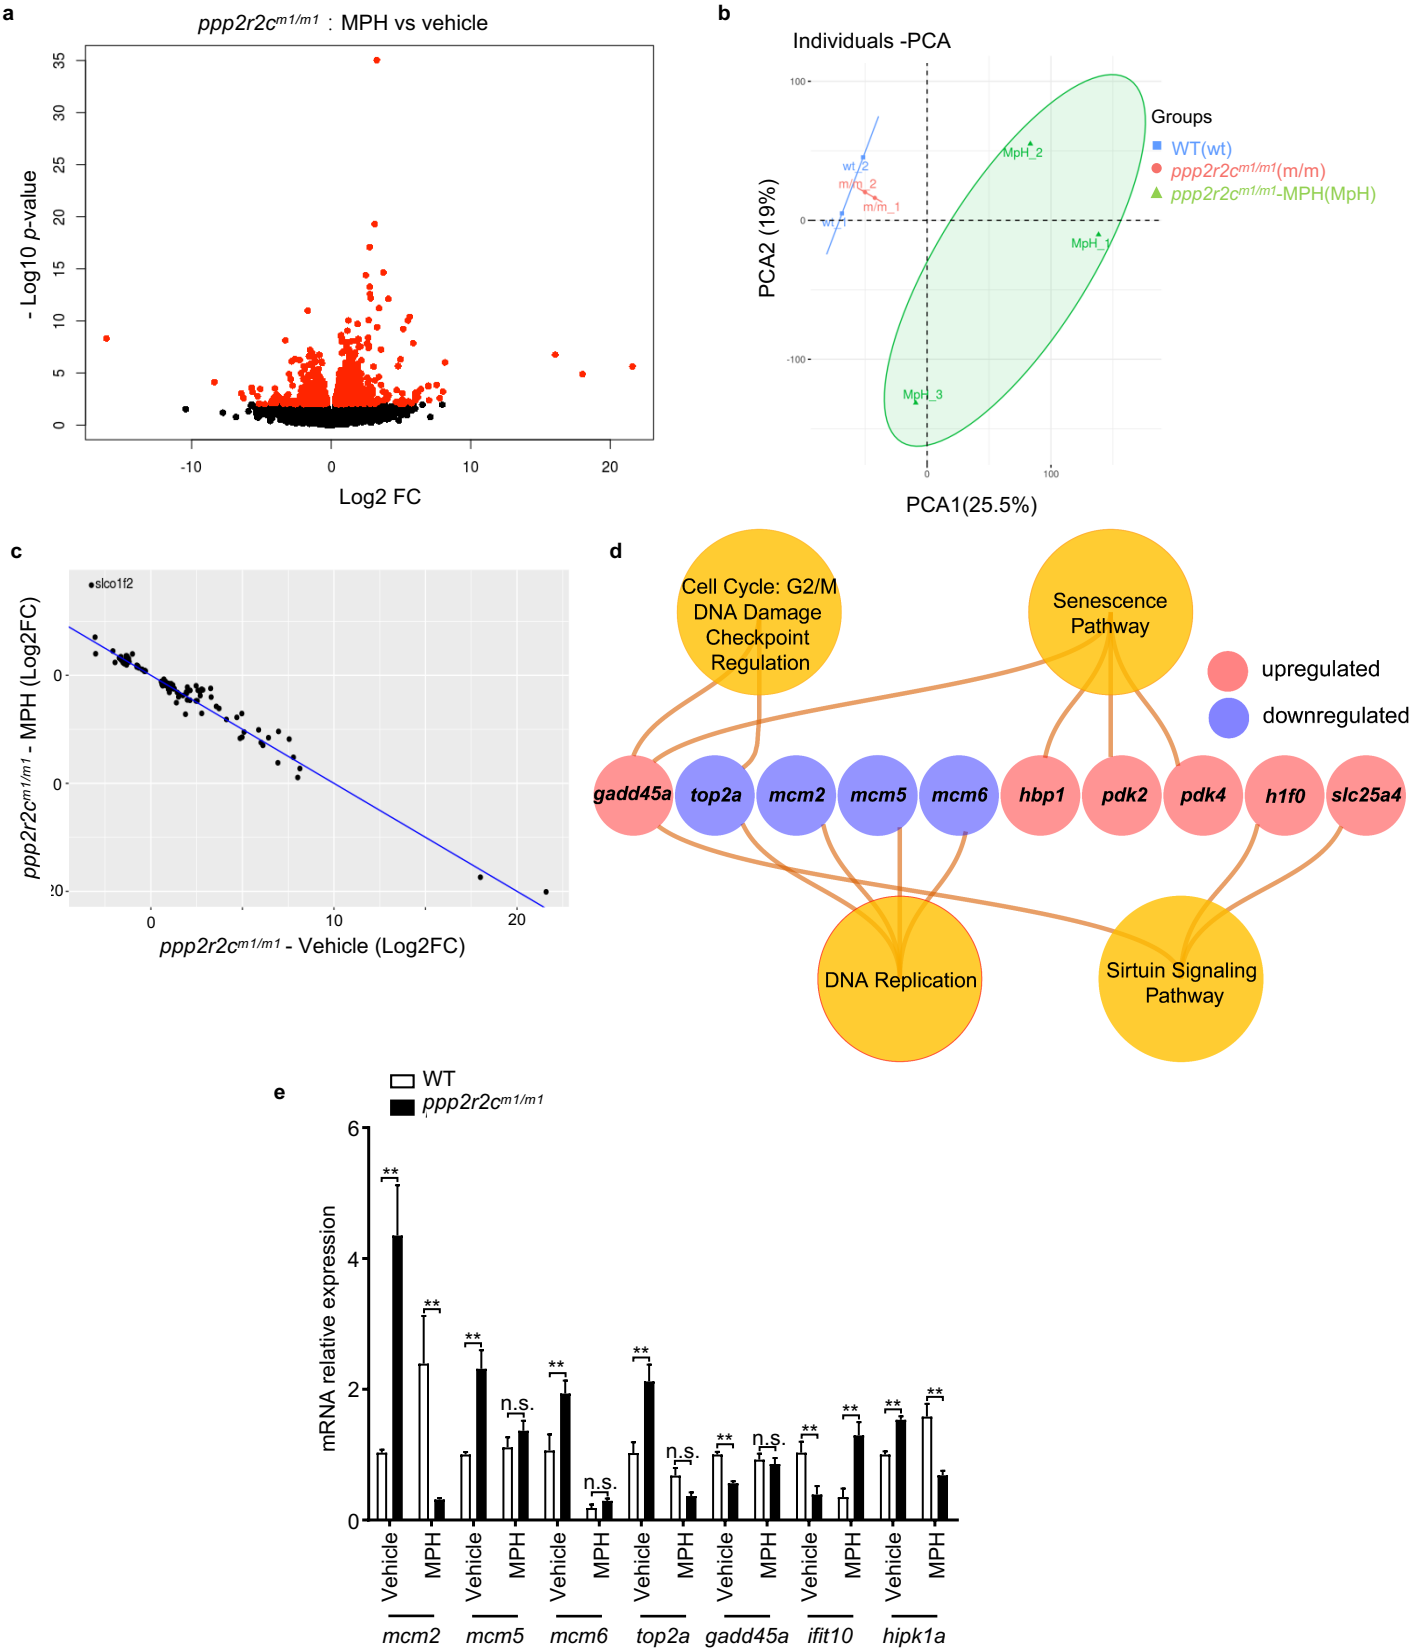

Supplementary Fig. 8

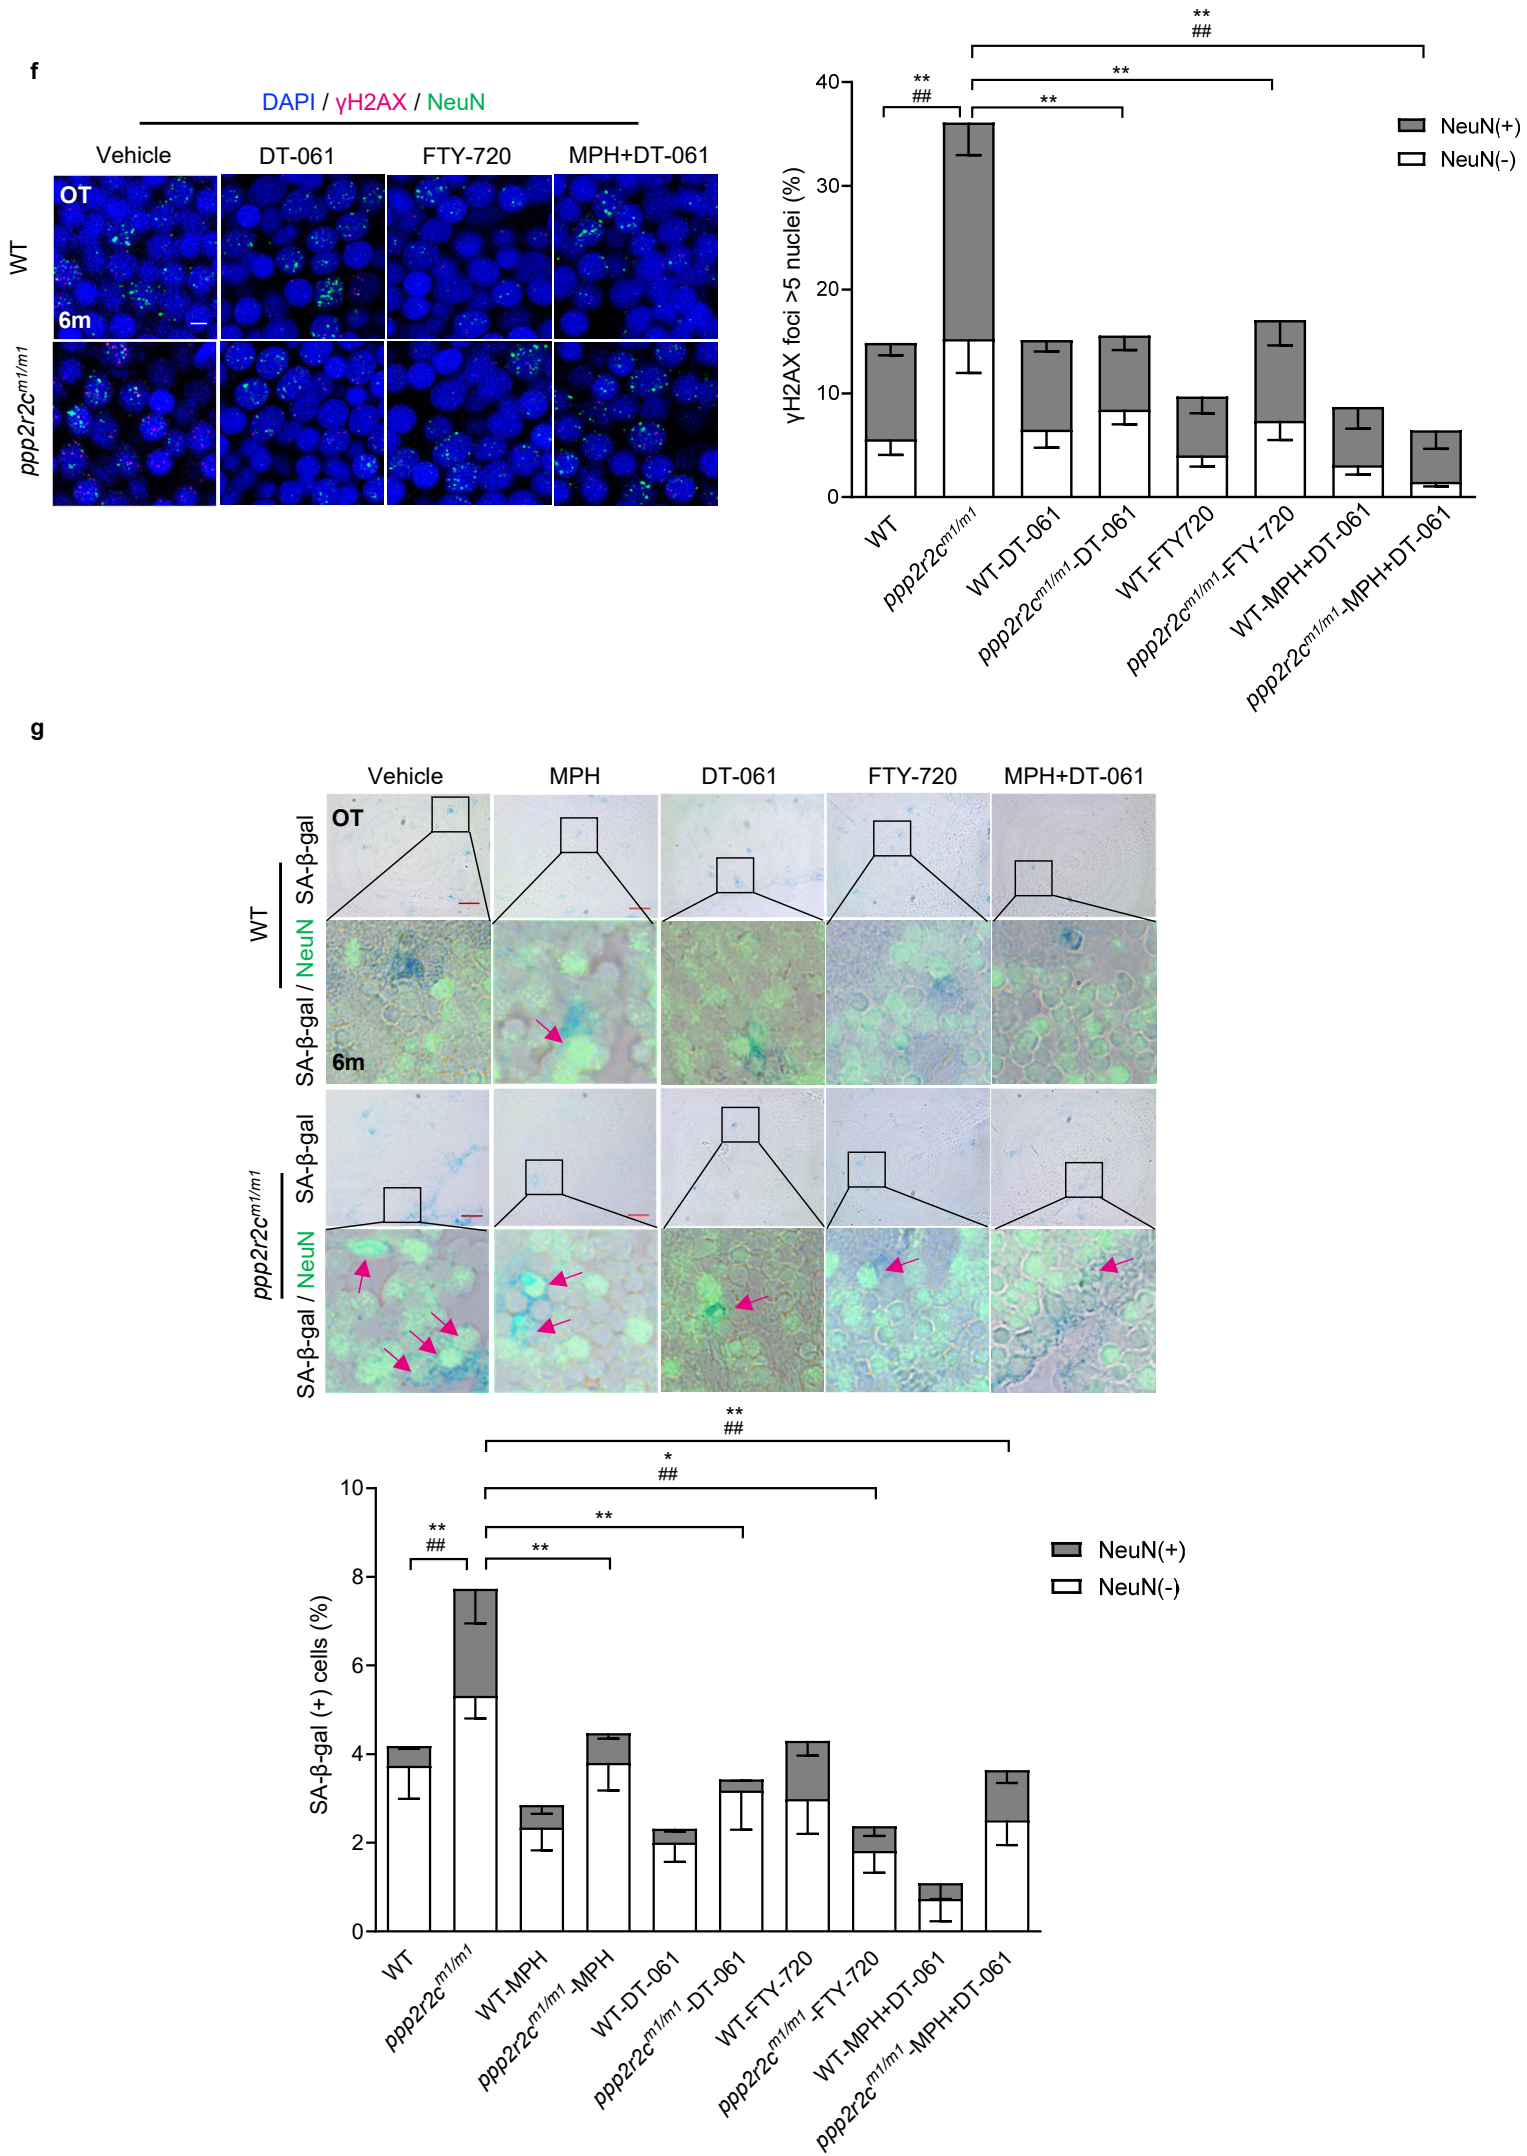

Supplementary Fig. 9

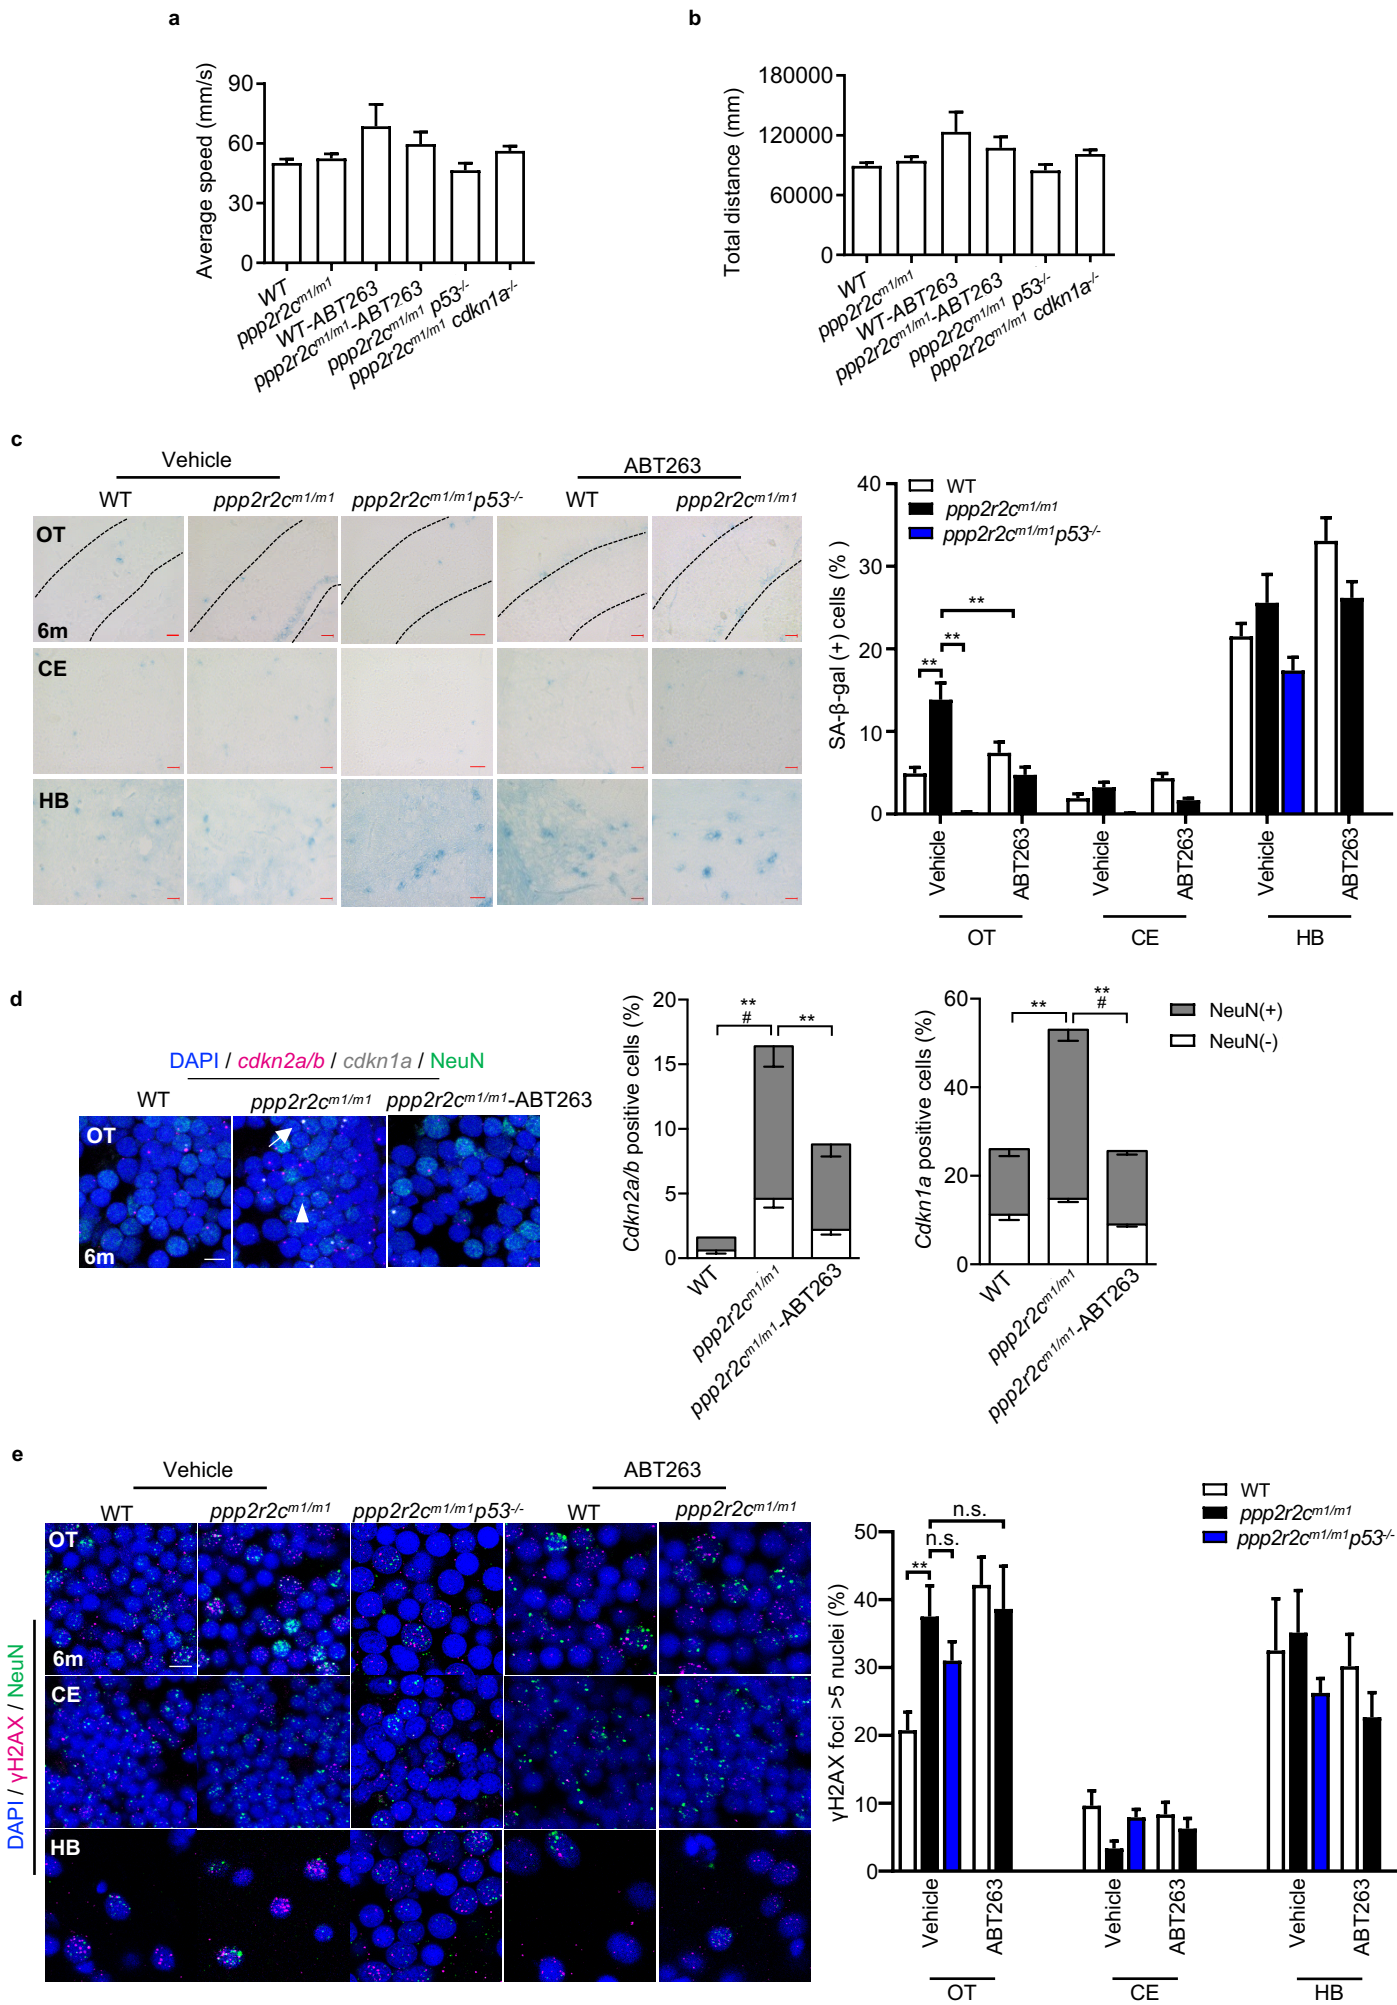

Supplementary Fig. 10

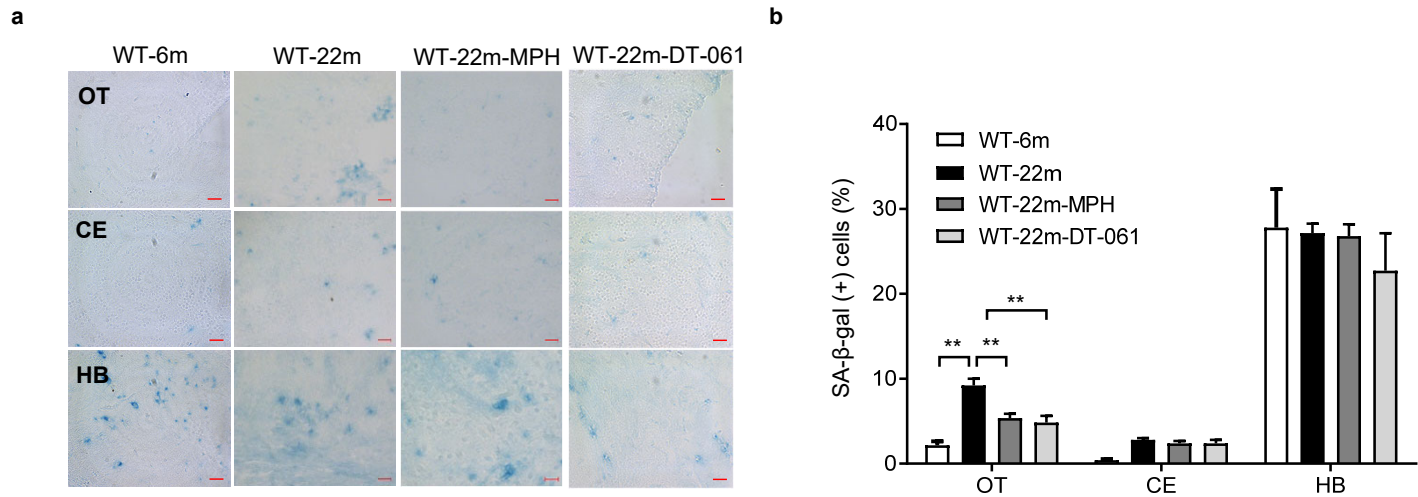

**Supplement:** Supplementary file 6 — Figures S1‐S10

# Supplementary material for: Protein phosphatase 2A activators reverse age‐related behavioral changes by targeting neural cell senescence
**Source:** Aging Cell. 2023 Jan 16;22(3):e13780. doi: 10.1111/acel.13780
**Supplement:** Supplementary file 7 — Appendix S2

**SUPPLEMENTARY INFORMATION LEGEND**

**Supplementary Fig. 1. MPH ameliorates the behavioral disabilities of old mice**

**a** PP2A phosphatase assay of the frontal and temporal lobe of mice brains (*n* = 5 for 3m; *n* = 8 for 14m; *n* = 8 for 14m-MPH; unpaired two-sided *t* test). **b** Western blot of PP2Ac in the brain of WT, WT-22m, WT-22m-MPH, WT-22m-DT-061 zebrafish*.* (*n* = 3 independent biological samples). **c** Average speed of fish in the open field test (n = 12 for WT-6m, n = 11 for WT-22m and WT-22m-MPH, n=9 for WT-22m-DT-061 and WT-22m-FTY720). **d** Experimental design of behavioral test in 3-month-old and 14-month-old mice after MPH or vehicle treatment. **e** Number of transitions between the bright and the dark chambers from the Light/dark Transition test (*n* = 5 for 3m; *n* = 8 for 14m; *n* = 8 for 14m-MPH; one-way ANOVA). **f** The longest learning latency at 5 sequential training days in the Morris Water Maze test; **g** The frequency of mice crossing the platform at 6^th^ testing day in the latency Morris Water Maze test (*n* = 6 for 3m; *n* = 12 for 14m; *n* = 13 for 14m-MPH; one-way ANOVA, Statistic difference are shown as 3m vs 14m (red *), 3m vs 14m-MPH (blue *)). Data are means ± SEM. **P* < 0.05, ** *P* < 0.01, n.s. not significant.

**Supplementary Fig. 2. Construction and characterization of *ppp2r2c-*compropmised zebrafish**

**a** Relative expression of *ppp2r2c* in different tissue of 6-month-old WT zebrafish. (n = 3 independent biological samples; one-way ANOVA) **b** Schematic diagram showing the mutations of zebrafish *ppp2r2c* gene using the CRISPR-Cas9 system. The yellow and red boxes show the targeted exon and domain, respectively. The red dotted line shows the 4-nucleotide deletion in *ppp2r2c*. Black triangles show the locations of the PCR primers designed to amplify *ppp2r2c* mRNA, which were uses in (**c**). **c** RT-qPCR analysis of mRNA expression of *ppp2r2c* [*ppp2r2c-p1, ppp2r2c-p2* and *ppp2r2c-p3* indicates different locations of the primers at *ppp2r2c*, before, including and after mutated region shown in (**b**)] and other regulatory subunit genes of PP2A (*ppp2r2a, ppp2r2b, ppp2r2d, ppp2r5c*) in adult WT and homozygous *ppp2r2c-*mutant fish brains (*n* = 3 independent biological samples; unpaired two-sided *t* test). **d** PP2A phosphatase assay of adult zebrafish (6-month-old) brain, kidney, liver, muscle and gut (*n* = 3 independent biological samples, every sample contained two brains; unpaired two-sided *t* test). **e** Western blot of PP2Ac in the brain of WT, *ppp2r2c^m1/m1^* and *ppp2r2c^m2/m2^* (6-month-old) (*n* = 3 independent biological samples). **f** Survival curves of WT (*n* = 199), *ppp2r2c^m1/m1^* (*n* = 207) and *ppp2r2c^m2/m2^* (*n* = 130)*.* Data are means ± SEM. ** *P* < 0.01.

**Supplementary Fig. 3.** **Behavioral characterization of the *ppp2r2c^m1/m1^* and *ppp2r2c^m2/m2^* compromised fish.**

**a** Representative diagram of locomotion activity of *ppp2r2c^m2/m2^* adult fish during the 30-second light-on period. **b** Quantification of the highly active state duration during the 30-second light-on period (see Method) (*n* = 6 for every group). **c** Average speed of fish in the open field test (n = 8 for WT, n = 9 for *ppp2r2c^m1/m1^* and n=6 for *ppp2r2c^m2/m2^*). **d** Representative movement tracks (gray lines) in the mirror attack assay of WT and *ppp2r2c^m2/m2^* (6-months-old) during the 5-minute trial. Blue boxes show the position of the mirror. **e** Mirror attacking latency at indicated timepoint in 5-minute trail. **f** Quantification of the number of mirror attacks in the 5-minute intervals (*n* = 6 for every group). **g** Representative movement tracks (gray lines) of WT and *ppp2r2m2^m2/m2^* (6-months-old) during 30-minute trial in the open field test. The red square shows the central area of the tank. **h** Central area latency at indicated timepoint in 30-minute trail. **i** Cumulative time that the adult fish stayed within the central area (*n* = 6 for each group). **j** Total distance that fish swim in the open field test (n = 8 for WT, n = 9 for *ppp2r2c^m1/m1^* and n=6 for *ppp2r2c^m2/m2^*). **k** Experimental scheme for the social contact test. **l** Representative social events (red dots) in the social assay of WT and *ppp2r2c^m1/m1^* (6-months-old) (left). Quantification of social events frequency in 60 min duration (n= 12 per group, fish of same gender were used in single test) (right). **m** Representative diagram of locomotion activity of WT and *ppp2r2c^m1/m1^* (6-months-old) during the 12 hours night period. Quantification of sleep duration (n=3 per group). Data are means ± SEM. * *P* < 0.05, ** *P* < 0.01, n.s. not significant; unpaired two-sided *t* test.

**Supplementary Fig. 4. Different sorts of PP2A activators reverse the behavioral disabilities of *ppp2r2c*-compromised fish**

**a** PP2A phosphatase assay of WT and *ppp2r2c^m1/m1^* (6-month-old) brain treated with or without MPH, DT-061 and FTY720 (*n* = 3 independent biological samples). **b** Representative diagram of locomotion activity of WT and *ppp2r2c^m1/m1^* (6-month-old) with or without DT-061, FTY720 and MPH+DY-061 treatment during the 30-second lights-on period. **c** Quantification of the highly active state duration during the 30-second light-on period in (**b**) (*n* = 9 for WT-vehicle, WT-DT-061 *ppp2r2c^m1/m1^*- vehicle and *ppp2r2c^m1/m1^*-DT-061, *n* = 10 for WT-FTY-720 and *ppp2r2c^m1/m1^*- FTY-720, n=11 for WT-MPH+DT-061 and *ppp2r2c^m1/m1^*- MPH+DT-061). **d** Representative movement tracks (gray lines) in the mirror attack assay of WT and *ppp2r2c^m1/m1^* (6-months-old), with or without DT-061, FTY720 and MPH+DT-061 treatment for 3 days, during the 5-minute trial. Blue boxes show the position of the mirror. **e** Quantification of the number of mirror attacks in the 5-minute intervals in (**d**) (*n* = 9 for WT-vehicle, WT-DT-061 *ppp2r2c^m1/m1^*- vehicle and *ppp2r2c^m1/m1^*-DT-061, *n* = 10 for WT-FTY-720 and *ppp2r2c^m1/m1^*- FTY-720, n=11 for *ppp2r2c^m1/m1^*- MPH+DT-061, n=12 for WT-MPH+DT-061). **f** Representative movement tracks (gray lines) of WT and *ppp2r2c^m1/m1^* (6-months-old), with or without DT-061, FTY720 and MPH+DT-061 treatment for 3 days, during the 30-minute trial in the open field test. The red box shows the central area of the tank. **g** Cumulative time that the adult fish stayed within the central area in (**f**) (*n* = 9 for WT-DT-061, *ppp2r2c^m1/m1^*- vehicle and *ppp2r2c^m1/m1^*-DT-061, *n* = 10 for WT-vehicle, WT-FTY-720 and *ppp2r2c^m1/m1^*- FTY-720, n=11 for WT-MPH+DT-061 and *ppp2r2c^m1/m1^*- MPH+DT-061). Data are means ± SEM. **P* < 0.05, ** *P* < 0.01; two-way ANOVA.

**Supplementary Fig. 5.** **Neurotransmitters levels in *ppp2r2c-*compromised fish.**

**a** Volcano plot for neurotransmitter analysis of WT and *ppp2r2c^m1/m1^* (6-months-old) brains by LC-MS/MS. Red symbols indicate neurotransmitter with significant differential expression (5 replications, *n* = 60 per replication).

**Supplementary Fig. 6. Transcriptome of *ppp2r2c* -compromised zebrafish**

**a** Volcano plot of the RNA-seq results from *ppp2r2c^m1/m1^* versus WT brains at 6-months-old. 

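Table S1, which lists the genes behind this plot, holds 474 genes in the supplementary file, of which 417 were tested here. Of these, 411 had the same sign as in the table, 345 had an unadjusted p under 0.05, 212 one under 0.01 and 27 an adjusted p under 0.05 in edgeR's quasi-likelihood test. Across genes, which are not independent replicates, the log2 fold changes correlated at 0.854 with those of the table. In the table the highest p, the paper's value, is 0.00992. In each of its 474 lines the column absFC equals the size of stat times lfcSE, and in 0 of them the size of log2FoldChange, so the p of a line does not belong to its gene name; the log2 fold changes do follow the gene names, by their signs and correlation above. DESeq2's likelihood ratio test on the same counts called 273 genes at an adjusted p under 0.05.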

Red symbols indicate significantly differentially expressed genes (DEGs) (FDR < 0.05 by likelihood ratio test, analyzed in DESeq2). **b** Validation of the RNA-seq results from brains of *ppp2r2c^m1/m1^* compared with WT (6-month-old) by RT-qPCR (*n* = 3 independent biological samples). **c** Pathway enrichment among the differentially expressed genes identified by RNA-seq in brain of *ppp2r2c^m1/m1^* compared with WT (6-month-old). **d** Reactive oxygen species (ROS) assay detected by DCFH-DA probe in adult WT and *ppp2r2c^m1/m1^* brains (cell number = 124 for WT and 81 for *ppp2r2c^m1/m1^*). Data are means ± SEM. ** *P* < 0.01, unpaired two-sided *t* test.

**Supplementary Fig. 7. Optic Tectum specific localization of neural cell alteration in *ppp2r2c* -compromised zebrafish**

**a** Diagram of an adult zebrafish brain. Dm (medial portion of the dorsal telencephalon), Vd (dorsal portion of the dorsal telencephalon), Tp (telencephalon), Th (thalamus), Hy (hypothalamus), Dp (diencephalon), OT (optic tectum), CE (cerebellum), HB (hindbrain). **b** Representative confocal image of NeuN (green) and γH2AX (magenta) staining in the CE, HB, Hy, Th, Dm and Vd of WT and *ppp2r2c^m1/m1^* (6-months-old) (scale bars, 5µm). **c** Quantification of percentage of γH2AX positive nuclei (≥5 γH2AX foci) in (**b**) (*n* = 6, over 100 cells (CE) or 30 cells (HB, Hy, Th, Dm and Vd) were analyzed per replication; unpaired two-sided *t* test). **d** Representative confocal images of NeuN (green) and TUNEL (magenta) co-staining in the OT, CE, and HB of WT and *ppp2r2c^m1/m1^* (6 months old) (scale bars, 5µm). Quantification of percentage of Tunel signals in neuronal (NeuN+) and non-neuronal (NeuN−) cells (*n* = 6, over 100 cells (OT and CE) or 30 cells (HB) were analyzed per replication; unpaired two-side t test). **e** Relative *ppp2r2c* expression in different brain region of adult zebrafish brain (6-month-old) (*n* = 3 independent biological replications, every replication pool two samples; one-way ANOVA). **f** Representative confocal image of NeuN (green) co-stain with *ppp2r2c* mRNA (magenta) in the OT, CE, HB, Hy, Th, Dm and Vd of WT (6-months-old) (scale bars, 5µm). Quantification of *ppp2r2c* mRNA signals in neuronal (NeuN+) and non-neuronal (NeuN−) cells (*n* = 5 for each group and over 100 cells (OT and CE) or 30 cells (HB, Hy, Th, Dm and Vd) were analyzed per replication; unpaired two-sided *t* test). **g** Representative images of SA-β-gal co-staining with NeuN immunofluorescence signals (green) in the OT of 6-month-old WT and *ppp2r2c^m1/m1^* (scale bars, 15µm). The arrows point to the SA-β-gal+ neural cells. Black boxes indicate the enlarged regions. Quantification of SA-β-gal positive neuronal (NeuN+) and non-neuronal (NeuN−) cells (n = 6 fish for each group and over 200 nuclei were analyzed per fish; * represents statistical difference in NeuN+ group, ^#^ represents statistical difference in NeuN- group; unpaired two-sided *t* test). **h** Representative images of SA-β-gal staining in CE, HB, Hy, Th, Dm and Vd of WT and *ppp2r2c^m1/m1^* (6-months-old) (scale bars, 15µm). **i** Quantification of percentage of SA-β-gal-positive cells in (**h**) (*n* = 6, over 100 cells were analyzed per replication; unpaired two-sided *t* test). **j** Relative mRNA expression levels of *cdkn1a*, *cdkn2a/b* and key SASP components determined by RT-qPCR in WT and *ppp2r2c^m1/m1^* brains (n = 3 independent biological samples, every sample pool two brains; unpaired two-sided *t* test). **k** Immunofluorescence detection of γH2AX (red) in heart and kidney of WT and *ppp2r2c^m1/m1^* (6-months-old) (scale bars, 5µm). **l** Quantification of percentage of γH2AX positive nuclei (≥5 γH2AX foci) in (**k**) (n=6, over 100 cells were analyzed per replication; unpaired two-sided *t* test). **m** Representative images of SA-β-gal staining in the heart and kidney of WT and *ppp2r2c^m1/m1^* fish at 6-months-old (scale bars, 50µm). **n** Quantification of the percentage of SA-βgal+ cells in (**n**) kidney (n=6, over 200 cells were analyzed per replication; unpaired two-sided *t* test).Data are means ± SEM. **P* < 0.05, ** *P* < 0.01, ^##^ *P* < 0.01, n.s., not significant.

**Supplementary Fig. 8. Brain transcriptome of MPH treated *ppp2r2c*-compromised fish and PP2A activators reduces the rate of neural cells with senescence markers in *ppp2r2c*-compromised fish.**

**a** Volcano plot of DEGs in 6-month-old fish of *ppp2r2c^m1/m1^*-MPH versus *ppp2r2c^m1/m1^*-vehicle. Red symbols indicate genes showing significant differential expression (FDR < 0.05 by likelihood ratio test, analyzed in DESeq2). **b** Principal component analysis (PCA) of RNA-seq data from WT (blue), *ppp2r2c^m1/m1^* (red) and *ppp2r2c^m1/m1^*-MPH (green) (*n* = 2 for WT and *ppp2r2c^m1/m1^*; *n* = 3 for *ppp2r2c^m1/m1^*-MPH). **c** Scatter plot of differentially expressed genes (DEGs) in the brain of *ppp2r2c^m1/m1^*-MPH vs. *ppp2r2c^m1/m1^*-vehicle (6-month-old). 

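In the 10 libraries, including those of a drug group not part of Fig. S8b, the first and second principal components of 20902 genes held 24.8% and 15.0% of the variance. On the first component the WT libraries and the *ppp2r2c* m1/m1 vehicle libraries lay on one side, MPH replicates 1 and 2 lay on the other, and MPH replicate 3 lay between them. For the plot of MPH against vehicle, DESeq2's likelihood ratio test called 443 genes at an adjusted p under 0.05.

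**Figure D4:**
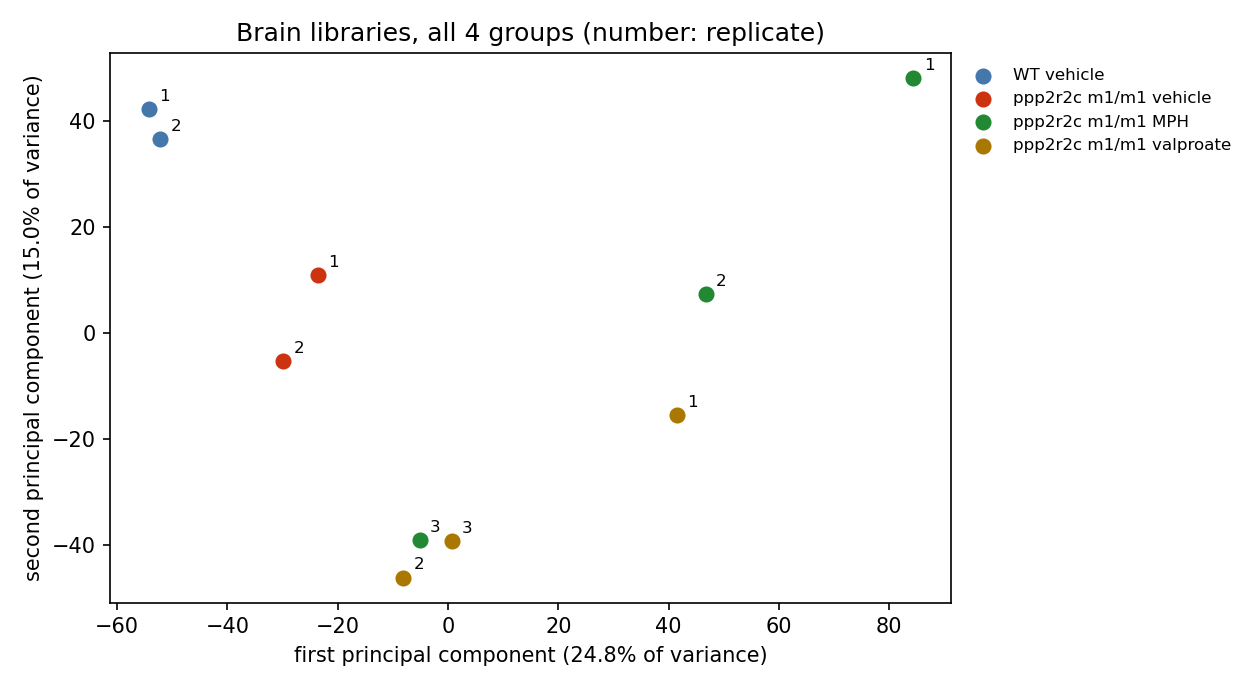
First and second principal components of log2 CPM in 10 brain libraries. Each point is a library, coloured by group and marked with its replicate number; MPH replicate 3 lies beside libraries of the other drug group, valproate.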

Black symbols indicate differentially expressed genes (n = 3 independent biological samples, every sample pooled two brains). **d** Ingenuity pathway analysis of shared genes indicated by the symbols in (**c**). Peripheral circles show enriched pathways (Fisher's exact test, FDR<0.05) and inner circles show the upregulated (red) and downregulated (blue) DEGs. **e** Validation of the differentially expressed genes detected by RNA-seq in the *ppp2r2c^m1/m1^*-MPH versus *ppp2r2c^m1/m1^*-vehicle groups at 6 months old by RT-qPCR (*n* = 3 independent biological samples; unpaired two-sided *t* test). **f** Immunofluorescence detection of NeuN (green) and γH2AX (magenta) in the OT of WT and *ppp2r2c^m1/m1^* (6-month-old) treated with or without DT-061, FTY720 and MPH+DT-061 for 3 days (scale bars, 5µm). Quantification shows the percentage of γH2AX positive (positive values indicate at least five γH2AX foci in the nucleus) neuronal (NeuN+) and non-neuronal (NeuN−) nuclei, (n = 6 per group, over 100 cells were analyzed per replication; * represents statistical difference in NeuN+ group, ^#^ represents statistical difference in NeuN- group; two-way ANOVA). **g** Representative images of SA-β-gal co-staining with NeuN (green) immunofluorescence in the OT of WT and *ppp2r2c^m1/m1^* (6-month-old) treated with or without MPH, DT-061, FTY720 and MPH+DT-061 for 3 days (scale bars, 15µm). Arrows point to the SA-β-gal+ neural cells. Quantification shows the percentage of neuronal SA-β-gal positive neuronal (NeuN+) and non-neuronal (NeuN−) cells (n = 6 per group, over 200 cells were analyzed per replication; * represents statistical difference in NeuN+ group, ^#^ represents statistical difference in NeuN- group; two-way ANOVA). Data are means ± SEM. * *P* < 0.05, ** *P* < 0.01, ^#^ *P* < 0.05, ^##^ *P* < 0.01, n.s., not significant.

**Supplementary Fig. 9. ABT263 treatment and *p53* knockout decrease the rate of senescent neural cells.**

**a** Average speed of fish in the open field test (n=10 for WT*-*vehicle*, ppp2r2c^m1/m1^-vehicle* *and ppp2r2c^m1/m1^cdkn1a^−/−^ groups;* n=9 for WT*-*ABT263*, ppp2r2c^m1/m1^-*ABT263 and *ppp2r2c^m1/m1^p53^−/−^*; one-way ANOVA). **b** Total distance that fish swim in the open field test (n=10 for WT*-*vehicle*, ppp2r2c^m1/m1^-vehicle* *and ppp2r2c^m1/m1^cdkn1a^−/−^ groups;* n=9 for WT-ABT263*, ppp2r2c^m1/m1^-*ABT263 and *ppp2r2c^m1/m1^p53^−/−^*; one-way ANOVA). **c** Representative images of SA-β-gal staining in WT-vehicle, *ppp2r2c^m1/m1^*-vehicle, WT-ABT263, *ppp2r2c^m1/m1^*-ABT263, and *ppp2r2c^m1/m1^p53^−/−^* brains at 6 months old (scale bars, 15µm) (left). Quantification of SA-β-gal-positive cells (right) (*n* = 4 for each group, over 200 cells were analyzed per replication; two-way ANOVA). **d** Representative images of confocal section of NeuN (green) co-staining with *cdkn2a/b* (magenta) or *cdkn1a* (grey) mRNA in the OT of WT, *ppp2r2c^m1/m1^* and *ppp2r2c^m1/m1^*-ABT263 at 6-month-old (scale bars, 5µm). Arrows and triangles point to the *cdkn2a/b and cdkn1a* mRNA signal respectively. Quantification of the percentage of *cdkn2a/b,* *cdkn1a* positive cells respectively (positive values indicate at least one mRNA signal) and percentage of double positive cells (*n* = 5 for each group and over 100 nuclei were analyzed per replication; * represents statistical difference in NeuN(+) group, *^#^* represents statistical difference in NeuN(-) group; one-way ANOVA). **e** Immunofluorescence detection of NeuN (green) and γH2AX (magenta) signals in WT-vehicle, *ppp2r2c^m1/m1^*-vehicle, WT-ABT263, *ppp2r2c^m1/m1^*-ABT263, and *ppp2r2c^m1/m1^p53^−/−^* brains at 6 months old (scale bars, 5µm) (left). Quantification of nuclei with at least five γH2AX foci (right) (*n* = 5 for each group, over 100 cells (OT and CE) or 30 cells (HB) were analyzed per replication; two-way ANOVA). Data are means ± SEM. * *P* < 0.05, ** *P* < 0.01, ^#^ *P* < 0.05, ^##^ *P* < 0.01, n.s. not significant.

**Supplementary Fig. 10. PP2A activators alleviates neural cells with senescence markers in old mice and fish.**

**a** Representative images of SA-β-gal staining in 22-month-old WT fish treated with or without MPH or DT-061 for 3 days (scale bars, 15µm). **b** Quantification of percentage of SA-β-gal positive cells shown in (**a**). (n=3 for 6m, n = 6 for 22m and 22m-MPH, n=4 for WT-DT-061 and over 200 nuclei were analyzed per fish; one-way ANOVA). Data are shown in means ± SEM. **P* < 0.05, ** *P* < 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

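RNA was sequenced from brains of 6-month-old zebrafish, with 2 pooled brains per library, in 4 groups: WT with vehicle (2 libraries), *ppp2r2c* m1/m1 with vehicle (2), with MPH at 1.08 mg/kg for 3 days (3) and with valproate at 300 mg/kg for 3 days (3). The authors filtered and trimmed paired-end reads, aligned them with STAR to the zv10 release and counted reads per gene with its GeneCounts mode. The deposited values are whole counts without normalization, for 32266 genes, of which 27111 had at least 1 count.

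Counts on genes summed to between 19224942 and 25851076 per library (median 21647733.5). A gene listed at 0 in a library may have up to 3 counts, and a fold against a group at or under that floor is given as a lower bound. Such limits cover counting error only.

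Each comparison was fitted on its own groups in edgeR 4.0.16 under R 4.3.3, with filterByExpr (smallest count 10, smallest total 15), TMM scaling and the quasi-likelihood test; p values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The comparisons were *ppp2r2c* m1/m1 against WT, MPH and valproate each against vehicle in *ppp2r2c* m1/m1, MPH against valproate, and MPH-treated *ppp2r2c* m1/m1 against WT. Counts scaled to library size (CPM) are computed within each comparison; figures use all 10 libraries. The test was tested on simulated counts with the spread of these libraries and 200 genes changed 4-fold: it called 177 of them for the genotypes, 146 for MPH against vehicle and 164 for MPH against valproate, with 26, 11 and 12 false calls.

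Lists of genes written before the data were examined were tested with camera (correlation 0.01, limma 3.58.1), with p adjusted over the 13 lists: further DNA replication genes, mitosis, senescence-associated secretory phenotype (SASP) and checkpoint, antioxidant, L-tyrosine catabolism, muscle, retina and lens, blood, pituitary, immediate early, clock, glucocorticoid and fasting, and dopamine genes. Named genes are taken from those the paper names for brain expression and, per comparison, the 3 with the highest and the 3 with the lowest fitted log2 fold change among genes with an adjusted p under 0.05, a mean CPM of at least 1 and no overlap between the groups.

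Because the *ppp2r2c* m1/m1 vehicle libraries serve in both the genotype and the drug comparisons, 30 sets of unchanged groups sharing those libraries were simulated, each gene drawn independently. Genes were placed on chromosomes by symbol in the RefSeq annotation of GRCz12tu, a different assembly from that of the alignment, for 19267 genes; it was used only for which chromosome and neighbourhood a gene lies in.

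Alternatives set before the data were examined were DESeq2 1.42.0 with its Wald and likelihood ratio tests, DESeq2's size factors, no filter or at least 10 counts in every library, all 10 libraries in one fit, limma-voom with quality weights, the replicate number as a block, unadjusted thresholds, fry and an estimated correlation, and leaving out each library. Tables were handled in Python 3.11.15 with pandas 2.3.3, and figures drawn with matplotlib 3.10.9. RT-qPCR, imaging and behaviour are not analysed here.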

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

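The tests of time of day and of feeding or stress were chosen only after the result was seen.

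Valproate, which the paper does not report in its RNA-seq results, changed 26 genes against vehicle at an adjusted p under 0.05 in edgeR's test, 13 higher and 13 lower. This rested on the libraries: without valproate replicate 2 there were 0 (2846 at an unadjusted p under 0.05), and without replicate 1 there were 712. The largest rises were *ovch1*, *nr1d1* (NR1D1) and *slc43a2* (SLC43A2), with log2 fold changes of 4.11, 3.24 and 3.16, and the largest falls *mcm2*, *hbaa1* and si:ch211-5k11.8, with −2.19, −2.02 and −1.99.

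At an unadjusted p under 0.01, 395 genes changed the same way under MPH and valproate and 0 the opposite way (simulated unchanged groups: 30 to 49 and 0 to 1). Shared vehicle libraries alone are argued against: with MPH set against WT and valproate against vehicle, which share no library, the correlation across genes, which are not independent replicates, was 0.288, and −0.0391 to 0.0428 in the simulated groups. A response common to treatment may be involved, but time of day, feeding or stress, and handling at collection cannot be told apart from it, since all treated libraries differ from vehicle in treatment as well. The *bmal* and *npas2* genes had a median log2 fold change of 0.93 under valproate and 0.13 under MPH, where 1 of the 2 genes rose and 1 fell, and the *nr1d*, *per* and *dbp* genes had 0.73 and 1.14. These clock genes of opposite phase thus did not move apart under valproate. This cannot decide on time of day as the common cause, since 2 genes are too few and the valproate libraries differ among themselves in clock genes. PER3 had 2569 counts in valproate replicate 1, and 398 and 426 in replicates 2 and 3, so a median over the group mixes unlike states. The 18 glucocorticoid and fasting genes outside Table S2 had medians of 0.53 under MPH and 0.50 under valproate, with a p of 0.0402 and 0.0921 under fry and of 0.0552 and 0.108 with an estimated correlation. The immediate early genes had a median of 0.119 under MPH.

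Outside the genes the paper discusses, MPH raised *fkbp5* (FKBP5) and *klf9* (KLF9) by log2 fold changes of 5.13 and 5.56. *fkbp5* had 329 to 535 counts in the vehicle and WT libraries, 13077 to 14992 in MPH replicates 1 and 2 and valproate replicate 1, and 1211 to 7393 in the other treated libraries. Both *fkbp5* and *klf9* are in the list of glucocorticoid and fasting genes, so feeding or stress at collection may be involved. Under fry the list without the genes of Table S2 passed 0.05 with MPH and not with valproate (0.0402 and 0.0921, above), and feeding or stress cannot be told apart from treatment.

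In 15 genes, one genotype was at or under 3 counts and the other had the gene; 5 were at this floor in WT and 10 in *ppp2r2c* m1/m1, and 11 are in Table S1. A candidate explanation is sequence variants between the mutant line and the WT fish, fixed before any treatment. A gene at the floor in WT was taken as kept where all 6 treated libraries had over 4 times the floor of 3 counts. A gene at the floor in *ppp2r2c* m1/m1 was taken as kept where all 6 had at most the lowest WT count divided by 4. This left room for shifts, such as si:ch73-364h19.2 from 2 and 3 counts with vehicle to between 6 and 10 with valproate. By these rules 10 of the 15 genes stayed on the side of the *ppp2r2c* m1/m1 vehicle libraries. The exceptions were ENSDARG00000054797, CT737123.1, si:cabz01032454.3, si:dkey-71b5.3 and si:dkey-71b5.6, the last pair at 0 in valproate replicate 3. An effect of *ppp2r2c* itself on these genes was not tested.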

How the results depend on the processing

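All 38, 43, 26 and 39 genes with an adjusted p under 0.05 in the comparisons of genotypes, MPH, valproate and MPH-treated against WT kept their sign wherever tested. The numbers did not hold, and the cause was not tested unless stated.

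Between *ppp2r2c* m1/m1 and WT there were 281 genes with DESeq2, 273 with its likelihood ratio test, 272 with no filter, 4 in one fit of all 10 libraries, 10 with limma-voom, 120 with the replicate block, and, by the looser threshold itself, 1974 and 599 at an unadjusted p under 0.05 and 0.01. With DESeq2 at an unadjusted p under 0.01, chosen after seeing the data, there were 740, 459 with the WT, vehicle and MPH libraries in one fit and 523 with all 10. Leaving out a library would leave 1 in a genotype, so these calls were not tested that way.

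For MPH against vehicle the numbers were 495 (DESeq2), 443 (likelihood ratio test), 219 (no filter), 143 (all 10 libraries), 471 (limma-voom), 2689 (replicate block), 2328 and 723 (unadjusted), and 7 to 731 across the fits that left out one MPH library. For valproate they were 1071, 267, 645 and 135 with DESeq2, no filter, limma-voom and the block, 78 with at least 10 counts in every library, and 0 to 712 leaving out a library. Between MPH and valproate, 0 genes (787 at an unadjusted p under 0.05) became 41 with DESeq2, 1 with no filter, 2 with the block and 0 to 1 leaving out a library. For MPH-treated against WT they were 511, 252, 126, 122 and 676 with DESeq2, no filter, all 10 libraries, limma-voom and the block, 24 with DESeq2's size factors, 25 with at least 10 counts, and 5 to 367 leaving out a library.

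Genes with opposite signs at an adjusted p under 0.05 in both comparisons numbered 62 with DESeq2, 59 with its likelihood ratio test, added after seeing the data, 42 with no filter, 8 with at least 10 counts, 0 with all 10 libraries, 45 with the block and 0 to 8 leaving out a library. At an unadjusted p under 0.01 they numbered 174 with DESeq2, 109 with its size factors, 212 with no filter and 135 with at least 10 counts. They numbered 76 with all 10 libraries, 174 with limma-voom, 230 with the block and 93 to 155 leaving out a library. The share with opposite signs on separate vehicle libraries was 65.8% for genes with an adjusted p under 0.05, and 61.8% and 55.6% for the 500 genes farthest from WT, chosen after seeing the data.

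For further replication genes, the p in the genotypes was 0.0936 with an estimated correlation (median 0.52, 0.41 to 0.62 leaving out a library). Under MPH it was 0.0782 with fry, 0.159 with an estimated correlation (median −0.18 in both) and 0.092 with the block (−0.14), with medians from −0.32 to −0.011 leaving out a library. The mitosis median was 0.94 to 1.33. Antioxidant genes (0.16) had p of 0.419 and 0.489 with fry and an estimated correlation, 0.0729 with all 10 libraries (0.15) and 0.0765 with the block (0.18), and medians of 0.01 to 0.29. L-tyrosine catabolism genes (−0.66) had p of 0.069 and 0.0883 with fry and an estimated correlation, and medians of −0.81 to −0.29.

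Signs reversed for *ppp2r2c* under MPH without MPH replicate 2 (−0.075; up to 0.36 leaving out others), for *slc6a3* with DESeq2's size factors (0.002), the block (0.14) and without MPH replicate 2 (0.12) or 3 (0.19; down to −0.40 leaving out others), and for *mcm2* in MPH-treated against WT without MPH replicate 3 (0.01; down to −0.57 leaving out others). For 78 results on named genes, 312 values under other settings were 255 the same, 41 stronger, 14 weaker and 2 reversed; leaving out a library gave 280 the same, 31 moved, 12 stronger, 30 weaker and 4 reversed. The replicate block assumes that equal numbers pair libraries; correlations between equal numbers were 0.0712 for the genotypes, 0.0544 and 0.0232 for MPH, 0.0946 and −0.0152 for valproate, 0.136, −0.188 and 0.0981 between the drugs, and −0.0152 and 0.0367 for MPH-treated against WT, so the numbers are not shown to pair.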

Differences from the paper's values

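The paper reports 473 genes changed between *ppp2r2c* m1/m1 and WT brains, the paper's value, against 38 here at an adjusted p under 0.05. For Fig. 3a the paper states n = 3 for every group. For Fig. S8b it states n = 2 for WT and for *ppp2r2c* m1/m1, the number of vehicle libraries per genotype here. The thresholds differ: of the 474 genes in Table S1, 83 have an adjusted p under 0.05 in the table, and its highest adjusted p is 0.446. Of the alternatives set before the data were examined, an unadjusted p under 0.01 (599) fell within 1.5 times of it; DESeq2 (281), its likelihood ratio test (273), DESeq2's size factors (38), no filter (272), at least 10 counts in every library (53), all 10 libraries in one fit (4), limma-voom (10), the replicate block (120) and an unadjusted p under 0.05 (1974) did not. DESeq2 at an unadjusted p under 0.01, chosen after seeing the values, came near the number 473 with the WT, vehicle and MPH libraries in one fit (459). It also did with all 10 (523), and not with the genotypes alone (740). Of the 459 and 523 genes, 209 and 246 are in Table S1, so the number was met more closely than the genes.

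For genes restored by MPH the paper's value is 101, against 2 here at an adjusted p under 0.05 in both comparisons. The alternatives set for this number before the data were examined left the gap at that threshold: 62, 2, 42, 8, 0, 2 and 45 with DESeq2, its size factors, no filter, at least 10 counts, all 10 libraries, limma-voom and the block, and 0 to 8 leaving out an MPH library. DESeq2's likelihood ratio test, added for this number after seeing the values, gave 59. At an unadjusted p under 0.01 in both, set before the data were examined, there were 111, of which 33 are in Table S2.

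Between *ppp2r2c* m1/m1 and WT, log2 fold changes differed from those of Table S1, given first as the paper's: *gstz1*, the paper's −0.95 against −0.66; *hipk1a*, the paper's 2.00 against 0.28; *gpx8*, the paper's 1.86 against 1.24; *cat*, the paper's 0.60 against 0.25; *gsk3b*, the paper's 0.47 against 0.31; and *pdha1b*, the paper's −3.92 against −2.33. For *hipk1a* with MPH against vehicle the paper's value in Table S2 is −3.02, against −1.17 here. DESeq2, its size factors, all 10 libraries in one fit, the replicate block and leaving out a library, the alternatives set for single genes before the data were examined, did not close these gaps. For *cbr1*, the paper's 1.01 stood against 0.54; leaving out WT vehicle replicate 1 gave 0.92, and none of the others closed the gap.

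The paper shows checkpoint and SASP genes falling with MPH, by RT-qPCR of brains and by RNAscope in cells of the optic tectum. In these whole-brain libraries *cdkn1a* and *mmp9* (MMP9) had log2 fold changes of 2.58 and 1.01 with MPH (standard errors 1.01 and 0.33). Their adjusted p was 0.374 and 0.306 in edgeR's test. For *cdkn2a/b* and *il1b* the values were −0.22 and 0.09 (standard errors 0.23 and 0.79, adjusted p = 0.764 and 0.98 from the same test). By the same methods the paper shows checkpoint and SASP genes raised in the mutant. Here *il1b* and *mmp9* had log2 fold changes of 0.59 and 0.17 (standard errors 0.83 and 0.34). Those of *cdkn1a* and *cdkn2a/b* were 0.01 and −0.06 (standard errors 1.11 and 0.19). With at most 31 counts of *cdkn1a* and 17 of *il1b* in a library, these genes cannot decide for or against a rise. *il6*, *cxcl8a* and *tnfa* did not pass the filter on low counts in either comparison. The paper shows lower *ppp2r2c* by RT-qPCR, where the log2 fold change here was −0.17.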

Other observations

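The tests of eye tissue, muscle and blood, of the sets of treated libraries, and of the opposite genes against the shared libraries and the other drug were chosen only after the result was seen.

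Between MPH and valproate, 0 of 19387 genes had an adjusted p under 0.05 (787 at an unadjusted p under 0.05), and all 10 of the 10 splits of the 6 libraries gave as many, as any split must beside a count of 0. One split, seen after the values and shown by the principal components, gave 783 genes (444 higher, 339 lower): MPH replicates 1 and 2 with valproate replicate 1, against MPH replicate 3 with valproate replicates 2 and 3. It is not a condition in the labels.

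Library size cannot be told apart for these sets. MPH replicate 3 of the second set had 23329058 counts, above the lowest of the first, 21800447. Valproate replicates 2 and 3 had 19224942 and 20885421 counts, under every library of the first set. Time of day at collection may differ: the *bmal* and *npas2* genes had a median log2 difference of −1.12 (2 genes) and the *nr1d*, *per* and *dbp* genes one of 1.26. Feeding or stress may also differ, with a fry p of 0.000484 for the glucocorticoid and fasting genes outside Table S2. PER1 (ENSDARG00000012499) had 1546 to 1832 counts in the vehicle and WT libraries, 4073 to 6337 in the first set and 946 to 1059 in the second. The labels give no batch, so collection and treatment cannot be told apart where treated and vehicle libraries are compared.

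For the 111 genes with opposite signs in the genotype and MPH comparisons, chance values of the shared vehicle libraries are argued against as the whole cause (111 observed, 28 to 48 simulated). A response not particular to MPH cannot be told apart. Under valproate 106 also had opposite signs, but that comparison shares the vehicle libraries that chose them. In simulated unchanged groups the log2 fold changes under MPH and valproate correlated at 0.610 to 0.653. Between MPH and valproate 13.5% differed at an unadjusted p under 0.05, against 4.06% of all genes, but the genes were chosen for their MPH change. Time of day stays open for the same reason: 36% differed between the sets of treated libraries, against 23% of all genes. All 111 were opposite to the mutation in both sets, although PER1 above and PER3 lay on either side of the vehicle libraries in them. This goes against time of day, but the 111 genes were chosen for that direction. Another PER1 gene (ENSDARG00000056885), *nr1d1* and *nr1d4b* lay above the vehicle libraries in both sets, so the clock genes do not decide it.

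Of the genes with an unadjusted p under 0.01 between the genotypes, 81.3% could be placed on a chromosome. For these, the haplotype around the edited locus is argued against as a main cause by an odds ratio of 0.9955 on its chromosome (22 of 707 genes, Fisher's exact test, p = 1). Within 10 Mb of *ppp2r2c*, 4 of 212 genes passed this threshold. At an adjusted p under 0.05, 0 genes were placed on this chromosome and 23 elsewhere. Of the 15 genes at the floor in one genotype, 6 were placed. The haplotype stays open for genes that were not placed. Eye tissue is argued against as a main cause of the 25 called genes lower in the mutant: in valproate replicate 2, all 9 photoreceptor genes rose over the other valproate libraries by at least 50% of their difference between WT replicate 2 and vehicle, and 3 of the 25 did (*agrp*, *slc13a1* (SLC13A1) and ENSDARG00000054797; median log2 difference 0.05). The 13 higher genes were not tested this way. Muscle and blood left on brains cannot be told apart: all 38 called genes kept their direction and most of their log2 fold change without WT replicate 1 or 2, but genes called from 2 WT libraries are selected for agreeing in both. Pituitary cannot be told apart either, with 3 genes tested and a fry p of 0.0487 (median log2 fold change 1.51). All 9 photoreceptor genes were higher in WT replicate 2 and in valproate replicate 2 than in the other libraries of their groups, so eye tissue may be present there.

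Other lists between the genotypes had these median log2 fold changes: retina and lens −2.19 (camera, adjusted p = 0.000848), muscle −0.40 (adjusted p = 0.0527), blood 0.23 (adjusted p = 0.0301), immediate early −0.22 (adjusted p = 0.0341), clock −0.13 (adjusted p = 0.366), glucocorticoid and fasting −0.20 (adjusted p = 3.07e-05) and SASP and checkpoint 0.10 (adjusted p = 0.432). The retina and lens list includes the 9 photoreceptor genes above, with a median log2 difference of 4.18 in WT replicate 2 over replicate 1. Its value thus depends on that library. Under fry, of these lists the glucocorticoid and fasting genes alone passed 0.05. Without the genes of Table S2 their median was −0.09, with 8 of 18 higher, and they passed 0.05 neither with the preset correlation of camera (p = 0.432) nor under fry (p = 0.154). With MPH the lists were 0.70 (adjusted p = 0.122) for retina and lens, −0.81 (adjusted p = 0.00803) for blood, 0.91 (adjusted p = 2.72e-13) for clock, 0.61 (adjusted p = 1.22e-33) for glucocorticoid and fasting, and 0.33 (adjusted p = 0.0596) for SASP and checkpoint genes; under fry, of these lists the glucocorticoid and fasting genes and the SASP and checkpoint genes passed 0.05. Muscle genes had 0.00 (adjusted p = 0.394), antioxidant genes 0.00 (adjusted p = 0.982) and L-tyrosine catabolism genes −0.70 (adjusted p = 0.155). With valproate the 7 replication genes of Fig. 3a had a median of −1.76 and the mitosis genes one of −1.33.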
